# Higher plane of nutrition pre-weaning enhances Holstein calf mammary gland development through alterations in the parenchyma and fat pad transcriptome

**DOI:** 10.1186/s12864-018-5303-8

**Published:** 2018-12-11

**Authors:** M. Vailati-Riboni, R. E. Bucktrout, S. Zhan, A. Geiger, J. C. McCann, R. M. Akers, J. J. Loor

**Keywords:** Mammary gland, Milk replacer, Transcriptome, Calf

## Abstract

**Background:**

To reduce costs of rearing replacement heifers, researchers have focused on decreasing age at breeding and first calving. To increase returns upon initiation of lactation the focus has been on increasing mammary development prior to onset of first lactation. Enhanced plane of nutrition pre-weaning may benefit the entire replacement heifer operation by promoting mammary gland development and greater future production.

**Methods:**

Twelve Holstein heifer calves (< 1 week old) were reared on 1 of 2 dietary treatments (*n* = 6/group) for 8 weeks: a control group fed a restricted milk replacer at 0.45 kg/d (R, 20% crude protein, 20% fat), or an accelerated group fed an enhanced milk replacer at 1.13 kg/d (EH, 28% crude protein, 25% fat). At weaning (8 weeks), calves were euthanized and sub-samples of mammary parenchyma (PAR) and mammary fat pad (MFP) were harvested upon removal from the body. Total RNA from both tissues was extracted and sequenced using the Illumina HiSeq2500 platform. The Dynamic Impact Approach (DIA) and Ingenuity Pathway Analysis (IPA) were used for pathway analysis and functions, gene networks, and cross-talk analyses of the two tissues.

**Results:**

When comparing EH vs R 1561 genes (895 upregulated, 666 downregulated) and 970 genes (506 upregulated, 464 downregulated) were differentially expressed in PAR and MFP, respectively. DIA and IPA results highlight a greater proliferation and differentiation activity in both PAR and MFP, supported by an increased metabolic activity. When calves were fed EH, the PAR displayed transcriptional signs of greater overall organ development, with higher ductal growth and branching, together with a supportive blood vessel and nerve network. These activities were mediated by intracellular cascades, such as AKT, SHH, MAPK, and Wnt, probably activated by hormones, growth factors, and endogenous molecules. The analysis also revealed strong communication between MFP and PAR.

**Conclusion:**

The transcriptomics and bioinformatics approach highlighted key mechanisms that mediate the mammary gland response to a higher plane of nutrition in the pre-weaning period.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5303-8) contains supplementary material, which is available to authorized users.

## Background

Replacement heifer rearing accounts for approximately 20% of annual farm costs [1–3]. To reduce costs, research has focused on: 1) lowering age at breeding and first calving, and 2) enhancing mammary development before first lactation to increase returns during the productive life of the cow. The first strategy appears the easiest and fastest to implement, being that puberty is tightly associated with body weight (**BW**), and Holstein heifer pubertal BW is relatively constant (250–280 kg or 40–50% of mature weight [4]). In fact, Tozer and Heinrichs [5] estimated a reduction of 4.3% of heifer rearing costs by decreasing age at first calving by 1 month, mainly due to a shortening of the non-productive portion of a heifer’s life by encouraging earlier herd entry and productivity.

To reach puberty weight earlier, producers must increase feed allowance in the pre-pubertal period. However, when this was done immediately after weaning, mammary parenchymal (**PAR**) tissue mass and DNA content in Holstein calves decreased by 23 and 32%, respectively [6]. The detrimental effects of increased pre-pubertal nutrient intake (starting post-weaning) on mammary development have long been recognized [7–10], and recently [6] confirmed in various studies [11–16]. Furthermore, the negative effect on mammary development may translate into poorer first lactation performance, as a recent study confirmed that heifers fed at a greater rate produced 14% less milk compared with controls [17].

It is well-accepted that events occurring pre-weaning can have lasting effects throughout a dairy cow’s life [18]. Recent data have indicated that the negative correlation between gain and mammary development may be the opposite in this period to what is observed in the pre-pubertal, post-weaning period [19–22]. Thus, an enhanced pre-weaning plane of nutrition (targeting greater gains) increases PAR and mammary fat pad (**MFP**) weight, DNA content of the mammary PAR, and total mammary PAR DNA [23]. Furthermore, increasing pre-weaning average daily gain by 1 kg/d was associated with an increase of 1000 kg or more in milk yield [24].

The mechanisms by which an increase in plane of nutrition pre-weaning enhances mammary development and consequent first lactation performance remain unclear. Therefore, the objective of this study was to obtain a general and holistic view through high-throughput mRNA sequencing of the mammary MFP and PAR transcriptome in Holstein heifer calves fed two distinct planes of nutrition in the pre-weaning period. By identifying genes altered by the dietary treatment, we could uncover molecular pathways and determine possible mediators of the mammary gland response to pre-weaning plane of nutrition. We hypothesized that an enhanced pre-weaning plane of nutrition positively alters mammary gland transcription by upregulating pathways involved in tissue growth and development. Furthermore, we hypothesized that a higher plane of nutrition could promote the inter-tissue communication between PAR and MFP. The effects of an improved plane of nutrition on general body growth and the development of multiple organs, mammary gland included, are reported elsewhere [23, 25].

## Methods

### Animal handling and experiment design

This experiment was conducted under the review and approval of the Virginia Polytechnic Institute and State University (**VT**) Institutional Animal Care and Use Committee (#14–045-DASC). The experimental design and animal handling were previously described [25]. Briefly, twelve Holstein heifer calves (6.0 ± 2 d old, 39.0 ± 4.4 kg at the time of arrival, and ≥ 5.5 mg/dL of total serum protein) were purchased from a single commercial producer (located ~ 90 miles from campus), brought to the VT Dairy Farm between May and June of 2014), and randomly assigned to two treatments. The control group was fed 0.45 kg/calf of milk replacer (**MR**) per day containing 20% crude protein (**CP**) and 20% fat (a restricted MR, **R**). The accelerated group was fed 1.13 kg of MR per day at 28% CP and 25% fat (an enhanced MR, **EH**). Starter feed was introduced at the end of week 4 and kept similar between treatments. Milk replacer was reduced in both treatments to 50% at week 8, to induce weaning. All calves were housed individually with ad libitum access to water. At weaning, calves were euthanized and their whole mammary glands were removed, weighed and dissected. A summary of phenotypic responses obtained and already published [25] is presented in Table 1.

**Table 1:** Summary of Holstein heifer calf (*n* = 6/treatment) performance when fed during the pre-weaning period (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/calf/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis)

Parameters	R^1^	EH^2^	%^3^
*Milk replacer*			
DMI^4^ (kg/d)	0.44^a^	1.02^b^	131.82
CP^5^ intake (kg/d)	0.09^a^	0.30^b^	233.33
Fat intake (kg/d)	0.09^a^	0.27^b^	200.00
*Starter feed*			
DMI (g/d)	286.00^a^	237.00^b^	−17.13
VCP intake (g/d)	73.30^a^	60.90^b^	−16.92
Fat intake (g/d)	11.50^a^	9.50^b^	−17.39
NDF^6^ intake (g/d)	56.60^a^	46.90^b^	−17.14
ADF^7^ intake (g/d)	26.40^a^	21.90^b^	−17.05
*Growth*			
BW^8^ week 0 (kg)	39.80	39.40	−1.01
BW week 8 (kg)	51.29^a^	73.71^b^	43.70
ADG^9^ week 1 (kg/d)	−0.06^a^	0.36^b^	700.00
ADG week 7 (kg/d)	0.41^a^	1.00^b^	143.90
ADG week 8 (kg/d)	0.35^a^	0.31^b^	−11.43
ADG tot (kg/d)	0.20^a^	0.60^b^	208.21
Feed:Gain	1.33^a^	1.42^b^	6.77
Hip Height week 8 (cm)	87.90^a^	94.30^b^	7.28
*Slaughter*			
Carcass (kg)	48.60^a^	77.60^b^	59.67
Whole mammary gland (g)	66.10^a^	255.20^b^	286.08
Whole mammary gland (g/kg of BW)	1.34^a^	3.32^b^	147.76
Trimmed mammary gland (g)	37.80^a^	197.60^b^	422.75
Trimmed mammary gland (g/kg BW)	0.39^a^	1.30^b^	233.33
Mammary parenchyma (g)	1.42^a^	10.46^b^	636.62
Mammary parenchyma (g/kg BW)	0.02^a^	0.07^b^	250.00
Mammary fat pad (g)	29.20^a^	172.80^b^	491.78
Mammary fat pad (g/kg BW)	0.30^a^	1.13^b^	276.67
*Mammary fat pad*			
Total protein (g)	0.46^a^	2.11^b^	358.70
Protein (mg/g)	15.60^a^	12.20^b^	−21.79
Total DNA (mg)	4.10^a^	22.50^b^	448.78
DNA (mg/g)	0.14	0.13	−7.14
Total fat (g)	3.27^a^	116.00^b^	3447.40
Fat (mg/g)	112.00^a^	667.00^b^	495.54
*Mammary parenchyma*			
Total protein (g)	0.20^a^	1.36^b^	580.00
Protein (mg/g)	14.10	13.00	−7.80
Total DNA (mg)	2.70^a^	20.40^b^	655.56
DNA (mg/g)	1.87	1.95	4.28
Total fat (g)	0.15	2.10	1300.00
Fat (mg/g)	106.00	201.00	89.62

^1^R = restricted plane of nutrition (0.44 kg of powder/calf per day, 20.9% crude protein, 19.8% fat, DM basis)

^2^EH = enhanced plane of nutrition (1.08 kg of powder/head per day, 28.9% crude protein, 26.2% fat, DM basis)

^3^% = percentage increase or decreased in EH compared to R

^4^*DMI* dry matter intake

^5^*CP* crude protein

^6^*NDF* neutral detergent fiber

^7^*ADF* acid detergent fiber

^8^*BW* body weight

^9^*ADG* average daily gain

### Sample collection and slaughter procedures

A detailed description of sample collection can be found elsewhere [23, 25]. Calves at weaning (8 weeks) were euthanized at VT’s Veterinary Facility (approximately 1 mile from their housing) using a commercial phenobarbital solution administered intravenously (Fatal-Plus, 10 mg/kg of BW, Vortech Pharmaceuticals, Dearborn, MI), and subsequently exsanguinated. Pieces of PAR and MFP (~ 13.0 mg) were sampled from the mammary gland upon removal from the body, frozen by immersion in liquid nitrogen, and stored at − 80 °C.

### RNA extraction, library construction, and sequencing

Tissue was weighted (PAR, ~ 0.10 g; MFP, ~ 0.20 g), immediately placed in QIAzol Lysis Reagent (cat#79306, Qiagen) (1.20 mL) and homogenized using a Mini-Beadbeater-24 (cat#112011, Biospec Products Inc.) with two 30 s cycles, and 1 min incubation on ice in between the cycles. Samples were then centrifuged for 10 min at 12,000×g and 4 °C, and the supernatant was transferred to a separate tube and mixed with Chloroform (cat#C298, Fisher Chemical) (0.24 mL). After centrifugation for 15 min at 12,000×g and 4 °C, the aqueous phase was transferred to a new tube, mixed with 100% Ethanol (cat#2701, Decon Labs; 0.90 mL), and total RNA was cleaned using miRNeasy mini kit columns (cat# 217004, Qiagen) following manufacturer’s protocols. During purification, genomic DNA was removed using the RNase-Free DNase Set (cat#79254, Qiagen). Quantity and purity were determined using a NanoDrop ND-1000 (NanoDrop Technologies Inc.), while integrity was assessed via a Fragment Analyzer™ (Advance Analytical). All samples had an RQN score greater than 8.0. RNA samples were stored at − 80 °C until analysis.

RNA-Seq cDNA libraries were constructed using total RNA isolated from both MFP and PAR sampled at weaning (week 8) slaughter. The Illumina TruSeq Stranded mRNA Sample Prep kit was used for single-end read library construction following the manufacturer’s instructions with mRNA enrichment. Complete details of this procedure are available in Additional file 1. Libraries were pooled together and multiplexed across 4 flow cell lanes in the Illumina HiSeq4000 (Illumina Inc., San Diego, CA) platform to obtain an average of 20–30 million reads per sample.

### Transcriptome sequencing data processing and statistical analysis

Single-end reads were first filtered using Trimmomatic 0.33 [26] with a minimum quality score of 28 (i.e., base call accuracy of 99.84%) leading and trailing with a minimum length of 30 bp long and subsequently checked using FastQC 0.11.4 (Babraham Institute, Cambridge, UK). Reads were then mapped to the *Bos taurus* UMD 3.1.1 reference genome (1/29/16 NCBI release) using default settings of STAR 2.5.1b [27] with the quantMode option for gene counts. Further data analysis was conducted using R. 3.2.4 (R Core Team, 2016). Reads uniquely assigned to a gene were used for subsequent analysis. After accounting for high expression genes and library size differences using trimmed mean of M-values normalization in edgeR [28], genes were filtered if 4 samples did not have > 1 count per million mapped reads. Normalization of reads was conducted using the voom variance stabilization function in limma [29]. Differential expression analysis was conducted in limma using a single factor model which included the main effect of diet (2 levels). Raw *P*-values were adjusted using the false discovery rate (**FDR**) method [30]. Differences in transcript profiles (differentially expressed genes, **DEG**) were considered significant at an FDR-adjusted *P* < 0.05. The focus of this manuscript is on the overall differences in mammary gland transcriptome in response to the main effect of diet; that is, EH vs R.

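The libraries cover parenchyma (PAR) and fat pad (MFP) of 11 calves killed at week 8, with 5 calves fed EH and 6 fed R and 1 library per calf and tissue, where the paper's legends state 6 calves per treatment. The daily milk replacer of EH calves is 1.13 kg with 28% protein and 25% fat in the paper's methods and 1.08 kg with 28.9% and 26.2% in the sample labels. For R calves the methods give 0.45 kg with 20% protein and 20% fat and the labels 0.44 kg with 20.9% and 19.8%. Polyadenylated RNA was sequenced from 1 end; the authors trimmed the reads with Trimmomatic 0.33, checked them with FastQC 0.11.4 and counted uniquely mapped reads per gene with STAR 2.5.1b. Reads assigned to genes on the reverse strand numbered 18072032 to 20051415 (median 19862111) in PAR EH libraries, 15111501 to 22804372 (median 19265138) in PAR R, 16842820 to 25408046 (median 19696927) in MFP EH and 17642549 to 22873925 (median 19888758) in MFP R. Over the 22 libraries the counts add up to a mean of 27277897 reads, 92.36% of them mapped uniquely, where the paper states a unique share of 92%. Starting from these counts, genes above 1 CPM in at least 4 libraries of a tissue were normalized by TMM and tested for EH against R with edgeR's quasi-likelihood test, and a gene is said to rise or fall when its Benjamini-Hochberg adjusted p is below 0.05. Fold changes are log2 of EH over R ± standard error and CPM are means ± SD. The paper's RNA sequencing fold changes are not log2 units. They lie near the square root of the linear fold, so the 2 sets of numbers cannot be compared directly. Differences between the tissues were tested as the diet by tissue interaction over all 22 libraries. The gene lists were written before the data were examined and tested with camera.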

### Bioinformatics analyses

#### Kyoto encyclopedia of genes and genomes (KEGG) pathways analysis

The dynamic impact approach (**DIA**) was used for KEGG pathway analysis of DEG. The detailed methodology of DIA is described elsewhere [31]. Briefly, the whole DEG data set with Entrez gene ID, FDR (< 0.05), fold-change (**FC**), and *P*-value (< 0.05) was uploaded to DIA. For the analyses, pathways with a minimum of 30% annotated genes in the transcriptome dataset versus the whole genome, and at least 4 genes were selected. Furthermore, pathways related to KEGG category “Human diseases” and Organismal system subcategories “Digestive system”, “Excretory system”, and “Sensory system” were not considered as pertinent to the analyzed tissues.

#### Function analysis and transcription regulator discovery

Ingenuity pathway analysis (**IPA**) software (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/) was used to identify major affected functions and analyze the upstream regulators and their connections with other downstream genes that were differentially expressed. To identify only highly significant functions and upstream regulators, a list of DEG with FC > |1.5| and *P*-values (< 0.05) was uploaded to IPA, and a core analysis was run using default settings. Functions with *p*-value < 0.05 and z-score > |2.0| were considered significant, and upstream regulators were considered significant with overlap-*P* value < 0.05 and z-score > |2.0|.

#### Tissue interaction and crosstalk

The cross-talk between MFP and PAR was performed using the network capability of IPA as previously described [32]. To highlight how the dietary treatment affects such interactions, DEG (in the EHvsR comparison) considered to code for secreted proteins encompassed the cytokine and growth factor categories, while DEG coding for proteins considered to be receptors that might be able to “sense” the secreted proteins were those in G-protein coupled receptor, ligand-dependent nuclear receptor, transcription regulator, and transmembrane receptor categories. Networks between tissues were built using the IPA Knowledge base. The knowledge base was restricted to tissue and cell line categories “Mammary gland”, “Breast cancer cell lines”, and “Other cell line” when analyzing the effect of MFP secreted molecules on PAR, or to the categories “Adipose”, “Adipocytes”, and “Other cell line” when analyzing the effect of PAR secreted molecules on MFP. Furthermore, when analyzing the involvement of infiltrated immune cells in the tissue crosstalk, the categories were limited to “Immune cells”, “Immune cell lines”, and “Other cell lines”, regardless of the direction of the crosstalk.

### Real-time qPCR and statistical analysis

The results from RNA-seq were validated via qPCR for a selected panel of genes representing the top most upregulated (*n* = 4) or downregulated (n = 4) genes within each tissue. Complete details of primer design, qPCR analysis, and performance are available in Additional file 1. Briefly, the qPCR performed was SYBR Green-based, and results were calculated via the 2^-ΔΔCt^ method. *MTG1*, *PPP1R11*, and *RPS15A* were used as internal controls. Results were subjected to ANOVA and analyzed using repeated measures ANOVA with PROC MIXED within SAS (v9.4). To validate sequencing results, data from each tissue were independently analyzed, and the statistical model included diet as fixed effect. The Kenward-Roger (KR) statement was used for computing the denominator degrees of freedom. Data were considered significant at a *P* ≤ 0.05 using the PDIFF statement in SAS. The comparison with the RNA sequencing results is reported in Table 2.

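In PAR, RNA of ABCC11, a transporter of apocrine glands, fell by 4.15 ± 0.71 log2 units (adjusted p = 0.0285), from 174 ± 104 CPM in R to 9.78 ± 5.75 in EH. PLN, the phospholamban of smooth and cardiac muscle, fell by 4.45 ± 0.71 log2 units (adjusted p = 0.0269), as did SCN7A, a sodium channel of nonmyelinating Schwann cells (-3.76 ± 0.73, adjusted p = 0.0285), and MPZ, the main protein of peripheral myelin (-3.74 ± 0.80, adjusted p = 0.0296). The metalloprotease ADAM12 rose by 2.77 ± 0.68 log2 units (adjusted p = 0.0354) and the neuronal membrane protein SEZ6L rose by 3.31 ± 0.81 log2 units (adjusted p = 0.0354), while ASPHD1 had a log2 fold change of 2.25 ± 0.97 (adjusted p = 0.125) and LOC100335879, with 5 reads on its strand in all PAR libraries, was not tested. In MFP, elastin (ELN) rose by 2.52 ± 0.38 log2 units (adjusted p = 0.0112), from 2644 ± 1344 to 15210 ± 4724 CPM, and the Fc receptor FCGR2A rose by 2.78 ± 0.38 log2 units (adjusted p = 0.00824). The lipid droplet coat PLIN4 (2.25 ± 0.50, adjusted p = 0.0228) and LOC781726 (3.53 ± 0.73, adjusted p = 0.0186) rose too. Muscle caveolin CAV3 (-2.43 ± 0.38, adjusted p = 0.0113), the ciliary protein CFAP251, listed as WDR66 (-2.74 ± 0.45, adjusted p = 0.0113), and the membrane protein PLPPR4 (-2.49 ± 0.58, adjusted p = 0.0278) fell, and RPRML had a log2 fold change of -2.40 ± 0.68 (adjusted p = 0.0535). All these values are edgeR's quasi-likelihood test on 5 EH and 6 R calves. Limma-voom, the paper's test, called ASPHD1 (adjusted p = 0.0464) and RPRML (adjusted p = 0.0441). The paper's qPCR has P below 0.05 for ASPHD1, LOC100335879 and RPRML, and above it for LOC781726. Without PAR EH replicate 12, 14 or 18 or R replicate 13 or 20 none of these parenchyma genes passed, with adjusted p from 0.0506 to 0.0969, and some also failed without EH replicate 22 or R replicate 15 or 17. EdgeR kept the MFP calls for ELN, FCGR2A, CAV3 and CFAP251 with any 1 library left out, while PLIN4, LOC781726 and PLPPR4 did not pass without MFP EH replicate 4, and some not without EH replicate 1 or 11 or R replicate 3 or 5, with adjusted p up to 0.0723.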

**Table 2:** mRNA expression of target genes selected for validation of sequencing results. Genes were among the top up and downregulated genes in mammary parenchyma or fat pad of Holstein heifer calves (*n* = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/head/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis)

Target	qPCR – 2^-ΔΔCt^		RNA-seq		
	FC^a^	*P*-value	FC^a^	FDR^b^	*P*-value
*Mammary parenchyma*					
*ABCC11*	−11.65	0.0259	−3.67	0.047	0.00410
*ADAM12*	2.56	0.0072	3.40	0.026	0.00010
*ASPHD1*	4.87	0.0473	3.60	0.046	0.00402
*LOC100335879*	4.95	0.0075	3.74	0.046	0.00395
*MPZ*	−9.71	0.0202	−3.80	0.029	0.00045
*PLN*	−17.14	0.0319	−3.93	0.037	0.00173
*SCN7A*	−13.56	0.0186	−3.37	0.038	0.00203
*SEZ6L*	8.14	0.0256	4.26	0.038	0.00195
*Mammary fat pad*					
*CAV3*	−2.64	0.0019	− 2.20	0.012	0.00009
*ELN*	6.26	0.0001	2.50	0.01	0.00003
*FCGR2A*	8.71	0.0007	2.70	0.007	0.00001
*LOC781726*	7.46	0.0970	3.72	0.019	0.00044
*PLIN4*	6.37	<.0001	2.46	0.012	0.00012
*PLPPR4*	−3.95	0.0345	−2.38	0.035	0.00165
*RPRML*	−2.16	0.0042	−2.51	0.042	0.00237
*WDR66*	−6.97	0.0015	−2.60	0.012	0.00009

^a^FC = fold change of EH vs R

^b^FDR = false discovery rate

## Results

### RNA sequencing and gene expression analyses

A summary of sequencing read alignments and mapping is reported in Additional file 2. Overall, on average, samples had approximately 27 million reads of which 25 million (~ 92%) were uniquely mapped. The statistical analysis identified 15,214 and 14,223 uniquely annotated (EntrezID) genes in PAR and MFP, respectively. Of these, considering an FDR < 0.05, 1561 genes (upregulated 895, downregulated 666) and 970 genes (upregulated 506, downregulated 464) were detected as differentially expressed in PAR and MFP, respectively, when comparing EH to R calves (Fig. 1).

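Among genes of at least 5 CPM in either diet, the largest rises in PAR beside those of SEZ6L, ADAM12 and CXCL9 were those of PTPRN, a protein of dense-core vesicles (4.19 ± 0.68, adjusted p = 0.0269), of DDC, which makes dopamine and serotonin (3.27 ± 0.64, adjusted p = 0.0285), of the protocadherin PCDH8 (3.19 ± 0.84, adjusted p = 0.0383), of CRMP1, a cytoskeletal protein of neurons (2.83 ± 0.58, adjusted p = 0.0286), and of PIANP (2.60 ± 0.65, adjusted p = 0.0358). Beside HTR4, PLN, ABCC11, SCN7A and MPZ, the largest falls were those of LDB3, a Z-disc protein of muscle (-4.96 ± 0.88, adjusted p = 0.0285), of AKR1C4, which reduces steroids (-4.58 ± 1.07, adjusted p = 0.0321), and of the small heat shock protein HSPB7 (-3.86 ± 0.66, adjusted p = 0.0285). In MFP the fructose transporter SLC2A5 (3.81 ± 0.61, adjusted p = 0.0113), the iron carrier TF (2.89 ± 0.70, adjusted p = 0.0308), the transcription factor HNF4A (2.53 ± 0.59, adjusted p = 0.0278), the calcium-binding S100G (2.51 ± 0.42, adjusted p = 0.0113) and PVALB (2.31 ± 0.50, adjusted p = 0.0222) were among the 8 largest rises. The dopamine receptor DRD2 (-3.23 ± 0.78, adjusted p = 0.031), the neuronal LRRN3 (-2.16 ± 0.49, adjusted p = 0.0258), the secreted TAFA5 (-2.09 ± 0.38, adjusted p = 0.0126), histone H4C4 (-1.98 ± 0.23, adjusted p = 0.00613), the cytokine receptor IL20RA (-1.88 ± 0.36, adjusted p = 0.0147), RNF39 (-1.80 ± 0.42, adjusted p = 0.0278) and the borate transporter homologue SLC4A11 (-1.78 ± 0.46, adjusted p = 0.039) were among the 8 largest falls. In all, 718 genes rose and 1032 fell of 15328 tested in PAR, and 472 rose and 487 fell of 14363 in MFP, with 142 of the 164 genes changed in both tissues going the same way. The tissues come from the same calves, and 38 of 100 divisions of the calves, the real one included, correlated the tissues at least as strongly. With limma-voom more genes rose than fell in PAR, 871 against 774, so the balance of rises and falls there depends on the test. PAR had no gene past the threshold without EH replicate 12, EH replicate 14, R replicate 13 or R replicate 20. In those fits 4009 to 4502 genes had an unadjusted p below 0.05 (5350 with all 11 libraries) and the lowest adjusted p was 0.0609 to 0.063. Their log2 fold changes correlated at 0.989 to 0.994 with those from all 11 libraries. Without EH replicate 18 only 3 PAR genes passed. A named PAR gene that lost its call without one of these libraries thus shared this with nearly the whole tissue. With 1 library left out edgeR called 268 to 1184 genes in MFP. The calls for SLC2A5, S100G, TAFA5, H4C4 and IL20RA held with each of the 11 libraries left out in turn, while TF, HNF4A, PVALB, DRD2, LRRN3, RNF39 and SLC4A11 did not pass without MFP EH replicate 1 or 11, and some not without EH replicate 2, 4 or 8 or R replicate 3, 5, 7 or 10, with adjusted p up to 0.1. TF, HNF4A, PVALB, DRD2, LRRN3 and SLC4A11 did not pass with limma-voom (adjusted p up to 0.188).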

**Fig. 1:**
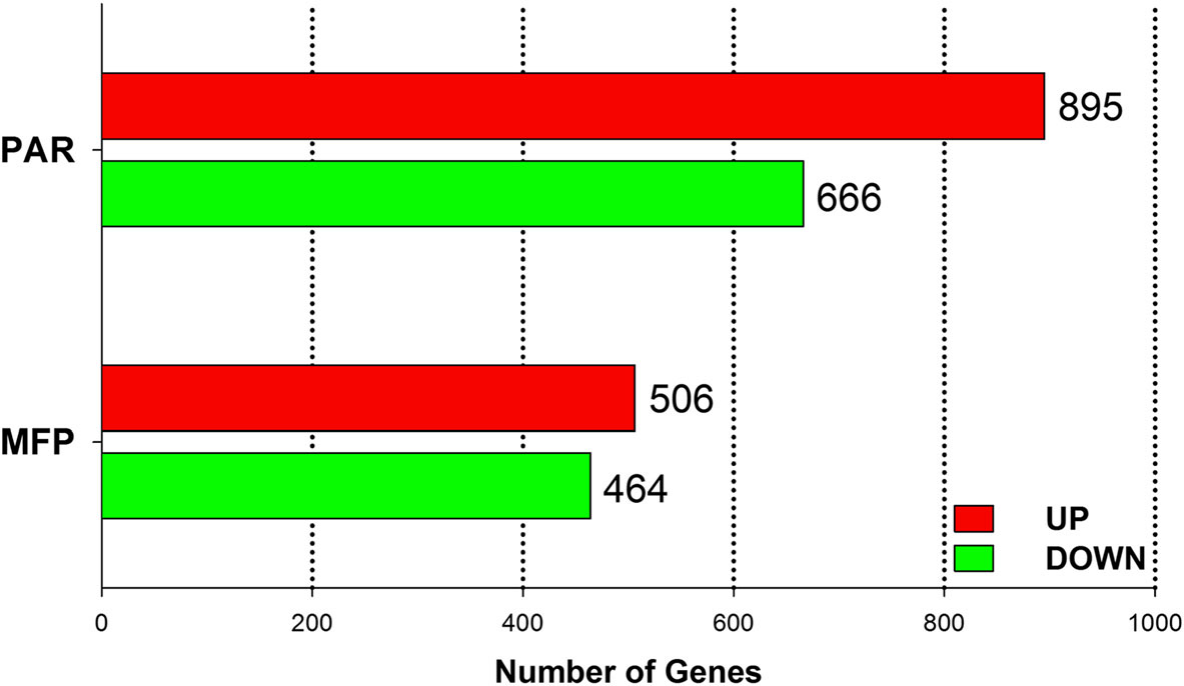
Differentially expressed genes (FDR < 0.05) detected in mammary parenchyma (PAR) and fat pad (MFP) of Holstein heifer calves (*n* = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/calf/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis)

### KEGG pathway analysis summary

The DIA analysis yields the impact and flux of all the manually-curated pathways included in the KEGG database. The term “impact” refers to the biological importance of a given pathway as a function of the change in expression of genes composing the pathway (proportion of DEG and their magnitude) in response to a treatment, condition, or change in physiological state [31]. Consequently, the direction of the impact, or flux, characterizes the average change in expression as up-regulation/activation, down-regulation/inhibition, or no change.

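Among the lists camera called, macrophage, neutrophil and cell cycle genes stood higher in EH than R parenchyma and smooth muscle, Schwann cell and clock genes lower, and in the fat pad cytosolic ribosomal proteins stood lower and macrophage, chaperone and matrix genes higher (n = 5 EH and 6 R calves per tissue). Camera called 21 of 74 lists in PAR, 13 higher and 8 lower, and 25 of 73 in MFP, 20 higher and 5 lower. With the correlation estimated from each list camera called none in either tissue, and fry, which asks whether a list moves one way, called none in PAR and 15 in MFP. Of 100 divisions of the calves into 5 and 6, drawn at random and including the real one, 29 gave at least 21 lists in PAR and 23 at least 25 in MFP, so the number of lists is within what other groupings of these calves give.

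**Figure D1:**
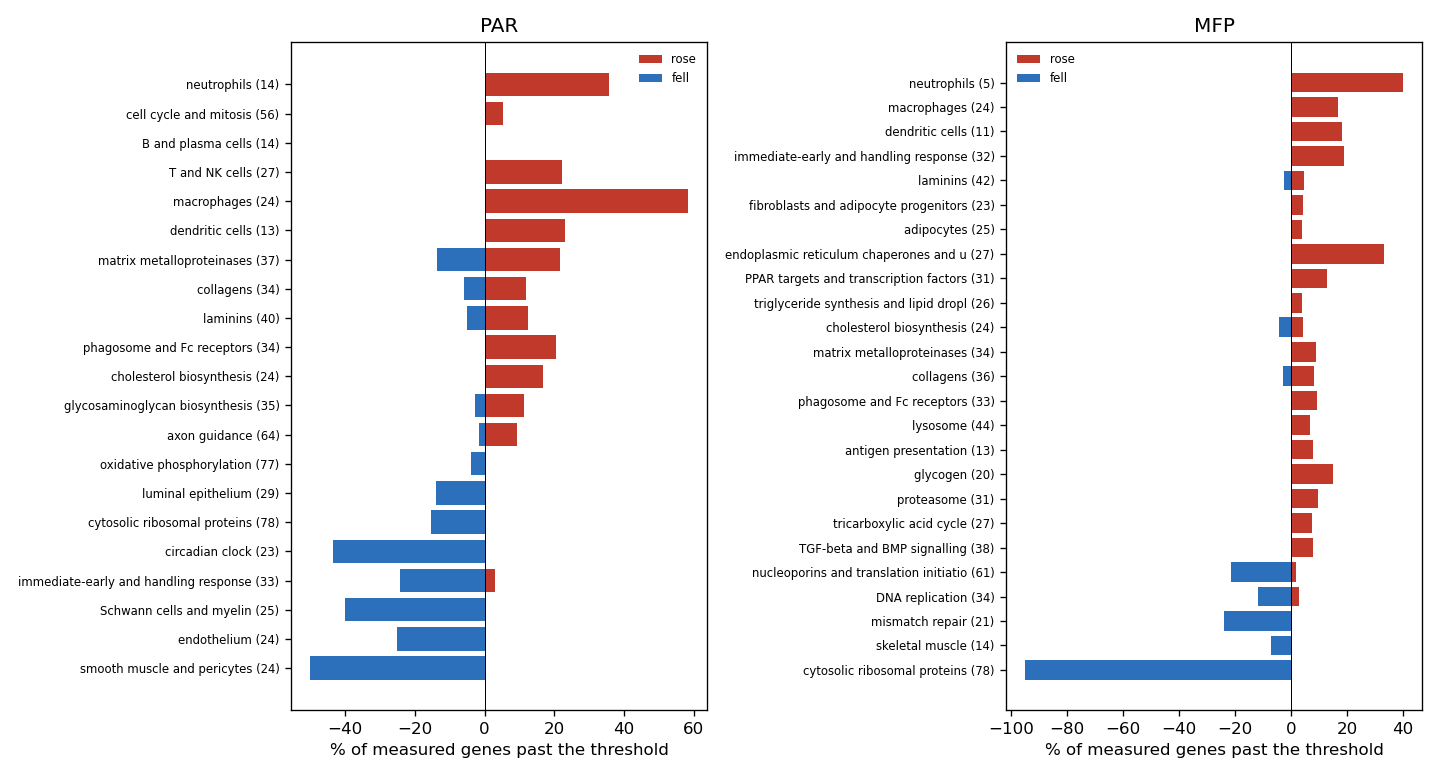
Share of the measured genes that rose or fell in each list called in PAR and MFP, with the number measured in brackets.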

Feeding an accelerated (EH) compared to a restricted (R) milk replacer pre-weaning had broad effects on the transcriptome (Fig. 2). All categories, both metabolic (‘Metabolism’) and non-metabolic (‘Genetic information processing’, ‘Environmental information processing’, ‘Cellular processes’, and ‘Organismal systems’), were impacted and up-regulated (positive flux) in PAR of EH vs R calves, with greatest changes in ‘Metabolism’, ‘Environmental information processing’, and ‘Organismal systems’. Similar changes were observed in the MFP response to pre-weaning plane of nutrition; however, ‘Genetic information processing’ was the most impacted category, and contrary to PAR, it was down-regulated (negative flux) in EH vs R calves. Furthermore, despite the ‘Metabolism’ category having a general activation (up-regulation) trend in both tissues, tissue-specific differences could be detected in the fluxes of its subcategories: ‘Energy metabolism’ (downregulated PAR, upregulated MFP), ‘Metabolism of other amino acids’ (upregulated PAR, downregulated MFP) and ‘Metabolism of terpenoids and polyketides’ (upregulated PAR, downregulated MFP). 

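RNA for cytosolic ribosomal proteins was lower throughout the EH fat pad, where 74 of 78 fell and none rose (78 fell adjusted over the list alone, and 0 rising and 74 falling with limma-voom), with a median log2 fold change of -0.87. RPL35A (-0.98 ± 0.15, adjusted p = 0.0112), RPL15 (-0.95 ± 0.15, adjusted p = 0.0113), RPS7 (-0.98 ± 0.15, adjusted p = 0.0113) and RPS24 (-0.96 ± 0.16, adjusted p = 0.0113) were among them, RPS24 going from 3030 ± 675 CPM in R to 1554 ± 83.9 in EH. The nuclear genes of the mitochondrial ribosome, which serves another compartment, had a median of -0.04, with none of 77 passing edgeR's test (7 stood higher and 12 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 1 and 6 by DESeq2). In PAR 12 of the same 78 cytosolic genes fell (48 adjusted over the list alone, and 0 rising and 12 falling with limma-voom) with a median of -0.34, RPS25 (-0.50 ± 0.13, adjusted p = 0.04) and RPL18 (-0.56 ± 0.15, adjusted p = 0.0415) among them. The difference between tissues passed for 10 of the 78, all lower in MFP (41 with calf as a block), and for the nucleolar chaperone NPM1 (1.00 ± 0.14, adjusted p = 0.00203). Camera's adjusted p for the ribosomal list was 1.61e-71 in MFP and 5.64e-12 in PAR, or 0.208 and 0.687 with an estimated correlation, since these genes vary together, and the PAR list was not called by fry. The share of uniquely mapped reads also separated the diets in MFP, with 92.88 to 93.40% in EH and 89.73 to 92.33% in R libraries, of which R replicate 3 had the lowest share and the highest ribosomal score. In PAR it was 92.59 to 93.93% in EH and 90.9 to 92.91% in R, and R replicate 13 had the lowest share and the highest ribosomal score. The PAR score did not separate the diets, with EH replicate 21 (9.731) above R replicates 16 (9.528) and 19 (9.556). RPL35A, RPL15, RPS7 and RPS24 passed with any 1 library left out. RPS25 and RPL18 did not pass without PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20, like most PAR calls. Adjusted p was then 0.0763 to 0.116.

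**Figure D2:**
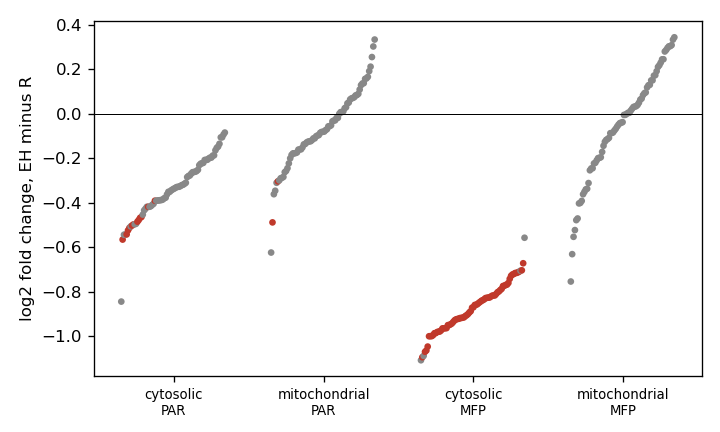
Log2 fold changes of ribosomal protein genes in EH against R calves, cytosolic and mitochondrial, red where adjusted p is below 0.05.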

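Nuclear genes of oxidative phosphorylation moved little in either tissue. Of 77 such genes measured, none rose and 3 fell (0 and 0 adjusted over the list alone, and 0 and 3 with limma-voom) in PAR, SDHD of complex II (-0.46 ± 0.11, adjusted p = 0.0357), NDUFB10 of complex I (-0.49 ± 0.13, adjusted p = 0.0378) and COX4I1 of complex IV (-0.56 ± 0.16, adjusted p = 0.0474), and the list's median log2 fold change was -0.10. In PAR camera placed the list lower (adjusted p = 0.0316, or 0.936 with an estimated correlation, and up to 0.465 without EH replicate 18 or 22 or R replicate 13 or 20, and not called on genes above a mean of 5 CPM, by fry or without R replicates 17 and 20, chosen after seeing the data). In MFP SDHA of complex II rose by 0.74 ± 0.18 log2 units (adjusted p = 0.0332) and was the only 1 of 77 to pass, with a list median of 0.06, and camera did not call the list (adjusted p = 0.524). Of 24 cholesterol synthesis genes 4 rose in PAR and none fell (7 and 0 adjusted over the list alone, and 4 rising and 0 falling with limma-voom), namely DHCR24 of the last sterol steps (0.59 ± 0.08, adjusted p = 0.0269) and FDPS (0.50 ± 0.10, adjusted p = 0.0286), ACAT2 (1.14 ± 0.27, adjusted p = 0.0329) and HMGCR (0.50 ± 0.13, adjusted p = 0.0357), which also act in terpenoid backbone synthesis. In MFP NSDHL of the sterol steps rose by 0.66 ± 0.12 log2 units (adjusted p = 0.014) and MVK, the mevalonate kinase of the terpenoid backbone, fell by 0.69 ± 0.15 log2 units (adjusted p = 0.025), 1 of each direction in 24 (1 rising and 1 falling with limma-voom). Camera's adjusted p for the sterol list was 0.0316 in PAR and 0.0365 in MFP, 0.687 and 0.673 with an estimated correlation, and it did not pass in PAR without EH replicate 12, 14 or 21 or R replicate 16 or 20 (up to 0.0787) or in MFP without EH replicate 1, 2 or 4 or R replicate 5, 7 or 9 (up to 0.165). It was not called in PAR by fry or without R replicates 17 and 20, chosen after seeing the data, or in MFP with limma-voom, on genes above a mean of 5 CPM or by fry. The interaction test did not call DHCR24 (0.07 ± 0.32, adjusted p = 0.931, PAR minus MFP, and adjusted p = 0.87 with calf as a block). On 10 PAR libraries, leaving out EH replicate 12 or 14 or R replicate 13 or 20, every PAR gene called here missed the threshold. Some also failed without EH replicate 18 or 22 or R replicate 15 or 17. Over all these losses adjusted p was 0.0518 to 0.13. In MFP edgeR kept NSDHL with any 1 library left out, while SDHA and MVK did not pass without MFP EH replicate 1, 4 or 11, and some not without R replicate 3, 5 or 9, with adjusted p up to 0.0928.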

Concerning ‘Metabolism of cofactors and vitamins’, despite different fluxes between the tissues (downregulated PAR, upregulated MFP), these were very close to zero, thus, suggesting the lack of a clear up- or down-regulation in both tissues.

**Fig. 2:**
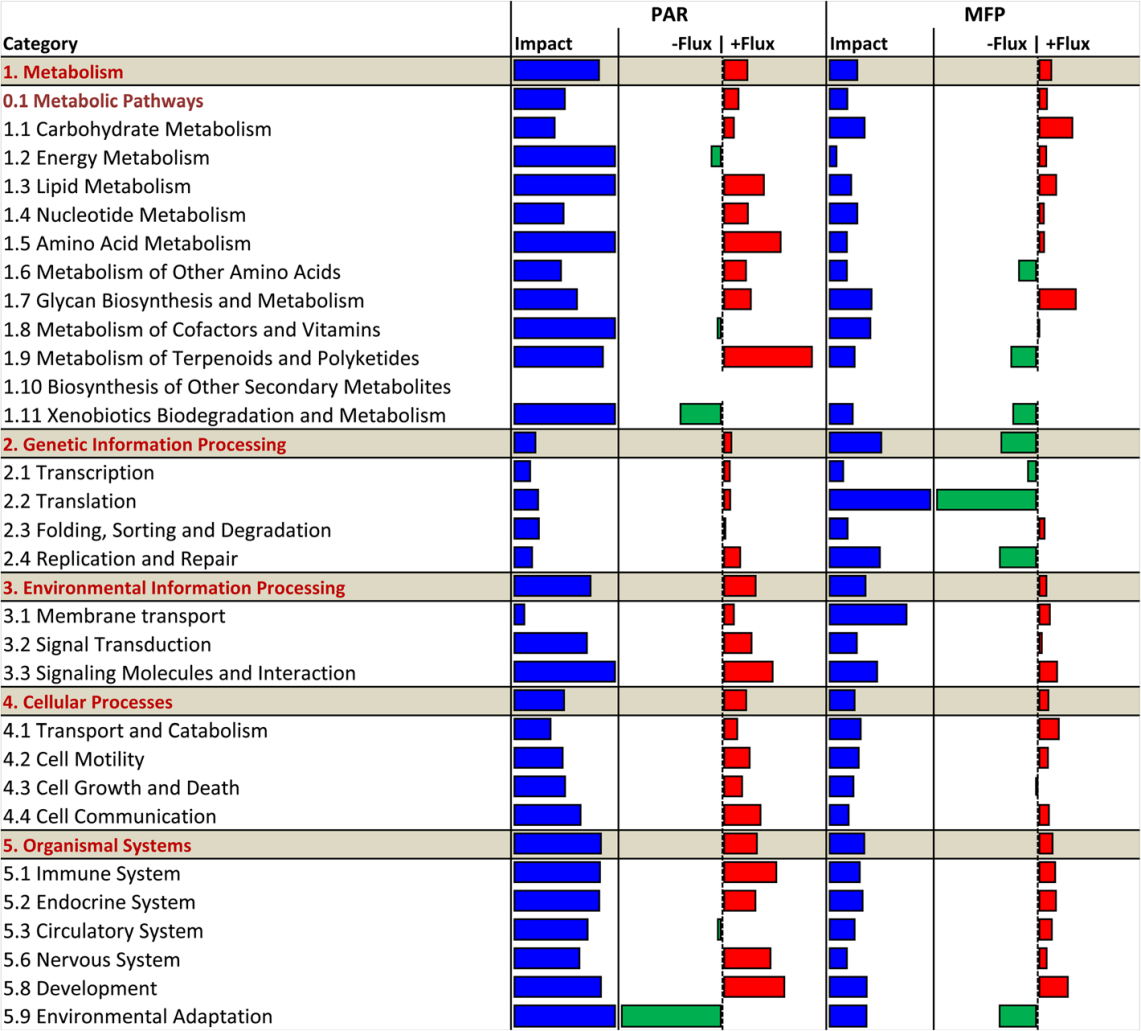
Summary of KEGG metabolic subcategories resulting from the DIA analysis in mammary parenchyma (PAR) or fat pad (MFP) of Holstein heifer calves (*n* = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/head/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/calf/day, 20.9% crude protein, 19.8% fat, DM basis). For each tissue, the columns represent the effect (impact) and flux responses. The blue bars represent the effect value (0 to 30), and the flux columns represent negative (−) and positive (+) flux (−30 to + 30) based on the direction of the effect. The positive flux (green bars) indicates an upregulation in EH-fed heifer calves, while the negative flux (red bars) indicates an upregulation in R-fed heifer calves

### KEGG most impacted pathways and IPA functions

#### Mammary parenchyma

The top PAR metabolic and non-metabolic pathways are reported in Fig. 3, while the complete dataset of results is available in Additional file 3. The top-20 impacted metabolic pathways are included in the sub-categories ‘Amino acid metabolism’, ‘Energy metabolism’, ‘Glycan biosynthesis and metabolism’, ‘Lipid metabolism’, ‘Metabolism of Cofactors and Vitamins’, and ‘Xenobiotics biodegradation and metabolism’. Among these, all but 5 pathways were up-regulated in EH vs R: ‘Metabolism of xenobiotics by cytochrome P450’, ‘Nicotinate and nicotinamide metabolism’, ‘Nitrogen metabolism’, ‘Retinol metabolism’, and ‘Vitamin B6 metabolism’. 

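Carbonic anhydrase CA4, a membrane enzyme of capillaries and epithelia, fell by 2.40 ± 0.34 log2 units (adjusted p = 0.0269) in EH parenchyma, from 41.3 ± 16.7 CPM in R calves (n = 6) to 7.82 ± 3.22 in EH calves (n = 5). The mitochondrial CA5B fell by 0.69 ± 0.18 log2 units (adjusted p = 0.0378) and asparagine synthetase ASNS rose by 0.62 ± 0.17 log2 units (adjusted p = 0.0417). Of 12 genes of carbonic anhydrases and nitrogen metabolism measured, 1 rose and 2 fell (1 and 2 adjusted over the list alone, and 1 and 2 with limma-voom), and camera did not call the list (adjusted p = 0.204). CYP1A1, the cytochrome P450 of xenobiotic oxidation, fell by 1.58 ± 0.39 log2 units (adjusted p = 0.0354). The diet effect on CA4 differed between tissues in edgeR's interaction test (-3.23 ± 0.49, adjusted p = 0.00252, PAR minus MFP), and kept a value below 0.05 with any 1 of the 22 libraries left out. With PAR EH replicate 12, 14 or 18 or R replicate 13 or 20 left out CA4, CA5B, ASNS and CYP1A1 did not pass (adjusted p between 0.0539 and 0.104), and some also failed without EH replicate 22 or R replicate 15, 16 or 17. CYP1A1 did not pass with limma-voom (adjusted p = 0.0509).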

Regarding the top-20 impacted non-metabolic pathways, they include the sub-category ‘Circulatory system’, ‘Development’, ‘Endocrine system’, ‘Environmental adaptation’, ‘Immune system’, ‘Nervous system’, ‘Signaling molecules and interaction’, ‘Signal transduction’. All but 3 pathways were up-regulated in EH vs R: ‘Circadian rhythm – mammal’ was down-regulated, while ‘Calcium signaling pathway’ and ‘Neuroactive ligand-receptor interaction’ had null flux, meaning they are biologically important during the pre-weaning physiological period despite plane of nutrition affecting the direction of flux.

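Most circadian clock genes stood lower in EH parenchyma. The nuclear receptor NR1D1 fell by 2.70 ± 0.43 log2 units (adjusted p = 0.0269), from 90.0 ± 45.8 to 13.9 ± 4.48 CPM (6 R and 5 EH calves), and the clock-controlled factors TEF (-1.25 ± 0.24, adjusted p = 0.0285) and DBP (-1.93 ± 0.40, adjusted p = 0.0295) fell with the period gene PER2 (-1.66 ± 0.38, adjusted p = 0.0312). Of 23 clock genes measured, none rose and 10 fell (0 and 12 adjusted over the list alone, and 0 and 10 with limma-voom) in PAR, with a median log2 fold change of -0.36, and camera placed the list lower (adjusted p = 8.35e-06, or 0.663 with an estimated correlation, and not called by fry). The kinase CSNK1D (-0.11 ± 0.07, adjusted p = 0.308) and BHLHE40 (-0.25 ± 0.18, adjusted p = 0.33), also in the loop, did not pass. In MFP 1 of 21 clock genes fell, RORC (-1.77 ± 0.44, adjusted p = 0.0339), and camera did not call the list (adjusted p = 0.254). The diet effect on NR1D1 (-2.66 ± 0.49, adjusted p = 0.00986) and DBP (-1.43 ± 0.53, adjusted p = 0.134) is given as PAR minus MFP from the interaction test, where DBP did not pass with calf as a block either (adjusted p = 0.0654). Removing PAR EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 ended the calls for NR1D1, TEF, DBP and PER2 (adjusted p 0.0518 to 0.0916), and some also failed without EH replicate 22 or R replicate 15. RORC did not pass without MFP EH replicate 2, 4, 8 or 11 or R replicate 3, 5 or 10, with adjusted p up to 0.0935. Time of death was not tested.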

**Fig. 3:**
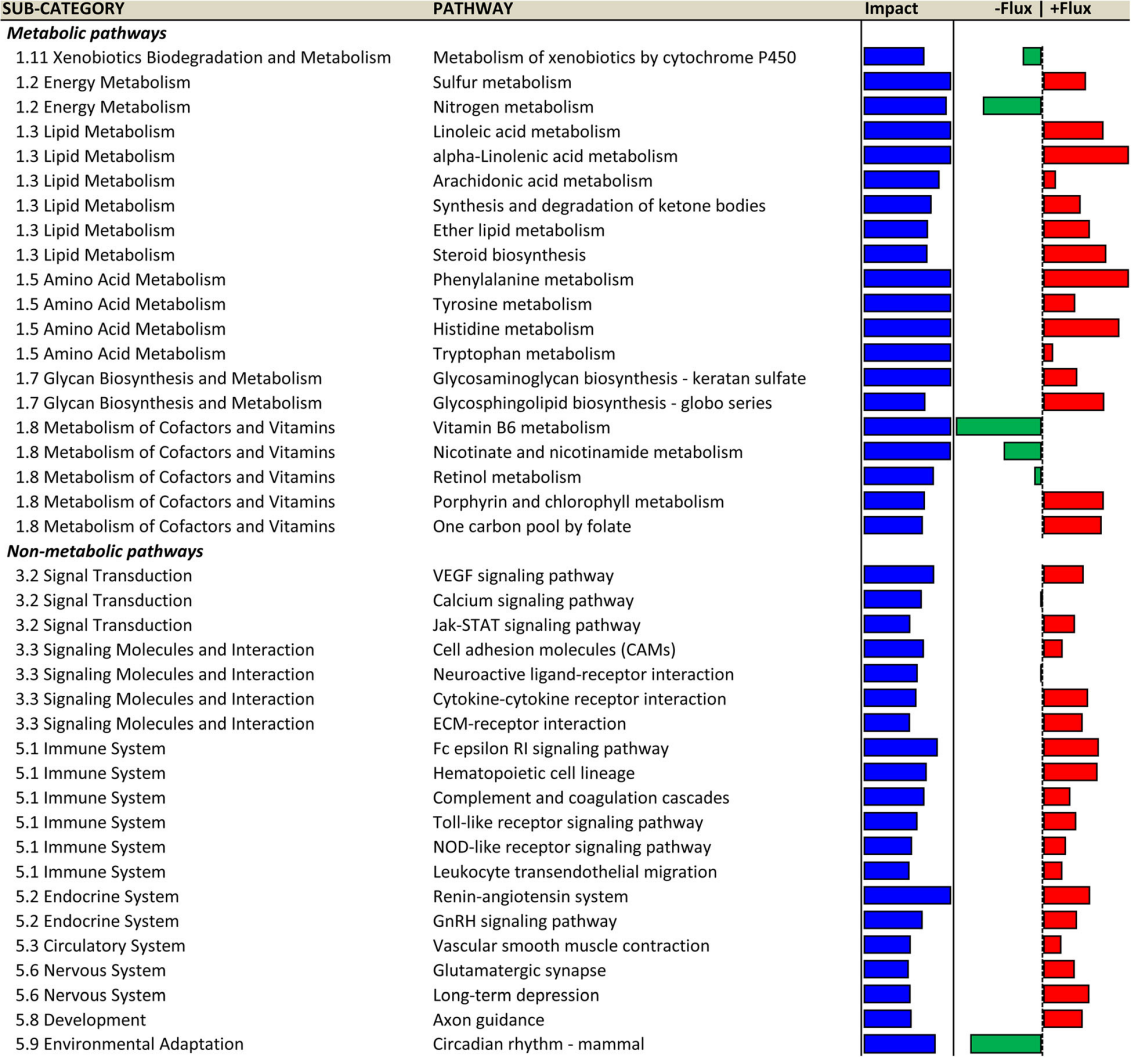
Dynamic Impact Approach (DIA) results (Impact and Direction of the Impact) for the most impacted metabolic and non-metabolic KEGG pathways (Top 20), grouped by sub-categories of pathways, in mammary parenchyma of Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/head/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/calf/day, 20.9% crude protein, 19.8% fat, DM basis). Blue bars represent the Impact (0–50) of dietary treatment, while red or green bars show the Direction of the Impact (−50 − + 50) (red = upregulation, green = downregulation, in EH vs R)

The IPA analysis identified 16 functions as significantly affected by the pre-weaning plane of nutrition, all predicted to be increased in EH rather than R calves. They encompass activities related to cell proliferation, differentiation, and growth, as well as the involvement of the immune system in PAR pre-pubertal development (Fig. 4).

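Proliferation genes were higher in EH parenchyma, but few passed on their own. All 56 cell cycle genes measured stood higher in EH than R (median log2 fold change 0.97), and 3 rose, namely ANLN, which builds the cleavage furrow (2.40 ± 0.64, adjusted p = 0.0403), HMMR of the mitotic spindle (0.74 ± 0.20, adjusted p = 0.0411) and ORC6 of the origin complex (0.47 ± 0.12, adjusted p = 0.0393). MKI67 had a log2 fold change of 1.22 ± 0.56 (adjusted p = 0.142), with 174 ± 54.5 CPM in 5 EH calves and 74.5 ± 53.2 in 6 R calves, of which R replicates 15 and 17 were the lowest. None passed adjusted over the list alone (5 rising and 0 falling with limma-voom), and camera placed the list higher (adjusted p = 9.62e-13, or 0.663 with an estimated correlation, and not called by fry). In MFP the same list had a median of -0.38, which ran from -0.50 to 0.06 with 1 library left out, with GINS1 (-0.51 ± 0.13, adjusted p = 0.0339) and CDC45 (-0.47 ± 0.13, adjusted p = 0.0457) falling, none rising of 52 and none passing over the list alone (0 rising and 2 falling with limma-voom), and camera did not call the list (adjusted p = 0.286). The highest MFP score of this list was in R replicate 6, which also had high luminal epithelium markers. The difference between tissues passed for 4 of 56, all more positive in PAR (16 with calf as a block), with a median of 1.43. For the immune system, 14 of 24 macrophage markers and 5 of 14 neutrophil markers rose in PAR and none fell (15 rising and 0 falling with limma-voom, and 6 rising and 0 falling with limma-voom). Of the 11 PAR libraries, leaving out EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20 ended the calls for ANLN, HMMR and ORC6, at adjusted p of 0.0514 to 0.105. ANLN did not pass with limma-voom (adjusted p = 0.083). GINS1 and CDC45 did not pass without MFP EH replicate 1, 4 or 11 or R replicate 3 or 5, and some not without EH replicate 2 or 8 or R replicate 7, 9 or 10, with adjusted p up to 0.119.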

**Fig. 4:**
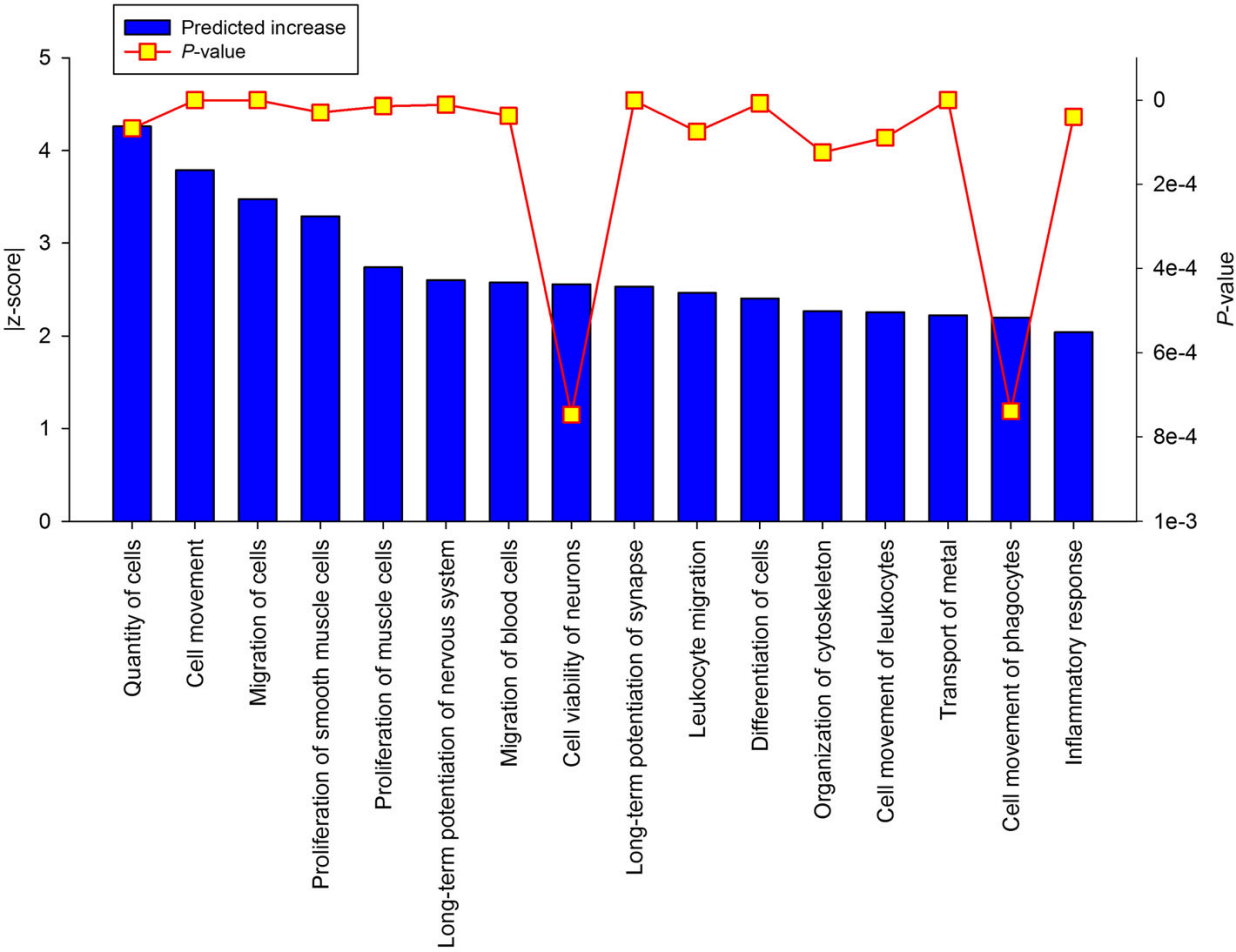
Ingenuity pathway analysis predicted canonical functions in mammary parenchyma of Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/calf/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis).

#### Mammary fat pad

The top MFP metabolic and non-metabolic pathways are reported in Fig. 5, while the complete dataset of results is available in Additional file 3. The top-20 metabolic pathways are represented in the categories ‘Amino acid metabolism’, ‘Carbohydrate metabolism’, ‘Glycan biosynthesis and metabolism’, ‘Lipid metabolism’, ‘Metabolism of cofactors and vitamins’, ‘Metabolism of terpenoids and polyketides’, ‘Nucleotide metabolism’, and ‘Xenobiotics biodegradation and metabolism’. All but 4 pathways were up-regulated in EH vs R: ‘Folate biosynthesis’, Metabolism of xenobiotics by cytochrome p450’, and ‘Terpenoid backbone biosynthesis’ were down-regulated, while ‘Nicotinate and nicotinamide metabolism’ had a null flux. 

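Genes that fold and degrade proteins were higher in EH fat pad. The chaperone DNAJB9 rose by 0.89 ± 0.12 log2 units (adjusted p = 0.00749), with CRELD2 (1.18 ± 0.21, adjusted p = 0.0114), the calcium-binding calreticulin CALR (0.66 ± 0.13, adjusted p = 0.0167), and the proteasome subunits PSMD14 (0.53 ± 0.12, adjusted p = 0.026), PSMA5 (0.43 ± 0.10, adjusted p = 0.0283) and PSMA7 (0.43 ± 0.10, adjusted p = 0.031) rose, in 5 EH against 6 R calves. Of 27 chaperones of the endoplasmic reticulum measured, 9 rose and none fell (18 and 0 adjusted over the list alone, and 10 and 0 with limma-voom), and camera placed the list higher (adjusted p = 6.94e-10, or 0.208 with an estimated correlation). Of 31 proteasome subunits measured, 3 rose and none fell (7 and 0 adjusted over the list alone, and 3 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.00465, or 0.632 with an estimated correlation, and up to 0.0626 without R replicate 7, and not called by fry or without R replicates 6 and 7, chosen after seeing the data). Of 13 genes of antigen presentation by MHC class II measured, 1 rose and none fell (2 and 0 adjusted over the list alone, and 1 and 0 with limma-voom), the rise being that of CTSS, and camera placed the list higher (adjusted p = 0.0345, or 0.529 with an estimated correlation, and up to 0.0786 without EH replicate 2 or R replicate 6 or 10, and not called on genes above a mean of 5 CPM). EdgeR kept the MFP calls for DNAJB9 and CRELD2 with any 1 library left out, while CALR, PSMD14, PSMA5 and PSMA7 did not pass without MFP EH replicate 1, and some not without EH replicate 2, 4 or 11 or R replicate 3 or 5, with adjusted p up to 0.0929.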

Among the top-20 non metabolic pathways, the sub-categories were ‘Cell communication’, ‘Endocrine system’, ‘Immune system’, ‘Membrane transport’, ‘Replication and repair’, ‘Signal transduction’, ‘Signal molecules and interaction’, ‘Translation’, and ‘Transport and catabolism’. All but 7 of these pathways were up-regulated in EH vs R: ‘Aminoacyl-tRNA biosynthesis’, ‘DNA replication’, ‘Melanogenesis’, ‘Mismatch repair’, ‘Ribosome’, and ‘RNA transport’ were down-regulated, while ‘Cell adhesion molecules (CAMs)’ had a null flux.

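Several genes that repair and copy DNA fell in EH fat pad. The clamp loader subunit RFC5 (-0.54 ± 0.11, adjusted p = 0.0177), DNA ligase LIG1 (-0.64 ± 0.14, adjusted p = 0.0205), and the mismatch repair proteins PMS2 (-0.58 ± 0.12, adjusted p = 0.0181) and MSH6 (-0.57 ± 0.13, adjusted p = 0.0238) fell in 5 EH against 6 R calves, while POLA2 of the primase complex rose by 1.05 ± 0.15 log2 units (adjusted p = 0.0107). Of 34 replication genes measured, 1 rose and 4 fell (2 and 8 adjusted over the list alone, and 1 and 5 with limma-voom) and camera placed the list lower (adjusted p = 0.00142, or 0.208 with an estimated correlation). For mismatch repair 5 of 21 fell and none rose (7 and 0 over the list alone, and 0 rising and 5 falling with limma-voom), and camera placed the list lower (adjusted p = 0.000131, or 0.208 with an estimated correlation). Lysyl-tRNA synthetase KARS1 fell by 1.04 ± 0.12 log2 units (adjusted p = 0.00613) from 447 ± 55.9 to 218 ± 24.2 CPM, alone among 37 such enzymes, whose list camera did not call (adjusted p = 0.409). In RNA transport and initiation, EIF2S3 (-0.81 ± 0.14, adjusted p = 0.0113), EIF3E (-0.88 ± 0.15, adjusted p = 0.0114), EIF3D (-0.73 ± 0.13, adjusted p = 0.0117) and EEF1A1 (-0.80 ± 0.16, adjusted p = 0.0162) were among 13 of 61 that fell, with 1 rising (13 and 2 over the list alone, and 1 rising and 13 falling with limma-voom), and camera placed the list lower (adjusted p = 0.0125, or 0.545 with an estimated correlation, and up to 0.0554 without EH replicate 11, and not called by fry). EdgeR kept the MFP calls for POLA2, KARS1, EIF2S3, EIF3E and EIF3D with any 1 library left out, while RFC5, LIG1, PMS2, MSH6 and EEF1A1 did not pass without MFP EH replicate 4, and some not without EH replicate 1, 2 or 11 or R replicate 5, with adjusted p up to 0.0702. The difference between tissues passed for 5 of 22 mismatch repair genes, all lower in MFP (6 with calf as a block).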

**Fig. 5:**
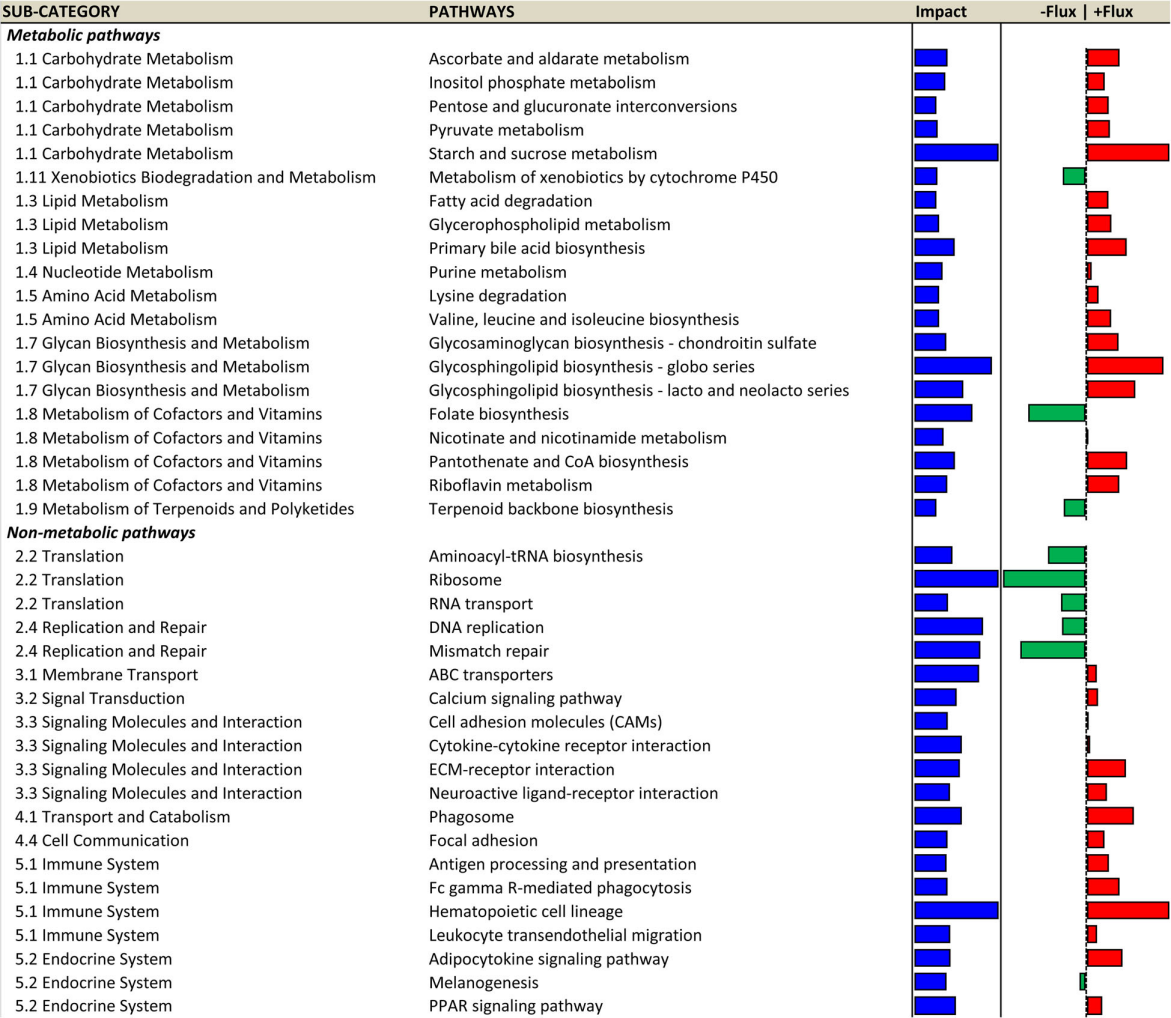
Dynamic Impact Approach (DIA) results (Impact and Direction of the Impact) for the most impacted metabolic and non-metabolic KEGG pathways (Top 20), grouped by sub-categories of pathways, in mammary fat pad of Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/head/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/calf/day, 20.9% crude protein, 19.8% fat, DM basis). Lines represent the Impact (0–30) of dietary treatment, while red or green bars show the Direction of the Impact (− 30 − + 30) (red = upregulation, green = downregulation, in EH vs R)

The IPA analysis identified 7 significant functions, 6 predicted to be increased and 1 predicted to be decreased. 

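In the EH fat pad, RNAs of phagocytes were higher. The integrin ITGAM of myeloid cells rose by 1.46 ± 0.23 log2 units (adjusted p = 0.0113), NCF2 of the phagocyte oxidase rose by 0.99 ± 0.24 log2 units (adjusted p = 0.0304) and the neutrophil calprotectin genes S100A8 (2.35 ± 0.40, adjusted p = 0.0113) and S100A9 (1.89 ± 0.41, adjusted p = 0.0219) rose, S100A8 from 0.703 ± 0.288 CPM in 6 R calves to 3.64 ± 2.09 in 5 EH calves. BATF3 of cross-presenting dendritic cells (1.04 ± 0.24, adjusted p = 0.0278) and CD1B, which presents lipids (2.13 ± 0.53, adjusted p = 0.0342), rose as well, and the adhesion molecule SELP of endothelium and platelets fell by 1.18 ± 0.28 log2 units (adjusted p = 0.0285). Of 33 phagosome genes measured, 3 rose and none fell (8 and 0 adjusted over the list alone, and 4 and 0 with limma-voom), and 2 of 5 neutrophil and 2 of 11 dendritic cell markers rose with none falling (3 and 5 over the lists alone, and 2 rising and 0 falling with limma-voom for neutrophils and 1 rising and 0 falling with limma-voom for dendritic cells). For the phagosome camera placed the list higher (adjusted p = 0.00015, or 0.208 with an estimated correlation). Camera's values were 0.0238 for neutrophils, 0.0556 without R replicate 9, and 0.00206 for dendritic cells, or 0.413 and 0.245 with an estimated correlation, and neutrophils were not called with limma-voom or without a low-count filter. No T cell or B cell marker passed in MFP, by edgeR on 22 and 8 genes (2 stood higher and 0 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 1 and 0 by DESeq2 for T and NK cells, and 1 stood higher and 3 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 1 and 1 by DESeq2 for B and plasma cells). The calls for ITGAM and S100A8 held with each of the 11 libraries left out in turn, while NCF2, S100A9, BATF3, CD1B and SELP did not pass without MFP R replicate 5, and some not without EH replicate 1, 2, 4 or 11 or R replicate 3, 6 or 10, with adjusted p up to 0.0785. CD1B did not pass with limma-voom (adjusted p = 0.0539).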

All the functions were related to immune cell trafficking, invasion, and accumulation (Fig. 6).

**Fig. 6:**
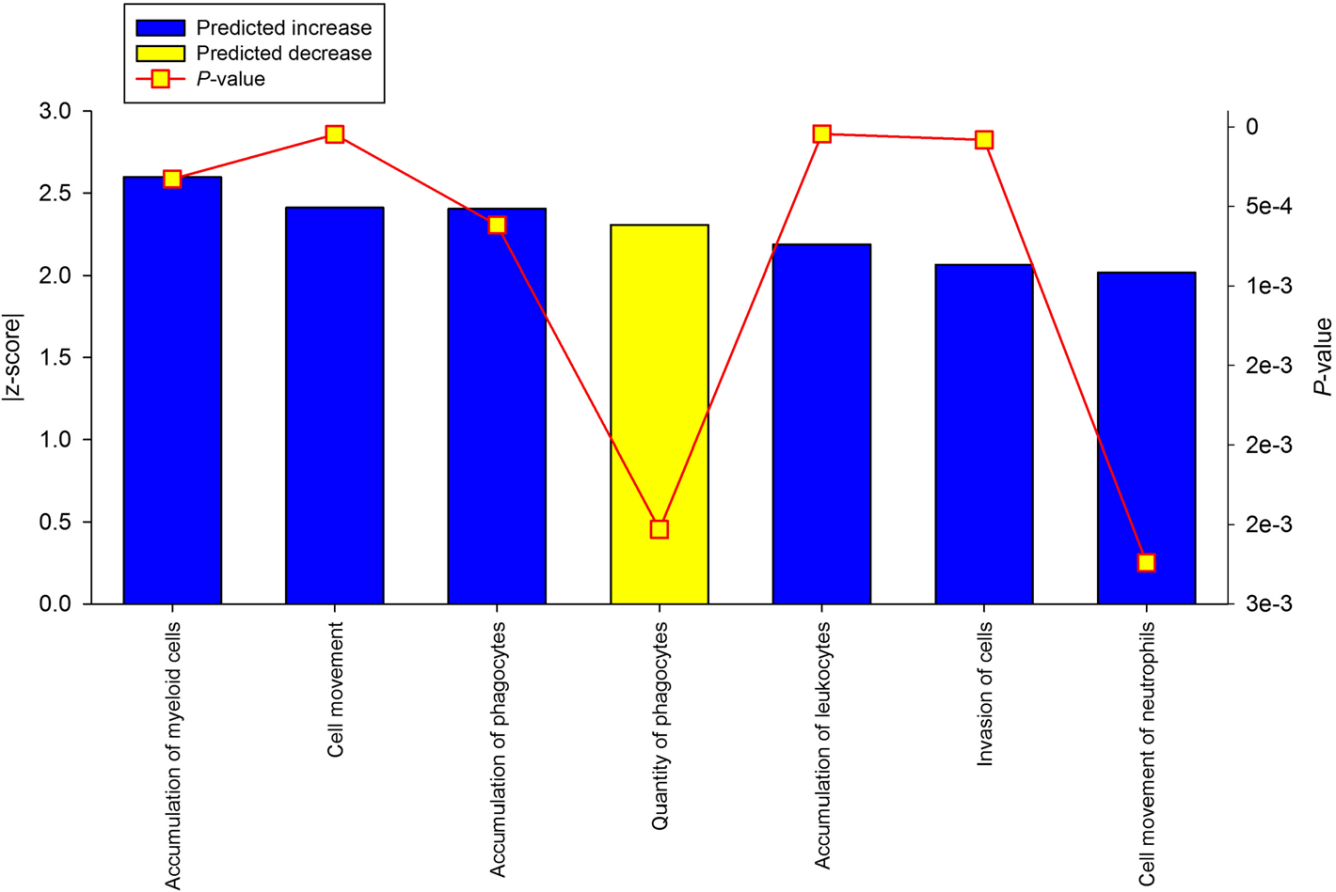
Ingenuity pathway analysis predicted canonical functions in mammary fat pad of Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/calf/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis)

### Up-stream regulators

The upstream regulator analysis generated 1122 and 685 possible regulators in PAR and MFP, respectively. Of these, only 69 (PAR; 58 predicted activated and 11 predicted inhibited) and 32 (MFP; 28 predicted activated and 4 predicted inhibited) were considered significantly involved in the response to plane of nutrition in EH vs R calves. In MFP, 10 (8 predicted activated, 2 predicted inhibited) of the significant upstream regulator were considered biased by IPA due to the skewness of the down-regulated genes toward up- or down-regulation. The full list of upstream regulators is reported in Tables 3 and 4 for PAR and MFP, respectively. 

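Of the target genes those tables print, 73 rose and 52 fell among 168 tested in PAR, and 37 rose and 12 fell among 62 in MFP. Among the PAR targets, the growth factor receptor EGFR rose by 1.44 ± 0.26 log2 units (adjusted p = 0.0285) in 5 EH against 6 R calves. In MFP the vascular growth factor VEGFA, printed as a regulator and not as a target, rose by 1.21 ± 0.33 log2 units (adjusted p = 0.0496). The inflammatory adhesion molecule ICAM1, which is not printed there, rose in MFP by 0.72 ± 0.17 log2 units (adjusted p = 0.0276). The study chose its targets from changes measured in the same samples, so the counts carry no independent evidence for a regulator. The change in EGFR did not pass without EH replicate 12, 14 or 18 or R replicate 13, 17 or 20, where adjusted p lay between 0.0544 and 0.0911. ICAM1 and VEGFA did not pass without MFP EH replicate 1 or 4 or R replicate 5, and some not without EH replicate 2, 8 or 11 or R replicate 3, 6, 7 or 9, with adjusted p up to 0.0965. VEGFA did not pass with limma-voom (adjusted p = 0.0559).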

Overall, the predicted regulators in both tissues were part of the molecule categories ‘chemical – endogenous mammalian’, ‘complex’, ‘cytokine’, ‘group’, ‘growth factor’, ‘ligand-dependent nuclear receptor’, ‘transcription regulator’, ‘transmembrane receptor’, and ‘others’. Unique to PAR were the categories ‘kinase’, ‘mature microrna’, and ‘microrna’, while ‘peptidase’, ‘phosphatase’, and ‘transporter’ were unique to MFP.

**Table 3:** IPA-predicted up-stream regulators in mammary parenchyma (PAR) of Holstein heifer calves (*n* = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/calf/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis)

Upstream Regulator	Fold Change	Molecule Type	Predicted State	Z-score	*P*-value	Target molecules in dataset
arachidonic acid		chemical - endogenous mammalian	Activated	2.177	0.0185	*AQP3,EGFR,EPHB1,HMOX1,SLC2A4*
hyaluronic acid		chemical - endogenous mammalian	Activated	2.176	0.0406	*CXCL10,MMP2,NCF2,PTHLH,SERPINE1*
sphingosine-1-phosphate		chemical - endogenous mammalian	Activated	2.219	0.0141	*ANGPT1,CXCL10,EGFR,HAS2,SERPINE1*
tretinoin		chemical - endogenous mammalian	Activated	2.45	0.000000758	*ABHD2,ALDH1A3,APBB1IP,APLN,B3GALT5,BPI,BRCA1,CCND2,CCNE1,CCR1,CSF3R,CXCL10,CYP1A1,DAPK2,DHRS9,EGFR,FABP5,FOLR2,GFAP,GJA1,GPR21,HAS2,HEY2,HMOX1,HOXD1,HSD17B11,LIPA,MAFB,MAPK10,MMP19,MSC,MSI1,MTHFD2,NCF2,NEFH,PLEK,PLP1,POSTN,PTGIS,PTHLH,RAI14,SEMA5B,SERPINE1,SLC2A4,STRA6,Stra6l,STRA8,TP73,TRPC4,ZP2*
CD3		complex	Inhibited	−2.605	0.0126	*AQP3,C2,CCND2,CCNE1,CCR1,CD5,CD8B,CDC25A,CXCL10,EEF1A2,EPHB1,IL15RA,MAF,MMP2,MTHFD2,PLEK,TFEC,TFPI2,TP73*
LDL		complex	Activated	2.175	0.0475	*CXCL10,HAS2,HMOX1,IL1RN,MMP2,MSC,RYR2,SERPINE1*
NFkB (complex)		complex	Activated	2.378	0.000618	*ADAMTS9,ALDH1A3,CCND2,CXCL10,CXCL5,CXCL9,DBP,DIO1,EGFR,FABP5,GFAP,HAS2,HMOX1,IL15RA,IL1RN,MMP2,NCF2,NR1D1,SERPINE1,SLC2A4,TFEC,TFPI2*
Pdgf (complex)		complex	Activated	2.36	0.0000339	*CCND2,EGFR,GJA1,HEY2,HMOX1,MEOX2,MMP2,PIK3R3,SERPINE1*
PDGF BB		complex	Activated	2.851	0.000116	*ACAT2,BRCA1,CCNE1,CNN1,EGFR,FBLN5,FOXC2,FOXS1,GDA,GJA1,HMOX1,MMP2,MYH11,POSTN,SERPINE1,VCAN*
PI3K (complex)		complex	Activated	3.227	0.0000982	*ADAM12,APLN,CCND2,CCNE1,CCR1,CXCL10,FABP5,GJA1,HMOX1,IL1RN,MMP2,MTHFD2,PLA2G5,POSTN,SERPINE1*
Pka		complex	Activated	2.213	0.0267	*CXCL10,GJA1,HAS2,HMOX1,PTHLH,SLC1A3*
CSF2		cytokine	Activated	2.644	0.0101	*ACE,BUB1B,CCR1,CXCL10,ERCC6L,FIGNL1,FOLR2,HAS2,IL1RN,MME,MMP2,NLRP3,POLE,TARP,UBD*
CSF3	1.023	cytokine	Activated	2.393	0.000635	*CCND2,CCNE1,CSF3R,CXCL5,GFAP,GJA1,HMOX1,IL1RN,LYZ,MMP2*
EDN1	−1.29	cytokine	Activated	2.599	0.0021	*ADAM12,ADAM19,APLN,CDC25A,EGFR,GJA1,MMP2,RAMP3,SERPINE1,VCAN*
IFNG		cytokine	Activated	2.381	0.0000278	*ACOD1,ADORA1,ALDH1A3,C2,CALB2,CCND2,CCR1,CXCL10,CXCL9,DBP,DIO1,FABP5,FAM107A,FCN1,GFAP,GJA1,GPR146,HAS2,HCK,HMOX1,IL15RA,IL1RN,MMP2,NCF2,NDRG4,NLRP3,NR1D1,NTF4,PIGR,PLA2G5,PLEK,PTHLH,SERPINE1,SLC11A1,SLC1A3,SLC6A1,SYNM,TMOD1,TP73,TREM2,TRPC4,UBD*
IL1A		cytokine	Activated	2.794	0.0123	*ALDH1A3,CXCL10,CXCL5,CYP1A1,HMOX1,IL1R2,IL1RN,MMP2,SERPINE1*
IL1B	1.404	cytokine	Activated	2.1	0.00000379	*ACOD1,ANGPT1,CCR1,CXCL10,CXCL5,CXCL9,CYP1A1,DBP,DIO1,FABP5,GJA1,HAS2,HMOX1,IL15RA,IL1R2,IL1RN,LHB,MAPT,MMP2,MYH11,NR1D1,PIGR,PLA2G5,POSTN,PTGIS,PTHLH,SEMA3A,SERPINE1,SLC1A3,SLC2A4,TFPI2,TREM2,UBD,VCAN*
IL27		cytokine	Activated	2.747	0.00154	*CCND2,CXCL10,CXCL9,HPGD,IL15RA,IL1RN,MAF,UBD*
IL4		cytokine	Activated	2.113	0.00411	*ADAM19,CCND2,CCNE1,CD5,CSF3R,CXCL10,CXCL9,GJA1,HCK,HPGD,IL15RA,IL1R2,IL1RN,MAF,MAFB,MAL,MMP2,PIGR,PLOD2,POSTN,PTHLH,SERPINE1,TFEC,TREM2*
SPP1	1.148	cytokine	Activated	2.724	0.0000515	*ANGPT1,BRCA1,CCNE1,CDC25A,CXCL5,EGFR,GFAP,HAS2,HMOX1,MMP2,S100A4,SERPINE1*
TNF	1.151	cytokine	Activated	3.185	0.00000109	*ACE,ACOD1,ADAMTS7,ADORA1,ALDH1A3,ANGPT1,APLN,AQP3,BMPER,BUB1B,CCND2,CCR1,CD5,CDH11,CNN1,CXCL10,CXCL5,CXCL9,CYP1A1,DIO1,EGFR,ENTPD5,FABP5,FOXC2,GFAP,GJA1,HMOX1,HPGD,IL15RA,IL1R2,IL1RN,MEOX2,MMP2,MSC,NCF2,NEFH,NLRP3,PDE2A,PER2,PIGR,PLA2G5,PLOD2,PLP1,POSTN,PPP1R3C,PTHLH,SERPINE1,SLC11A1,SLC1A3,SLC2A4,SORBS1,TFPI2,TREM2,UBD,WISP1*
TNFSF12	−1.07	cytokine	Activated	2.163	0.0193	*ADAM12,CCR1,CXCL10,IL1R2,SLC2A4*
Akt		group	Activated	2.521	0.000711	*ANGPT1,AQP3,BRCA1,CCND2,CXCL10,EGFR,HMOX1,HPGD,MMP2,SERPINE1,SLC2A4,VCAN*
Alpha catenin		group	Inhibited	−2.433	0.0159	*ADAMTS12,CDH11,CXCL10,LYZ,MMP19,MMP2*
ERK		group	Activated	2.636	0.000184	*CCNE1,CCR1,CXCL10,CYP1A1,EGFR,HEY2,HMOX1,MAFB,MAL,MMP2,SERPINE1,STMN4,VCAN*
ERK1/2		group	Activated	3.053	0.000325	*APLN,BRCA1,CCND2,CDC25A,CXCL10,CXCL5,GJA1,HAS2,HPGD,MMP2,POSTN,SERPINE1,VCAN,WISP1*
IL1		group	Activated	2.622	0.0000596	*C2,CXCL10,CXCL5,CXCL9,CYP1A1,DDC,EGFR,GFAP,GJA1,HMOX1,IL1R2,IL1RN,LYZ,MMP2,PIGR,SERPINE1,VCAN*
Jnk		group	Activated	2.211	0.00202	*APLN,BRCA1,CCNE1,GJA1,HMOX1,LHB,MMP2,POSTN,SERPINE1,VCAN*
Mek		group	Activated	2.602	0.0164	*CCND2,CXCL10,CXCL9,GDA,HAS2,LHB,SERPINE1,SLC16A6*
Nr1h		group	Inhibited	−2.183	0.000167	*ACE,AQP3,C2,CCND2,CXCL10,HCK,MPZ,NLRP3,SLC2A4,TRPC4*
P38 MAPK		group	Activated	2.164	0.00109	*ANGPT1,CCND2,CCNE1,CXCL10,CXCL9,CYP1A1,DDC,GJA1,HMOX1,IL1RN,MAL,MMP2,MYH11,POSTN,SERPINE1*
Tnf (family)		group	Activated	2.416	0.0341	*CXCL10,CXCL9,CYP1A1,GJA1,HTR2A,SERPINE1*
AGT		growth factor	Activated	2.57	0.00000192	*ACAT2,ACE,ADAM12,ANGPT1,APLN,BRCA1,CCND2,CCNE1,CDC25A,CXCL10,EGFR,FOXP2,GJA1,HAS2,HMOX1,MAPT,MMP2,NCF2,POSTN,PPP1R3C,PTHLH,SCN2A,SERPINE1*
ANGPT2	−1.107	growth factor	Activated	2.17	0.00155	*ADAM12,ASPHD1,EGFR,HMOX1,MAPK10,MAPK12,MMP2,POSTN,PTHLH,SERPINE1*
EGF		growth factor	Activated	2.738	0.00000409	*ANGPT1,AQP3,BRCA1,CCND2,CCNE1,CDH11,CXCL5,CYP1A1,E2F3,EGFR,GFAP,GJA1,HAS2,HMOX1,HPGD,IL1R2,MMP2,PLAGL1,PTHLH,S100A4,SERPINE1,SLC2A4,TFPI2,VCAN*
FGF2	−1.127	growth factor	Activated	2.287	0.000375	*ACE,ANGPT1,AQP3,CCND2,CDC25A,CDH11,EGFR,GFAP,GJA1,HAS2,MAPT,MEOX2,MMP2,MPZ,S100A4,SERPINE1*
INHA	1.185	growth factor	Inhibited	−2.067	0.0000109	*CCND2,CCNE1,CNN1,EGFR,HAS2,HSD17B11,MMP2,MYH11,SERPINE1,WISP1*
JAG2	−1.135	growth factor	Inhibited	−2	0.00417	*CCR1,CXCL5,CXCL9,IL1RN*
NRG1	−1.228	growth factor	Activated	2.252	0.0351	*ANGPT1,BRCA1,CCND2,CCNE1,GDA,HMOX1,PYGM,SLC2A4*
TGFB1	1.118	growth factor	Activated	2.435	1.64E-09	*ACE,ACKR1,ADAM12,ADAM19,ADAMTS12,ADORA1,ANGPT1,APLN,BUB1B,C2,CALB2,CCND2,CCNE1,CCR1,CDC25A,CDH11,CLCA2,CNN1,COL11A1,CPXM1,CRHR2,CRMP1,CXCL10,FABP5,FAM107A,FBLN5,FCER1A,FOXC2,GFAP,GJA1,GPR146,GPR21,HAS2,HMOX1,HOXD1,HPGD,IL1RN,KCNMB1,MAF,MMP2,MPZ,MTHFD2,MYH11,NCF2,NDRG4,NLRP3,PLAGL1,PLOD2,PLXNC1,POSTN,PPP1R3C,PRKCG,PTHLH,S100A4,SEMA3A,SERPINE1,TENM4,TP73,USH1C,VCAN,WISP1,XPNPEP2*
TGFB2	1.073	growth factor	Activated	2.184	0.000322	*CDH11,CNN1,HAS2,HMOX1,PLOD2,PTHLH,SERPINE1,VCAN*
AKT1	−1.008	kinase	Activated	2.424	0.0000153	*ACAT2,CCND2,CCNE1,CXCL10,DLX3,FABP5,HMOX1,LAMA1,LIPA,MMP2,MYH11,PLP1,RAMP3,SERPINE1,VCAN*
AR		ligand-dependent nuclear receptor	Activated	2.362	0.0000416	*AQP3,BUB1B,CA4,CDH11,EGFR,FABP5,GFAP,GJA1,LMOD1,MME,MSI1,MTHFD2,NTF4,PIGR,Pln,PLOD2,PTHLH,SERPINE1,TARP,VCAN*
miR-16-5p (and other miRNAs w/seed AGCAGCA)		mature microrna	Inhibited	−2.185	0.021	*CCND2,CCNE1,CDC25A,CHEK1,E2F3,EGFR,HMOX1,PLAG1*
mir-155		microrna	Inhibited	−2.213	0.00404	*CXCL10,EGFR,HMOX1,MAF,MME,SERPINE1*
CAMP	4.064	other	Activated	2.22	0.0141	*CSF3R,CXCL10,CXCL5,IL1R2,IL1RN*
RETNLB		other	Activated	2	0.0417	*CCR1,LAMA1,MMP2,WISP1*
EGR1	−1.092	transcription regulator	Activated	2.217	0.000185	*ACE,CCND2,CCR1,EGFR,ENPEP,HMOX1,HPGD,LHB,LYZ,SERPINE1,TP73*
FOXM1	1.769	transcription regulator	Activated	2.405	0.0136	*BUB1B,CCND2,CCNE1,CDC25A,MMP2,VCAN*
MYC	1.009	transcription regulator	Activated	2.887	0.00135	*ACOD1,ANGPT1,BMPER,BRCA1,BUB1B,CCND2,CCNE1,CDC25A,CHEK1,CNTNAP2,CXCL10,DLX3,E2F3,FABP5,FBLN5,FBN2,FXYD1,GJA1,HAS2,HMOX1,KLK6,LYZ,NTF4,PCDH18,PLP1,PNCK,SCAMP5,SERPINE1,SLC11A1,TP73,WISP1*
NFKB1	−1.113	transcription regulator	Activated	2.369	0.00876	*ADORA1,CCND2,CRMP1,CXCL10,CXCL9,EGFR,GJA1,HAS2,HMOX1,IL1RN*
NOTCH1	1.053	transcription regulator	Activated	2.14	0.00536	*ADAM19,ANGPT1,CCND2,CCNE1,EGFR,GFAP,HEY2,MMP2,MPZ,SERPINE1*
SMAD2	1.071	transcription regulator	Activated	2.219	0.0128	*HAS2,HMOX1,MMP2,PTHLH,SERPINE1*
SMAD3	1.052	transcription regulator	Activated	2.184	0.0134	*ADORA1,CCND2,CCNE1,CXCL10,HAS2,HMOX1,LHB,PTHLH,SERPINE1*
SP1	1.148	transcription regulator	Activated	2.178	0.000139	*ABHD2,CCND2,CXCL10,CXCL5,DLX3,EGFR,FOLR2,GJA1,HAS2,HMOX1,LAMA1,LHB,LIPA,MEOX2,MMP2,MYH11,NCF2,NTF4,SERPINE1,SLC11A1,TFPI2,TP73*
SRF	−1.107	transcription regulator	Inhibited	−2.186	0.0248	*CNN1,CPM,FCN1,GDA,LMOD1,MAPK10,MAT1A,MYH11,PDE2A,RAI2,SEMA3A*
TLR2	1.392	transmembrane receptor	Activated	2.013	0.0183	*CCR1,CXCL10,GJA1,HMOX1,IL15RA,IL1RN,LHB*
TLR3	1.088	transmembrane receptor	Activated	2.183	0.0227	*ACOD1,CPM,CXCL10,HMOX1,IL1R2,IL1RN,LIPA,PIK3R3,SERPINE1*

**Table 4:** IPA predicted up-stream regulator in mammary fat pad (MFP) of Holstein heifer calves (n = 6/treatment) performances fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/calf/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis)

Upstream Regulator	Fold Change	Molecule Type	Predicted State	Z-score	Flags	*P*-value	Target molecules in dataset
fatty acid		chemical - endogenous mammalian	Activated	2.186	bias	0.0000164	*APOA1,CYR61,ITGAM,NR4A3,PLIN4,S100A8*
tretinoin		chemical - endogenous mammalian	Activated	2.197		0.00000726	*ADM,ALPL,ANGPTL4,CLDN10,CPE,CYR61,EGR1,FFAR3,GPRC5A,ITGAM,LBP,MSC,NOV,PLA2G15,PTHLH,RET,RORC,S100A8,S100A9,SFRP1,SOCS1,TNFAIP6,WNT6*
LDL		complex	Activated	2.153		0.0000719	*EGR1,FCGR2B,IL1RN,MSC,NR4A3,S100A8,SOCS1,TNFAIP6*
PDGF BB		complex	Activated	2.775	bias	0.000559	*ADM,CYR61,EGR1,JUNB,LBP,NR4A3,TNFRSF12A,ZFP36*
CSF2		cytokine	Activated	2.255	bias	0.00128	*CD1A,CD1B,EGR1,FCGR2B,IL1RN,ITGAM,PLA2G15,SOCS1,ZFP36*
IL1B	−1.08	cytokine	Activated	2.13		0.000000111	*ADAMTS4,ADM,ALPL,ANGPTL4,BGN,EGR1,FCGR2B,IGFALS,IL1RN,ITGAM,JUNB,LBP,NR4A3,PTHLH,RORC,S100A8,S100A9,SOCS1,TNFAIP6,ZFP36*
IL2		cytokine	Activated	2.406	bias	0.0162	*ABCC1,FGF13,PTHLH,RGCC,RORC,S100A8,SOCS1,TNFRSF12A*
IL3		cytokine	Activated	2.63	bias	0.00329	*CD1A,EGR1,FCGR2B,ITGAM,JUNB,NOV,SOCS1*
IL5		cytokine	Activated	2.157	bias	0.0244	*CRELD2,EGR1,FCGR2B,ITGAM,SOCS1*
OSM		cytokine	Activated	2.303		0.0123	*ABCC1,ADAMTS4,JUNB,LBP,MSC,S100A8,S100A9,SOCS1*
TNF		cytokine	Activated	3.105		1.03E-09	*ABCC1,ADAMTS4,ADM,ANGPTL4,APOA1,ARSI,BGN,CD1A,CD1B,CYR61,EGR1,FCGR2B,IL17D,IL1RN,ITGAM,JUNB,LBP,LTBP2,MSC,NOV,NR4A3,PLIN4,PTHLH,RASSF7,RGCC,S100A8,S100A9,SFRP1,SNCG,SOCS1,TNFAIP6,ZFP36*
Alpha catenin		group	Inhibited	−3.11	bias	1.96E-09	*ADAMTS4,BGN,C1QTNF3,COL6A3,ITGAM,NOV,S100A8,S100A9,TNFAIP6,TNFRSF12A*
Creb		group	Activated	2.376		0.00034	*ADM,EGR1,GSTM3,ITGAM,JUNB,NR4A3,PTHLH,RET*
Pkc(s)		group	Activated	2.177		0.00022	*ADM,APOA1,CYR61,EGR1,JUNB,NR4A3,S100A8*
AGT		growth factor	Activated	2.064		0.00025	*ADM,BGN,CAV3,CGREF1,EGR1,FGF13,PTHLH,SOCS1,TNFRSF12A,ZFP36*
FGF2	1.31	growth factor	Activated	2.758		0.000229	*ANGPTL4,BGN,CYR61,EGR1,JUNB,NOV,S100A8,SFRP1,TNFRSF12A*
GH1		growth factor	Activated	2.046		0.0000304	*ABCC1,ANGPTL4,EGR1,IGFALS,JUNB,Pzp,SOCS1,ZFP36*
TGFB1	1.228	growth factor	Activated	2.393		0.00000222	*ADAMTS4,ADM,ANGPTL4,BGN,COL6A3,CPQ,CYR61,EGR1,GPRC5A,GUCY2C,IL17D,IL1RN,ITGAM,JUNB,LTBP2,NOV,NR4A3,P2RX6,PTHLH,RGCC,RORC,SFRP1,SOCS1,TNFAIP6,TNFRSF12A,ZFP36*
VEGFA	1.452	growth factor	Activated	2.354	bias	0.00413	*ABCC1,CD1A,CYR61,EGR1,JUNB,SNCG*
PPARG	1.209	ligand-dependent nuclear receptor	Activated	2.183		0.000332	*ADIPOR2,ANGPTL4,APOA1,GIPR,ME1,PLIN4,RORC,S100A8,SNCG,SOCS1*
S100A9	1.83	other	Activated	2.2		0.0000428	*ADAMTS4,ALPL,GPRC5A,ITGAM,NR4A3,S100A8,S100A9*
F2	1.281	peptidase	Activated	2.372	bias	0.00376	*ANGPTL4,CYR61,EGR1,JUNB,NR4A3,TNFRSF12A*
SOCS3	1.172	phosphatase	Inhibited	−2.219	bias	0.0000872	*EGR1,IGFALS,IL1RN,SGCA,SOCS1*
CREB1	1.047	transcription regulator	Activated	2.804		0.00127	*ADM,CGREF1,CYR61,EGR1,FGF13,JUNB,NR4A3,SRXN1,TP53INP2,ZFP36*
SMAD3	−1.022	transcription regulator	Activated	2.391		0.000318	*APOA1,BGN,COL6A3,EGR1,JUNB,PTHLH,ZFP36*
SMAD4	−1.014	transcription regulator	Activated	2.423		0.000262	*ANGPTL4,APOA1,BGN,PTHLH,RGCC,TNFAIP6,ZFP36*
SMAD7	1.072	transcription regulator	Inhibited	−2		0.00599	*BGN,CGREF1,COL6A3,LTBP2*
TP63		transcription regulator	Activated	2.159		0.0194	*ADM,CYR61,JUNB,PTHLH,S100A8,TINAGL1*
IL10RA	1.167	transmembrane receptor	Activated	2.236		0.0343	*CYR61,FADS3,IL1RN,NOV,TTR*
TREM1		transmembrane receptor	Activated	2		0.0286	*CD1A,EGR1,GIPR,GPRC5A*
SFTPA1		transporter	Inhibited	−2		0.000918	*ANGPTL4,CYR61,EGR1,GPR68*

### Tissue cross-talk

Our analysis identified 14 and 8 up-regulated differentially expressed genes in EH vs R coding for secreted proteins, and 105 and 64 genes coding for possible receptors in PAR and MFP, respectively (Additional file 4). However, after automatic network construction with the IPA knowledge base, only some of these were deemed relevant to the cross-talk between these specific tissues. 

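Among the secreted products, ANGPT1, a ligand of the endothelial receptor TEK, rose by 1.70 ± 0.35 log2 units (adjusted p = 0.0286) and CMTM4 rose by 0.55 ± 0.11 log2 units (adjusted p = 0.0285) in PAR, as did GMFG (0.56 ± 0.16, adjusted p = 0.0487), with 5 EH and 6 R calves. WNT2 (2.18 ± 0.81, adjusted p = 0.0849), NTF4, a neurotrophin (1.33 ± 0.42, adjusted p = 0.0573), CMTM3 (0.67 ± 0.21, adjusted p = 0.0583), GDF11 (1.03 ± 0.31, adjusted p = 0.052) and GMFB (0.53 ± 0.16, adjusted p = 0.0544) stood higher in EH without passing. In MFP the matricellular protein CCN3 rose by 1.93 ± 0.25 log2 units (adjusted p = 0.00749), from 61.7 ± 20.6 to 235 ± 65.6 CPM, CXCL16 rose by 0.88 ± 0.15 log2 units (adjusted p = 0.0113), GMFB rose by 0.62 ± 0.12 log2 units (adjusted p = 0.0176) and LOC781977 rose by 1.25 ± 0.31 log2 units (adjusted p = 0.0359), and the iron-regulating BMP6 had a log2 fold change of 0.74 ± 0.21 (adjusted p = 0.0571). In total 7 of 14 secreted and 72 of 105 receptor genes rose in PAR, and 6 of 8 secreted and 51 of 63 receptor genes in MFP, each in the direction the list has. By limma-voom the counts were 14, 96, 7 and 51 in that order. The list was drawn from these libraries, so it is no second test. The diet effect on CCN3 was lower in PAR than in MFP (interaction -3.35 ± 0.50, adjusted p = 0.0023). The calls for ANGPT1, CMTM4 and GMFG were lost when PAR EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 was left out (adjusted p 0.0518 to 0.121), and some also failed without EH replicate 22 or R replicate 15 or 16. In MFP edgeR kept CCN3 and CXCL16 with any 1 library left out, while GMFB and LOC781977 did not pass without MFP EH replicate 1 or 4, and some not without EH replicate 2 or R replicate 3, 5 or 7, with adjusted p up to 0.0976.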

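In EH parenchyma PGF, a ligand of the VEGF receptor FLT1, rose by 1.00 ± 0.27 log2 units (adjusted p = 0.0411) and interleukin 1 beta (IL1B) rose by 0.99 ± 0.21 log2 units (adjusted p = 0.0295), the latter from 1.74 ± 0.263 CPM in 6 R calves to 3.47 ± 0.718 in 5 EH calves. The interleukin 1 receptor antagonist IL1RN had a log2 fold change of 1.47 ± 0.53 (adjusted p = 0.0814) in PAR and fell by 1.17 ± 0.26 log2 units (adjusted p = 0.023) in MFP. In the fat pad the immediate-early genes ZFP36 (1.46 ± 0.28, adjusted p = 0.0155), JUNB (1.39 ± 0.32, adjusted p = 0.0276) and EGR1 (2.19 ± 0.59, adjusted p = 0.0465), the integrin ITGAV (0.49 ± 0.11, adjusted p = 0.0243), the 14-3-3 protein YWHAH (0.40 ± 0.09, adjusted p = 0.0221), the deadenylase NOCT (1.02 ± 0.23, adjusted p = 0.0259), the corepressor HR (0.93 ± 0.23, adjusted p = 0.0319), MED24 (0.52 ± 0.12, adjusted p = 0.025), NFE2L1 (0.39 ± 0.10, adjusted p = 0.0464) and MAFG (0.48 ± 0.10, adjusted p = 0.0202) rose, and DLX3 had a log2 fold change of 1.36 ± 0.74 (adjusted p = 0.272). ZFP36, JUNB and EGR1 respond to handling and time of sampling within minutes to hours, and 6 of 32 such genes rose in MFP (13 over the list alone, 5 rising and 0 falling with limma-voom, camera adjusted p = 5.21e-07, or 0.524 with an estimated correlation) while 8 of 33 fell and 1 rose in PAR of the same calves (16 and 1, 1 rising and 3 falling with limma-voom, camera adjusted p = 0.00266, or 0.663), neither list being called by fry. R replicates 17 and 20 had the highest PAR scores of this list, and camera did not call it in PAR without them (adjusted p = 0.0648), a choice made after seeing the data. Without PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20 neither PGF nor IL1B passed, with adjusted p from 0.0506 to 0.103. The call for ZFP36 held with each of the 11 libraries left out in turn, while the calls for IL1RN, JUNB, EGR1, ITGAV, YWHAH, NOCT, HR, MED24, NFE2L1 and MAFG were each lost without at least 1 of MFP EH replicates 1, 2, 4, 8 and 11 and R replicates 3, 5, 6, 7, 9 and 10, with adjusted p up to 0.128.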

PAR differentially expressed (EH vs R) genes encoding 3 potentially secreted proteins (*PGF*, *IL1B*, *IL1RN*) which can influence MFP through 12 possible receptors differentially expressed by the latter (Fig. 7). In contrast, MFP differentially expressed genes encoding 2 potentially secreted proteins (*CSF1*, *TGFB1*) that could have influenced PAR through 26 possible differentially expressed receptors (Fig. 8). 

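CSF1, the growth factor of macrophages, rose by 0.89 ± 0.16 log2 units (adjusted p = 0.0126) in EH fat pad and TGFB1, a regulator of matrix and growth, rose by 0.56 ± 0.12 log2 units (adjusted p = 0.0225) (5 EH and 6 R calves). Among the parenchymal genes in these networks, the macrophage factor MAFB (1.30 ± 0.33, adjusted p = 0.0358), the homeobox factor DLX4 (1.90 ± 0.38, adjusted p = 0.0285), ARNT2, a partner of hypoxia and xenobiotic factors (1.06 ± 0.23, adjusted p = 0.0296), the lymphoid factor IKZF1 (1.12 ± 0.31, adjusted p = 0.0425) and the scavenger receptor MSR1 (1.04 ± 0.28, adjusted p = 0.04) rose. The leukocyte integrin ITGAL (0.93 ± 0.18, adjusted p = 0.0285), the chromatin protein CBX5 (0.92 ± 0.23, adjusted p = 0.0358), TLE4 (0.78 ± 0.21, adjusted p = 0.0413), LMO4 (0.71 ± 0.20, adjusted p = 0.0438), IGF2R (0.68 ± 0.16, adjusted p = 0.0318), NR2F1 (0.59 ± 0.12, adjusted p = 0.0295), SNAI2 (0.59 ± 0.15, adjusted p = 0.0378), RFX5 (0.49 ± 0.14, adjusted p = 0.0424), HDAC2 (0.47 ± 0.14, adjusted p = 0.0488), FOXK2 (0.36 ± 0.09, adjusted p = 0.0378), IL12RB1 (1.14 ± 0.27, adjusted p = 0.0326), CD3D (0.95 ± 0.26, adjusted p = 0.0425) and VCAM1 (0.66 ± 0.17, adjusted p = 0.0364) rose too. FZD2 (0.83 ± 0.25, adjusted p = 0.0517), PRDM1 (0.66 ± 0.22, adjusted p = 0.0625), CCNE1 (1.17 ± 0.42, adjusted p = 0.0775), PLAGL1 (1.04 ± 0.36, adjusted p = 0.0739), MAF (1.06 ± 0.38, adjusted p = 0.0781) and BRCA1 (1.02 ± 0.34, adjusted p = 0.0671) did not pass. Several of these, such as ITGAL, IKZF1, CD3D and MSR1, are expressed by leukocytes, whose markers were higher in EH parenchyma. All these PAR calls were lost without EH replicate 12, 14 or 18 or R replicate 13, 15, 17 or 20, like most PAR calls. Some also failed without EH replicate 21 or 22. Adjusted p was 0.0503 to 0.108 where a call was lost. CSF1 passed with any 1 library left out, while TGFB1 did not pass without MFP EH replicate 1 or 4 or R replicate 5, with adjusted p up to 0.068.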

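The neutrophil chemokine CXCL5 rose by 2.23 ± 0.46 log2 units (adjusted p = 0.0289) in EH parenchyma, from 4.77 ± 2.31 CPM in 6 R calves to 22.4 ± 14.6 in 5 EH calves, and CXCL9, induced by interferon gamma, rose by 2.61 ± 0.48 log2 units (adjusted p = 0.0285). CXCL10 had a log2 fold change of 1.31 ± 0.49 (adjusted p = 0.0876). Of 25 chemokines measured in PAR, 2 rose and CCL26 fell (-2.39 ± 0.67, adjusted p = 0.0433), and of 22 in MFP CXCL16 alone passed. Of 36 interferon response genes measured, 2 rose and 3 fell (2 and 3 adjusted over the list alone, and 2 and 3 with limma-voom) in PAR, where camera did not call the list (adjusted p = 0.123). IFI44L (-0.98 ± 0.16, adjusted p = 0.0269), IRF9 (-0.70 ± 0.18, adjusted p = 0.0364) and IRF7 (-0.99 ± 0.26, adjusted p = 0.0378) were those that fell. In MFP nerve growth factor (NGF) had a log2 fold change of 0.68 ± 0.20 (adjusted p = 0.0564). The tests are edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment in each tissue. On 10 PAR libraries, leaving out EH replicate 12, 14 or 18 or R replicate 13 or 20, every PAR gene called here missed the threshold (adjusted p 0.0507 to 0.111), and some also failed without EH replicate 22 or R replicate 15 or 17. CCL26 did not pass with limma-voom (adjusted p = 0.12).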

When assessing the role of immune cells in the cross-talk between PAR and MFP, 4 PAR (*CXCL5*, *IL1B*, *CXCL10*, and *CXCL9*) (Fig. 9) and 3 MFP (*CSF1*, *NGF*, and *TGFB1*) (Fig. 10) differentially expressed protein coding genes were involved in the tissues cross-talk.

**Fig. 7:**
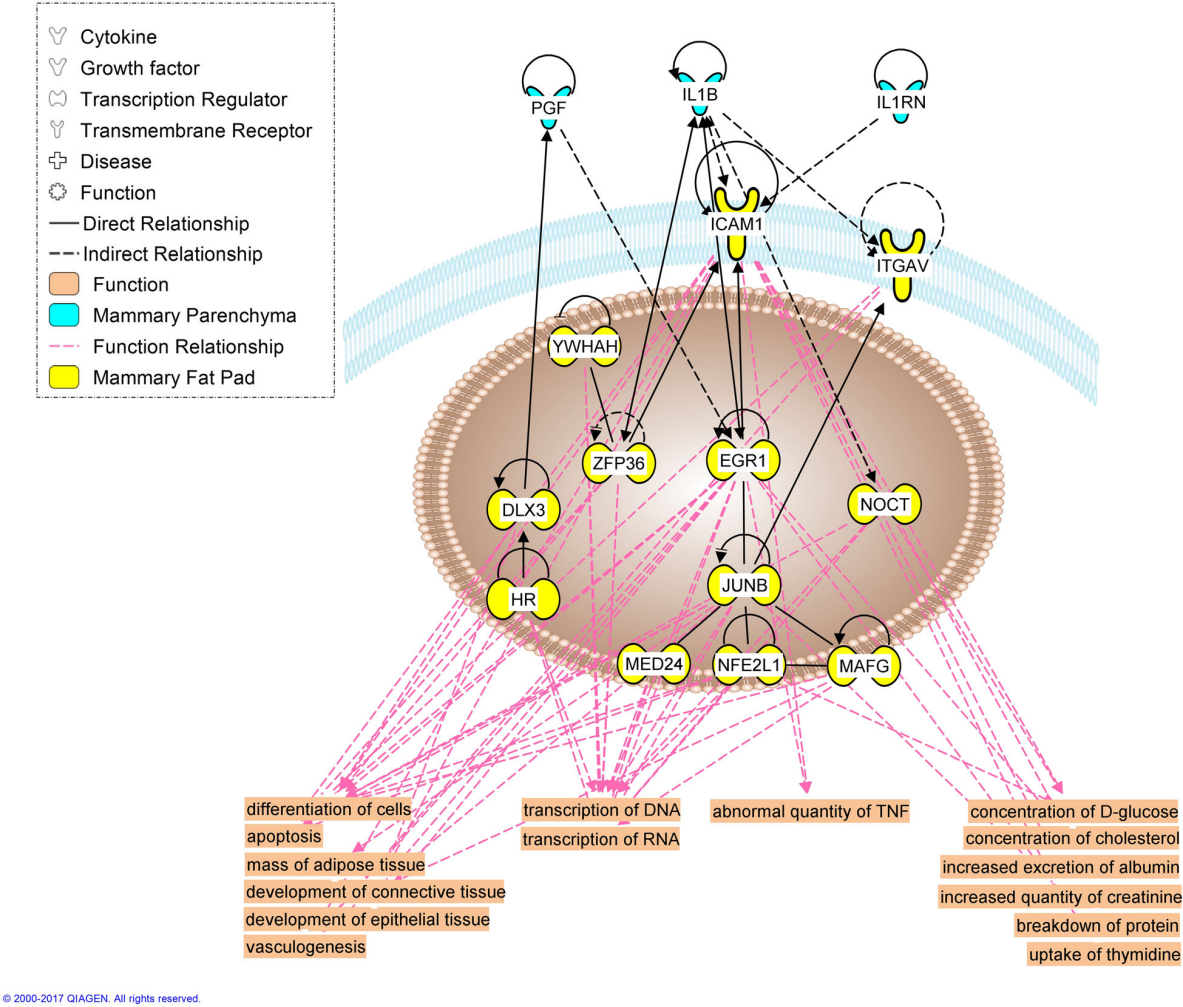
Role of mammary parenchyma (blue) in the tissue cross-talk with mammary fat pad (yellow) in Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/head/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis). The affected functions in the fat pad are highlighted at the bottom

**Fig. 8:**
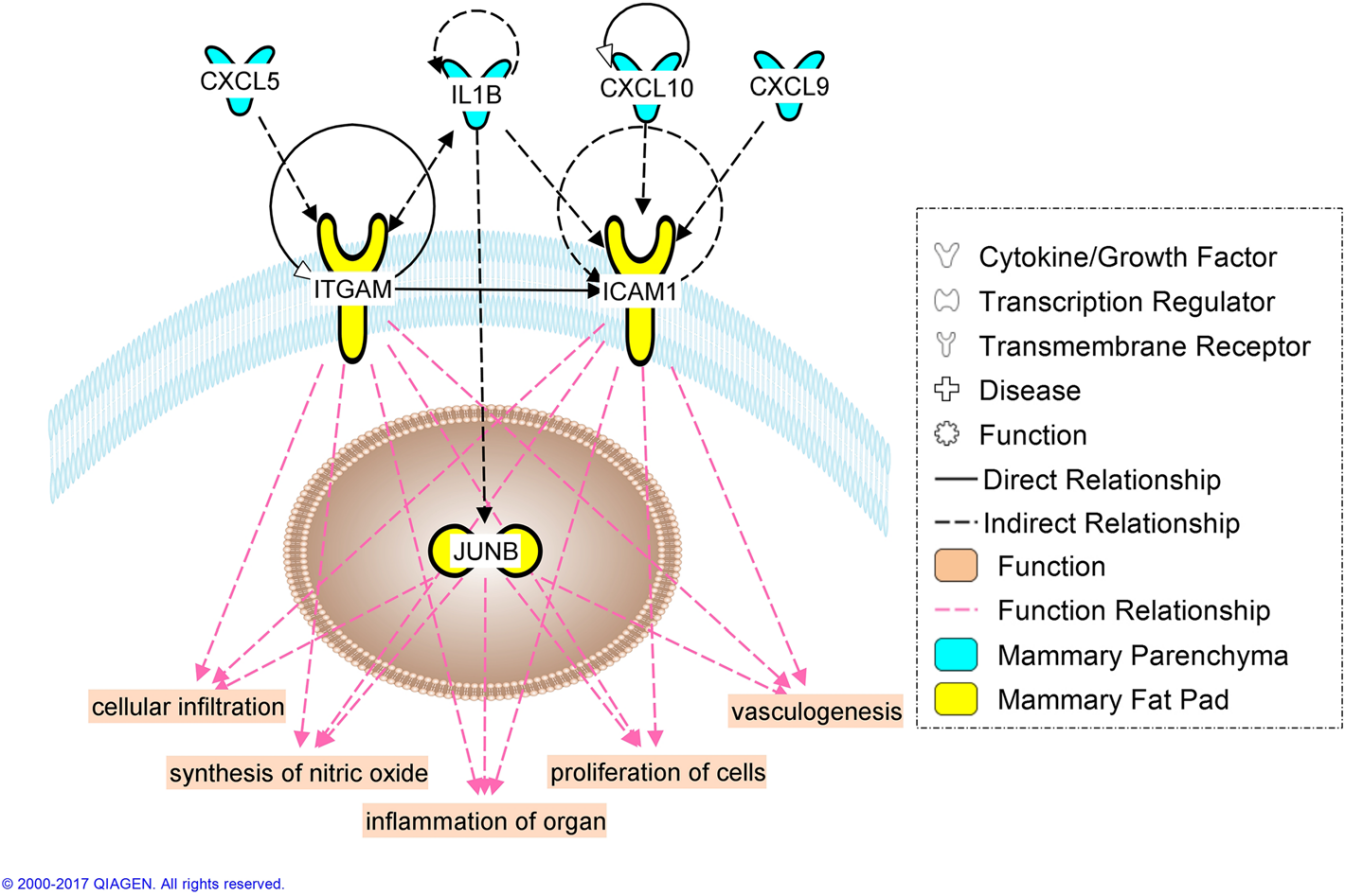
Involvement of the immune system in the tissue cross-talk between mammary parenchyma (blue) and mammary fat pad (yellow) in Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/head/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/head/day, 20.9% crude protein, 19.8% fat, DM basis). The affected functions in the fat pad are highlighted at the bottom

**Fig. 9:**
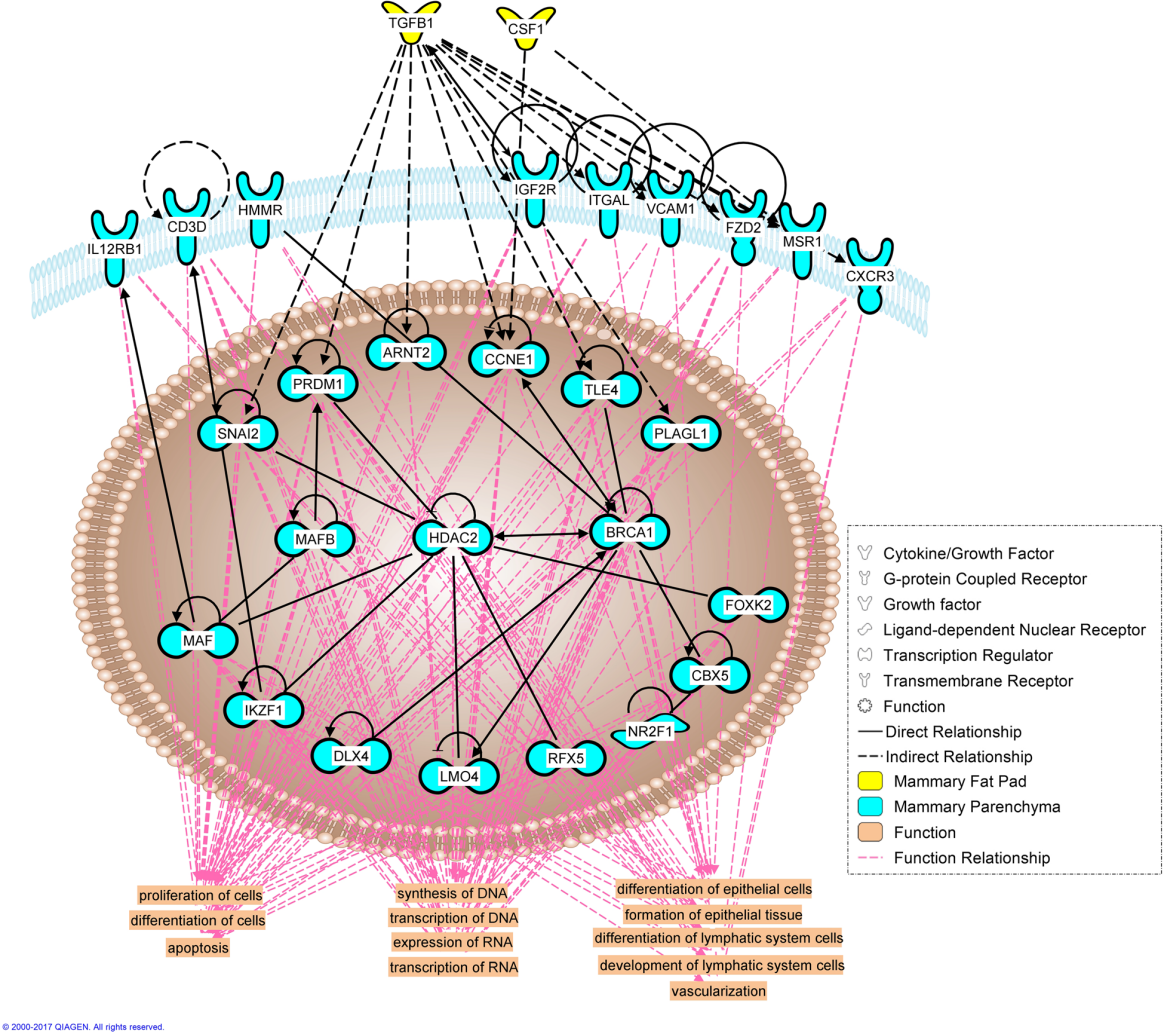
Role of mammary fat pad (yellow) in the tissue cross-talk with mammary parenchyma (blue) in Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/head/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/calf/day, 20.9% crude protein, 19.8% fat, DM basis). The affected functions in the parenchyma are highlighted at the bottom

**Fig. 10:**
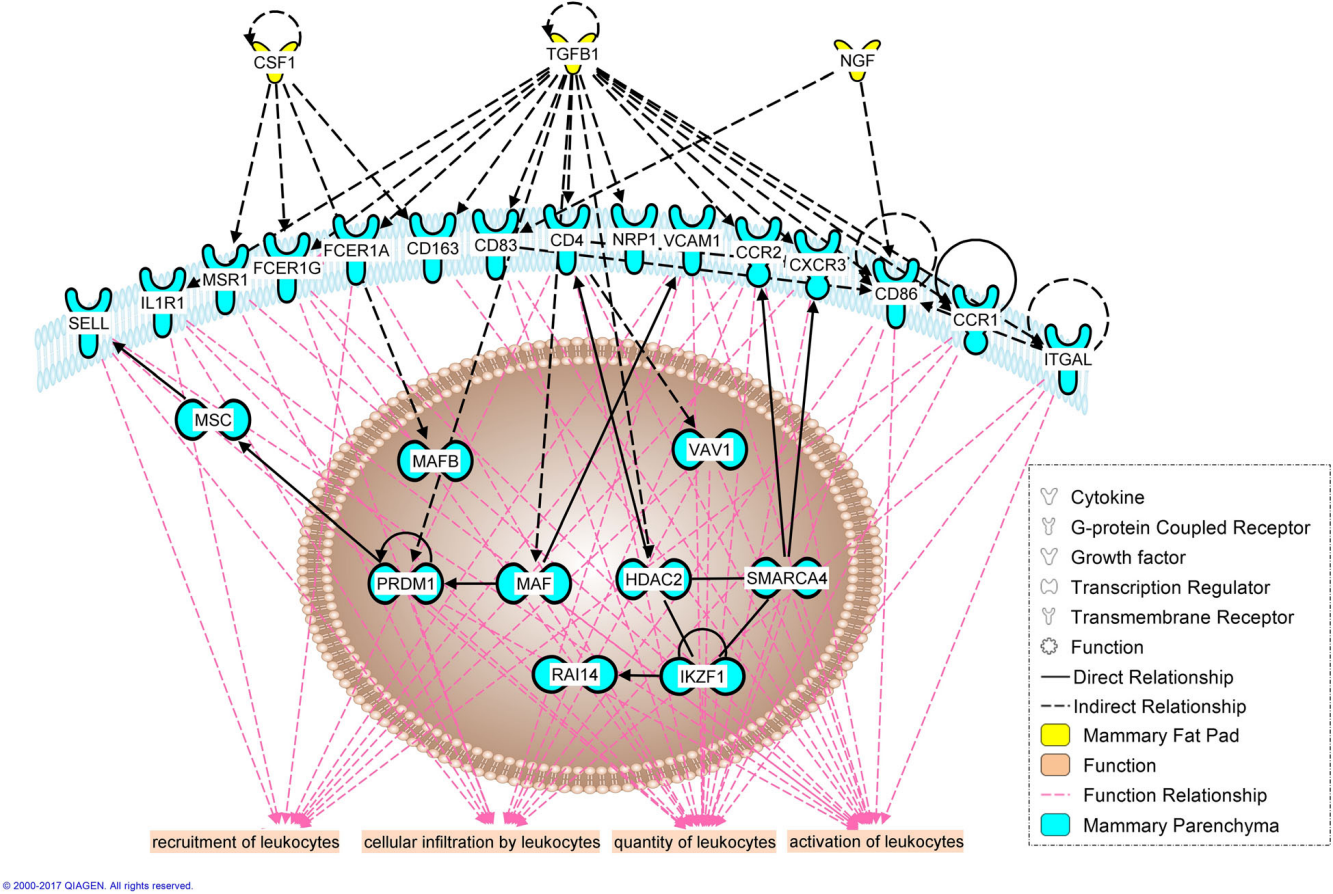
Involvement of the immune system in the tissue cross-talk between mammary fat pad (yellow) and mammary parenchyma (blue) in Holstein heifer calves (n = 6/treatment) fed pre-weaning (week 1 to 8 of life) an enhanced (EH) (1.08 kg of powder/calf/day, 28.9% crude protein, 26.2% fat, DM basis) or restricted (R; represents the industry standard or control) milk replacer (0.44 kg of powder/calf/day, 20.9% crude protein, 19.8% fat, DM basis). The affected functions in the parenchyma are highlighted at the bottom

## Discussion

Over the past decades, calf nutrition research has focused on developing strategies that facilitate early weaning, delivering a smooth transition from liquid to solid feed. The main focus has been on increasing calf starter intake by reducing milk supply (~ 10% BW), hence facilitating weaning at 7–8 wk., and possibly improving early rumen development and function [33]. However, recent work revealed poor weight gains, higher risk of disease, abnormal behavior, and a reduction in calf welfare when restricted-feeding strategies are used [33]. In contrast, providing greater quantities of milk or MR improves growth and feed efficiency [33]. Furthermore, conventional MR is composed of 20–22% of crude protein, but calves respond better to increased milk allowance when MR contains higher protein and lower fat (up to 30%, with 15–20% fat) [33]. This feeding strategy has been recently described as “accelerated early nutrition”, “accelerated growth”, “enhanced nutrition”, “intensified nutrition”, or “biologically appropriate growth” [34]. The current manuscript compares the effect of a restricted-style management strategy, with an enhanced one on calf parenchyma and mammary fat pad transcriptome.

### The mammary parenchyma

#### The activity of mammary parenchyma

We previously showed that, compared with R, EH calves had greater mammary PAR mass (7.3 fold greater) without changes in PAR composition (e.g. protein or fat concentration) [23]. Furthermore, incorporation of bromo-2′-deoxyuridine indicated greater (~ 60% higher) mammary epithelial cell proliferation in EH than R calves, particularly at the terminal end of the developing ducts (terminally ductal units) [35]. There results were both mirrored at a transcriptome level. The IPA-predicted functions highlighted greater proliferation and differentiation activity of PAR cells (e.g. quantity, proliferation, and differentiation of cells; Fig. 4). 

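Of the DNA machinery, MCM6 of the replicative helicase rose by 0.79 ± 0.20 log2 units (adjusted p = 0.0378) and the mismatch sensor MSH2 rose by 0.56 ± 0.14 log2 units (adjusted p = 0.0364) in EH parenchyma, each the only gene of its list to pass among 35 replication and 22 mismatch repair genes (n = 5 EH and 6 R). The sliding clamp PCNA had a log2 fold change of 0.34 ± 0.17 (adjusted p = 0.184). Camera called neither list (adjusted p = 0.123 and 0.472). The list of nucleoporins and initiation factors had 5 rising, such as NUP205 (0.68 ± 0.16, adjusted p = 0.0335) and EIF4G3 (0.61 ± 0.16, adjusted p = 0.0378), and 3 falling, such as EIF3H (-0.48 ± 0.13, adjusted p = 0.038) and EIF2B4 (-0.50 ± 0.13, adjusted p = 0.0398), of 61 (4 rising and 3 falling with limma-voom). All 78 cytosolic ribosomal protein genes stood lower in EH, among them RPS4X (-0.47 ± 0.13, adjusted p = 0.0406) and RPL9 (-0.52 ± 0.14, adjusted p = 0.0415). Of 31 proteasome subunits none passed edgeR's test (4 stood higher and 1 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 1 and 1 by DESeq2), the lowest adjusted p being that of PSMD1 (0.35 ± 0.12, adjusted p = 0.0695). With PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20 left out these PAR genes did not pass (adjusted p between 0.0523 and 0.118).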

The DIA analysis further confirmed the IPA prediction, as greater upregulation of pathways responsible for cell growth, DNA replication and repair, and expression and translation of genetic information was observed. Furthermore, up-regulation of pathways such as ‘cell adhesion molecules’, ‘ECM-receptor interaction’, ‘focal adhesion’, ‘gap junction’, and ‘adherens junction’ illustrate the formation of a cohesive tissue with cell communication and interaction mechanisms in place. 

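Several collagen and laminin genes rose in EH parenchyma, and with edgeR a few matrix genes fell, fewer with limma-voom. COL4A1 (0.91 ± 0.21, adjusted p = 0.0318), COL4A2 (0.75 ± 0.17, adjusted p = 0.0303) and COL18A1 (0.56 ± 0.11, adjusted p = 0.0285) rose with the laminins LAMA1 (1.35 ± 0.29, adjusted p = 0.0296), LAMB1 (0.92 ± 0.22, adjusted p = 0.0345) and LAMC3 (1.88 ± 0.51, adjusted p = 0.0421), LAMB1 from 285 ± 103 CPM in 6 R calves to 539 ± 72.0 in 5 EH calves. COL4A6, a chain of smooth muscle and basal epithelium (-1.80 ± 0.43, adjusted p = 0.0336), and VWF of endothelium (-1.32 ± 0.35, adjusted p = 0.04) fell. Of 34 collagens measured, 4 rose and 2 fell (7 and 2 adjusted over the list alone, and 6 and 0 with limma-voom) and camera placed the list higher (adjusted p = 0.000874, or 0.663 with an estimated correlation, and not called by fry). Of 40 matrix glycoproteins measured, 5 rose and 2 fell (15 and 4 adjusted over the list alone, and 9 and 1 with limma-voom) and camera placed the list higher (adjusted p = 0.000874, or 0.663 with an estimated correlation, and not called by fry). Of the proteases, ADAM17 (0.76 ± 0.14, adjusted p = 0.0285) and urokinase PLAU (0.69 ± 0.17, adjusted p = 0.0354) rose and ADAM15 (-0.66 ± 0.14, adjusted p = 0.029) fell, with 8 rising and 5 falling of 37 (16 and 8 over the list alone, and 10 rising and 1 falling with limma-voom), and camera placed the list higher (adjusted p = 0.0299, or 0.663 with an estimated correlation, and up to 0.148 without EH replicate 21 or R replicate 13, and not called by fry). By edgeR the connexin GJB1 (-0.79 ± 0.21, adjusted p = 0.0409) and nectin NECTIN2 (-0.51 ± 0.12, adjusted p = 0.0335) fell and none rose of 24 gap and adherens junction genes (8 fell and 2 rose with adjustment over the list alone, and 1 rising and 2 falling with limma-voom), a list camera did not call (adjusted p = 0.165). The integrin ITGB4 of hemidesmosomes (-0.95 ± 0.21, adjusted p = 0.0311) and ITGA2B of platelets (-0.70 ± 0.19, adjusted p = 0.04) fell. Removing PAR EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 ended every PAR call here (adjusted p 0.0518 to 0.108), and some also failed without EH replicate 22 or R replicate 15. COL4A6 and VWF did not pass with limma-voom (adjusted p up to 0.0504).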

Cell-to-cell signaling by contact is a well-known stimulus of cellular proliferation via a PI3K-dependent intracellular signal [36], a cascade that both DIA and IPA analysis predict to be greatly activated in EH calves.

The dissection of the harvested samples focused on the isolation of the mammary PAR. However, the complex nature of the mammary gland tissue will yield a sample mostly composed of PAR cells, together with a heterogeneous ensemble of other tissue types (e.g., nervous, connective). This heterogeneity was detected by the bioinformatics analysis, supporting the notion that the mammary gland is growing as an organ, rather than just due to the proliferation of PAR cells. 

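As shares of the RNA of a library, a few axon guidance genes changed in EH parenchyma, and several Schwann cell genes fell. The ephrin receptor EPHB1 (1.72 ± 0.27, adjusted p = 0.0269), the plexin PLXNC1 (1.25 ± 0.30, adjusted p = 0.0336) and the semaphorin SEMA5B (1.14 ± 0.28, adjusted p = 0.0355) rose and the ephrin EFNA1 (-1.09 ± 0.20, adjusted p = 0.0285) fell, in 5 EH against 6 R calves. Of 64 axon guidance genes measured, 6 rose and 1 fell (16 and 2 adjusted over the list alone, and 10 and 1 with limma-voom) and camera placed the list higher (adjusted p = 0.0299, or 0.663 with an estimated correlation, and up to 0.116 without EH replicate 14 or 21, and not called by fry). The Schwann cell genes PLP1 (-3.32 ± 0.60, adjusted p = 0.0285), MAL (-3.10 ± 0.59, adjusted p = 0.0285) and PRX (-1.94 ± 0.37, adjusted p = 0.0285) fell, PLP1 from 26.5 ± 21.7 to 2.66 ± 1.21 CPM. Of 25 Schwann cell and myelin markers measured, none rose and 10 fell (3 and 14 adjusted over the list alone, and 1 and 7 with limma-voom) with a median log2 fold change of -0.65, and camera placed the list lower (adjusted p = 0.000148, or 0.663 with an estimated correlation, and not called by fry). R replicates 17 and 20 had the highest Schwann cell scores, 5.04 and 4.89 mean log2 CPM against 4.28 ± 0.63 over R and 3.17 ± 0.29 over EH (exact permutation p = 0.00866, adjusted over lists 0.08). Of 12 neurotrophins and receptors none passed edgeR's test (2 stood higher and 2 lower at unadjusted p under 0.05, with 1 and 0 called by limma-voom and 1 and 1 by DESeq2), with NTRK3 at -1.02 ± 0.39, adjusted p = 0.0929. Of the 11 PAR libraries, leaving out EH replicate 12, 14 or 18 or R replicate 13 or 20 ended these calls, at adjusted p of 0.0534 to 0.0951, and some also failed without EH replicate 22 or R replicate 15 or 17.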

In fact, both IPA (Fig. 4) and DIA (e.g. ‘axon guidance’ pathway, and all nervous system subcategory pathways) analysis highlighted the growth and development of the nervous system. Furthermore, the up-regulation of pathways such as ‘renin-angiotensin system’ and ‘vascular smooth muscle contraction’ indicate an increased development of the circulatory system, all supported by the activation of the ‘VEGF (vascular endothelial growth factor) signaling pathway’, master regulator of vascular development and of blood and lymphatic vessel function [37].

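As shares of the RNA of a library, markers of smooth muscle and endothelium were lower in EH than R parenchyma. Smooth muscle myosin MYH11 fell by 2.46 ± 0.49 log2 units (adjusted p = 0.0285), from 1364 ± 1037 CPM in 6 R calves to 248 ± 41.8 in 5 EH calves, with ACTG2 (-2.71 ± 0.58, adjusted p = 0.0295) and RYR2 (-1.86 ± 0.35, adjusted p = 0.0285), and the endothelial CLDN5 (-2.14 ± 0.52, adjusted p = 0.0354), SOX17 (-1.68 ± 0.40, adjusted p = 0.0343) and ECSCR (-1.54 ± 0.36, adjusted p = 0.0334) fell. Of 24 smooth muscle and pericyte markers measured, none rose and 12 fell (1 and 12 adjusted over the list alone, and 0 and 7 with limma-voom) with a median of -0.84, and camera placed the list lower (adjusted p = 1.24e-06, or 0.663 with an estimated correlation, and not called by fry). Of 24 endothelial markers measured, none rose and 6 fell (0 and 15 adjusted over the list alone, and 0 and 1 with limma-voom), and camera placed the list lower (adjusted p = 2.4e-05, or 0.663 with an estimated correlation, and not called by fry). Smooth muscle and Schwann cell scores went together over the 11 libraries with diet means removed (Pearson r 0.905, p = 0.00024, adjusted 0.00048, Spearman rho 0.909), and R replicates 17 and 20 had the highest of each. Without these 2 libraries, a choice made after seeing the data, the smooth muscle median was -0.39, and in that fit no PAR gene at all passed. Angiotensin-converting enzyme ACE fell by 1.93 ± 0.38 log2 units (adjusted p = 0.0285), while the peptidases MME (1.40 ± 0.36, adjusted p = 0.0378), ENPEP (1.62 ± 0.43, adjusted p = 0.04) and PREP (0.50 ± 0.13, adjusted p = 0.0378) rose, 3 rising and 1 falling of 14 renin-angiotensin genes (3 rising and 1 falling with limma-voom, and camera did not call the list (adjusted p = 0.123)). Among angiogenic factors apelin APLN (1.32 ± 0.32, adjusted p = 0.0344) and ANGPTL4 (0.95 ± 0.24, adjusted p = 0.0358) rose and the Notch ligand DLL4 (-1.29 ± 0.35, adjusted p = 0.0409) fell, 4 rising and 1 falling of 30 (4 rising and 0 falling with limma-voom, and camera did not call the list (adjusted p = 0.769)). These PAR changes did not pass without EH replicate 12, 14 or 18 or R replicate 13, 17 or 20, where adjusted p lay between 0.0534 and 0.109, and some also failed without EH replicate 22 or R replicate 15. ACTG2, CLDN5, SOX17 and DLL4 did not pass with limma-voom (adjusted p up to 0.0571).

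**Figure D3:**
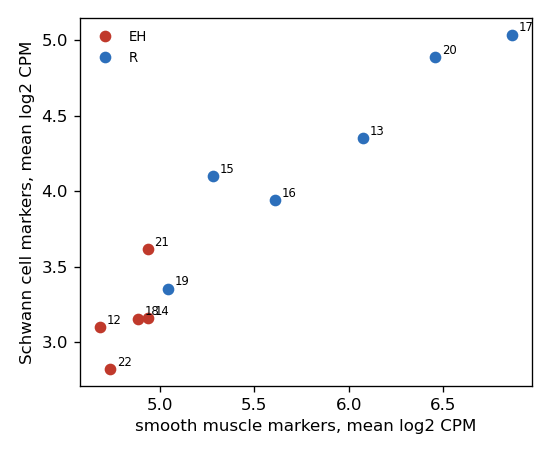
Mean log2 CPM of smooth muscle and of Schwann cell markers in each parenchyma library, numbered by replicate.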

#### Nutrient supply and metabolism

A constant and abundant supply of nutrients to allow for the rapid growth of mammary PAR was ensured by the up-regulation in EH calves of the ‘ABC transporters’ (ATP binding cassettes transporters), a large family of macro- and micro-nutrients active transporters [38]. 

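The multidrug exporter ABCC1 (0.57 ± 0.11, adjusted p = 0.0286) and the lipid transporter ABCA7 (0.89 ± 0.22, adjusted p = 0.0354) rose in EH parenchyma, and ABCG2, which carries riboflavin into milk, fell by 0.76 ± 0.22 log2 units (adjusted p = 0.0493) (5 EH and 6 R calves). Of 28 ABC transporters measured, 2 rose and 3 fell (2 and 10 adjusted over the list alone, and 2 and 3 with limma-voom), 20 of them lower in EH than R, and camera did not call the list (adjusted p = 0.104). The list's largest change was the fall of ABCC11. In MFP ABCC1 (1.20 ± 0.18, adjusted p = 0.0113) and ABCC3 (0.79 ± 0.19, adjusted p = 0.0298) rose and ABCG2 (-0.86 ± 0.16, adjusted p = 0.0132) and ABCB9 (-0.84 ± 0.21, adjusted p = 0.0366) fell, of 26 measured. The calls for ABCC1, ABCA7 and ABCG2 were lost when PAR EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 was left out (adjusted p 0.0557 to 0.113), and some also failed without EH replicate 21 or 22 or R replicate 15. ABCG2 did not pass with limma-voom (adjusted p = 0.0635). EdgeR kept the MFP calls for ABCC1 and ABCG2 with any 1 library left out, while ABCC3 and ABCB9 did not pass without MFP EH replicate 1, 4 or 11 or R replicate 3 or 5, and some not without EH replicate 2 or 8 or R replicate 7 or 9, with adjusted p up to 0.0937.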

At the same time, the up-regulation of ‘Endocytosis’ and ‘Lysozome’ pathway allow for the use of extracellular matrix protein (an important alternative source of nutrients) when accessible to cells [39]. Furthermore, the up-regulation of the ‘mTOR signaling pathway’ and almost all amino acid metabolism pathways would have helped sustain the protein synthesis machinery of the proliferating tissue, which took advantage of the increase intake of protein provided by the EH MR. 

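Among the lysosomal genes that rose in EH parenchyma were cathepsin H (CTSH, 0.62 ± 0.12, adjusted p = 0.0285), CTSC, which activates granule proteases (0.63 ± 0.14, adjusted p = 0.0296), and CTSZ (0.76 ± 0.18, adjusted p = 0.0329), while arylsulfatase ARSA fell by 0.96 ± 0.23 log2 units (adjusted p = 0.0349). The most abundant members, CTSB (0.09 ± 0.09, adjusted p = 0.509) and prosaposin PSAP (-0.01 ± 0.09, adjusted p = 0.916), did not pass, at 669 ± 68.4 and 587 ± 53.7 CPM in EH (n = 5) and 630 ± 36.9 and 593 ± 29.1 in R (n = 6). Of 45 lysosomal genes measured, 7 rose and 2 fell (12 and 3 adjusted over the list alone, and 7 and 1 with limma-voom) and camera did not call the list (adjusted p = 0.175). In MFP CTSS (0.50 ± 0.10, adjusted p = 0.0173), CTSA (0.43 ± 0.12, adjusted p = 0.047) and the proton pump subunit ATP6V1H (0.32 ± 0.08, adjusted p = 0.0439) rose and none fell of 44 (11 and 0 over the list alone, and 3 rising and 0 falling with limma-voom), and camera placed the list higher (adjusted p = 1.77e-05, or 0.413 with an estimated correlation). Without PAR EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 none of CTSH, CTSC, CTSZ and ARSA passed, with adjusted p from 0.0506 to 0.0977, and some also failed without EH replicate 22 or R replicate 15. CTSS, CTSA and ATP6V1H did not pass without MFP EH replicate 1 or 4, and some not without EH replicate 2 or 11 or R replicate 3, 5, 6, 7, 9 or 10, with adjusted p up to 0.121.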

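Genes of the mTOR pathway went both ways in EH parenchyma. Protein kinase C gamma PRKCG (1.94 ± 0.32, adjusted p = 0.0269) and the cap-binding EIF4E (0.53 ± 0.15, adjusted p = 0.0443) rose, and RICTOR of complex 2 (-0.50 ± 0.13, adjusted p = 0.036) and the upstream kinase STK11 (-0.48 ± 0.12, adjusted p = 0.0364) fell, in 5 EH against 6 R calves. Of 34 mTOR genes measured, 2 rose and 2 fell (2 and 2 adjusted over the list alone, and 2 and 2 with limma-voom) and camera did not call the list (adjusted p = 0.755). Of the aminoacyl-tRNA synthetases EPRS1 (0.63 ± 0.15, adjusted p = 0.0319) and LARS1 (0.53 ± 0.14, adjusted p = 0.0396) rose and KARS1 (-0.39 ± 0.11, adjusted p = 0.0433) fell, of 37 (not called by camera, adjusted p = 0.272). Endoplasmic reticulum chaperones had HSP90B1 (0.56 ± 0.15, adjusted p = 0.0381) and CRELD2 (0.87 ± 0.23, adjusted p = 0.0402) rising and HERPUD1 (-0.45 ± 0.11, adjusted p = 0.0354) and XBP1 (-0.44 ± 0.12, adjusted p = 0.0444) falling, of 27 (not called by camera, adjusted p = 0.0765). Phosphorylation, through which mTOR is controlled, was not measured. All these PAR calls were lost without EH replicate 12, 14 or 18 or R replicate 13, 17 or 20, like most PAR calls. Some also failed without EH replicate 21 or 22 or R replicate 15 or 16. Adjusted p was 0.0506 to 0.12 where a call was lost.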

Further discussion on amino acid metabolism in the PAR can be found in Additional file 5.

Besides amino acids and proteins as building blocks, proliferating cells require a substantial amount of energy to support neo-synthesis of proteins, and their metabolic activity as a whole [40]. 

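In EH parenchyma the citrate cycle gene ACO1 rose by 0.36 ± 0.08 log2 units (adjusted p = 0.0336) and IDH3G fell by 0.44 ± 0.13 log2 units (adjusted p = 0.0457), while SDHA did not pass, at 209 ± 29.2 CPM in 5 EH calves and 217 ± 25.1 in 6 R calves. Of 27 citrate cycle genes measured, 1 rose and 2 fell (1 and 2 adjusted over the list alone, and 1 and 2 with limma-voom), and camera did not call the list (adjusted p = 0.653). The insulin-responsive glucose transporter SLC2A4 fell by 1.87 ± 0.36 log2 units (adjusted p = 0.0285) and hexokinase HK3 of leukocytes rose by 1.29 ± 0.32 log2 units (adjusted p = 0.0355), the only 2 of 23 glycolysis genes to pass (not called by camera, adjusted p = 0.755). For fatty acid oxidation 1 of 33 passed, ACOX1 of peroxisomes (0.73 ± 0.21, adjusted p = 0.0447), and HADHA of mitochondria was at -0.05 ± 0.11, adjusted p = 0.796 (not called by camera, adjusted p = 0.842). In lipid synthesis FADS3 (0.99 ± 0.22, adjusted p = 0.0299), ACACA (0.37 ± 0.10, adjusted p = 0.0428), FADS2 (1.13 ± 0.32, adjusted p = 0.0434) and PGD (0.42 ± 0.12, adjusted p = 0.0495) rose and none fell of 26 (2 rising and 0 falling with limma-voom, and camera did not call the list (adjusted p = 0.318)). On 10 PAR libraries, leaving out EH replicate 12, 14 or 18 or R replicate 13, 17 or 20, every PAR gene called here missed the threshold (adjusted p 0.0523 to 0.135), and some also failed without EH replicate 21 or 22 or R replicate 15 or 16. FADS2 and PGD did not pass with limma-voom (adjusted p up to 0.0545).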

The activation of carbohydrate and lipid metabolism pathways suggests a greater flux of carbon through the citric acid cycle to generate ATP. The increased amount of fatty acid intake via MR likely supplied substrate for beta-oxidation to generate energy, including phosphatidylcholine that was degraded though the alpha-linoleic acid metabolism pathway. 

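HMGCL, which makes acetoacetate from HMG-CoA, fell by 0.44 ± 0.10 log2 units (adjusted p = 0.0303) in EH parenchyma, from 47.8 ± 5.74 CPM in 6 R calves to 35.2 ± 1.28 in 5 EH calves. The cytosolic thiolase ACAT2, which serves sterol synthesis as well, rose, and the mitochondrial ACAT1 had a log2 fold change of -0.25 ± 0.10 (adjusted p = 0.0987), with acetoacetyl-CoA synthetase AACS at -0.07 ± 0.13, adjusted p = 0.736. Of 8 ketone body genes measured, 1 rose and 1 fell (1 and 1 adjusted over the list alone, and 1 and 1 with limma-voom) and camera did not call the list (adjusted p = 0.505). With PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20 left out HMGCL did not pass (adjusted p between 0.0548 and 0.0919).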

Overall, despite the potential increase in the flux through the citric acid cycle, thanks to the supply of acetyl-CoA, the activation of ‘synthesis and degradation of ketone bodies’ suggests a saturation of the cycle’s oxidative capacity. The mammary gland of ruminants is, in fact, capable of ketogenesis even under normal/non-ketogenic conditions [41].

#### Signaling

The tissue growth observed both phenotypically [23] and at the transcription level was induced by many different, but interrelated, signaling pathways, i.e. MAPK, Hedgehog, Wnt, and Phosphatidylinositol signaling pathway. In all tissues including mammary gland, MAPK plays an important role in complex cellular programs such as proliferation, differentiation, development, transformation, and apoptosis [42]. At least three MAPK families have been characterized: extracellular signal-regulated kinase (ERK), Jun kinase (JNK/SAPK) and p38 MAPK [42]. 

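Few MAP kinase genes changed RNA level in EH parenchyma, and more fell than rose. MAPK6, an atypical kinase, rose by 0.75 ± 0.16 log2 units (adjusted p = 0.0295), and MAPK13 of the p38 family (-0.93 ± 0.20, adjusted p = 0.0296), the calcium channel CACNA1H (-0.70 ± 0.14, adjusted p = 0.0286) and the microtubule protein MAPT (-1.35 ± 0.30, adjusted p = 0.0303) fell, in 5 EH and 6 R calves. Of 62 MAPK pathway genes measured, 2 rose and 8 fell (3 and 9 adjusted over the list alone, and 3 and 5 with limma-voom) and camera did not call the list (adjusted p = 0.446). The epidermal growth factor receptor EGFR went from 9.52 ± 3.25 to 25.8 ± 7.33 CPM, while its relative ERBB2 fell by 0.74 ± 0.16 log2 units (adjusted p = 0.0296). The collagen receptor DDR2 rose by 0.81 ± 0.19 log2 units (adjusted p = 0.0329) and the macrophage receptor CSF1R rose by 0.62 ± 0.15 log2 units (adjusted p = 0.0357), and 5 of 36 receptor tyrosine kinases and ligands rose and 1 fell (4 rising and 1 falling with limma-voom, and camera did not call the list (adjusted p = 0.892)). In MFP MAP2K1, the kinase upstream of ERK, rose by 0.61 ± 0.10 log2 units (adjusted p = 0.0113) and MAPK6 rose by 0.47 ± 0.13 log2 units (adjusted p = 0.0487), of 61. Removing PAR EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 ended every PAR call here (adjusted p 0.0506 to 0.0977), and some also failed without EH replicate 22 or R replicate 15. MAP2K1 passed with any 1 library left out, while MAPK6 did not pass without MFP EH replicate 1, 2, 4, 8 or 11 or R replicate 3, 5, 7, 9 or 10, with adjusted p up to 0.122.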

When feeding a higher plane of nutrition, the pattern of DEG in the pathways and the IPA up-stream regulator analysis revealed up-regulation and activation of all three families. Furthermore, the IPA up-stream regulator analysis predicted the activation of other players in these cascades (i.e., pKa, MEK, Akt; Table 3).

The classical Wnt and Hedgehog signaling pathways, both up-regulated in EH calves, have long been known to direct growth and patterning during embryonic development [43], but their activity in the development of the mammary gland was also observed postnatally [44, 45]. 

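Among Wnt genes 2 coding for secreted inhibitors fell in EH parenchyma, WIF1 (-3.61 ± 0.92, adjusted p = 0.0368) and SFRP5 (-2.59 ± 0.64, adjusted p = 0.0355), with the receptor-degrading ligase ZNRF3 (-0.39 ± 0.09, adjusted p = 0.0329), and the Wnt5 receptor ROR2 rose by 1.02 ± 0.28 log2 units (adjusted p = 0.0413), from 40.0 ± 17.8 CPM in 6 R calves to 81.2 ± 21.0 in 5 EH calves. Of 53 Wnt genes measured, 3 rose and 4 fell (4 and 4 adjusted over the list alone, and 5 and 2 with limma-voom) and camera did not call the list (adjusted p = 0.19). The balance of Wnt genes thus depends on the test. In the Hedgehog pathway the receptor and target gene PTCH1 (-0.78 ± 0.20, adjusted p = 0.0359) and DHH, a ligand of Schwann cells (-1.35 ± 0.37, adjusted p = 0.0425), fell and none rose of 15 (0 rising and 1 falling with limma-voom), and camera did not call the list (adjusted p = 0.755). Notch genes included falls of the ligand DLL1 (-1.01 ± 0.22, adjusted p = 0.0298) and the target HEY2 (-1.97 ± 0.42, adjusted p = 0.0296), 4 falling and 1 rising of 23 (2 rising and 3 falling with limma-voom, and camera did not call the list (adjusted p = 0.276)). In MFP none of 15 Hedgehog genes passed edgeR's test (0 stood higher and 1 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 0 and 1 by DESeq2). Of the 11 PAR libraries, leaving out EH replicate 12, 14 or 18 or R replicate 13 or 20 ended these calls, at adjusted p of 0.0504 to 0.112, and some also failed without EH replicate 21 or 22 or R replicate 15 or 17. WIF1, SFRP5 and DHH did not pass with limma-voom (adjusted p up to 0.106).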

The activation of ‘Phosphatidylinositol signaling pathway’ in EH calves, together with the predicted activation of the PI3K complex and Akt group by IPA, underscore the influence of the PI3K/Akt cascade in the regulation of cell proliferation and differentiation. Akt integrates a plethora of extracellular signals to generate diverse outcomes, including proliferation, motility, growth, glucose homeostasis, survival, and cell death [46].

It is likely that many transcription factors (**TF**), or transcription regulators, at the end of these signaling cascades were activated. Despite not having measured the activation of specific TF directly in our experiment, bioinformatics analysis allowed us to predict activation of eight TF, all possible down-stream targets of one or more of the three cascades. Each has a role in cell proliferation and differentiation, and mammary gland development: EGR1 [47], FOXM1 [48], MYC [49], NFKB1 [50], NOTCH1 [51], SMAD2 and SMAD3 [52], and SP1 [53].

The DIA and the IPA up-stream regulator analysis revealed a spectrum of possible hormones, growth factors, and endogenous chemicals that could have acted as systemic or local mediators of responses linked to the EH MR (e.g., insulin and GH-IGF-1 axis, GnRH, androgen, ANG, EGF, FGF2, NRG1, hyaluronic acid, and tretinoin). A complete discussion of their role and involvement in mediating the nutritional effect of an EH MR can be found in Additional file 5.

### Mammary fat pad

Mammary fat pad is essential for development of the secretory epithelium, providing signals that mediate ductal morphogenesis and, probably, alveolar differentiation [54]. As for all other adipose depots of the animal, the adipocytes residing in the MFP are very sensitive to nutritional changes [55]. In the current study, the mass of the MFP increased 5.9-fold when feeding an EH MR [23]. Opposite to PAR, which usually grows via hyperplasia (increasing cell number though proliferation) instead of hypertrophy (increasing cell dimension), the mass of MFP is controlled by a balance of hyperplasia and hypertrophy, due to the presence of proliferating pre-adipocytes and mature adipocytes [56, 57].

The primary stimulus of adipose tissue growth is dietary energy [58]. In the current study the difference in dietary energy supply between the two groups was substantial, as indicated by the 3-fold greater fat intake of EH vs R calves [25]. Judging by the phenotypic differences in the MFP, this stimulated both tissue hyperplasia (e.g., greater tissue DNA), and hypertrophy (e.g. greater lipid accumulation) in EH heifer calves [23]. Despite some discordance, overall, the transcriptome and bioinformatics analysis support both scenarios. The markedly greater ingestion of lipids would have led to an increase in long-chain fatty acids in the blood. The IPA analysis predicted the involvement of fatty acids and LDL (low density lipoproteins) in the observed patterns of DEG. 

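PPARD, the nuclear receptor PPAR-delta, rose by 0.39 ± 0.08 log2 units (adjusted p = 0.0199) in EH fat pad, from 29.9 ± 2.86 CPM in 6 R calves to 39.2 ± 0.963 in 5 EH calves. Its target ANGPTL4, an inhibitor of lipoprotein lipase, rose by 1.19 ± 0.30 log2 units (adjusted p = 0.0359) and malic enzyme ME1, which supplies NADPH, rose by 1.27 ± 0.34 log2 units (adjusted p = 0.0461). The fatty acid carrier FABP4 (1.16 ± 0.40, adjusted p = 0.0979) and lipoprotein lipase LPL (0.97 ± 0.46, adjusted p = 0.207) stood higher in EH without passing and adiponectin ADIPOQ was at -0.15 ± 0.40, adjusted p = 0.853. Of 31 PPAR targets and adipogenic factors measured, 4 rose and none fell (9 and 1 adjusted over the list alone, and 4 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.000616, or 0.524 with an estimated correlation, and not called by fry). Of 25 adipocyte markers PLIN4 rose alone (1 over the list alone, 1 rising and 0 falling with limma-voom, median 0.44), and camera placed the list higher (adjusted p = 0.00142, or 0.669 with an estimated correlation, and not called by fry or without R replicates 6 and 7, chosen after seeing the data). Without R replicates 6 and 7, a choice made after seeing the data, camera's value for adipocytes was 0.158, and these libraries had the highest luminal epithelium markers in MFP. PPARD, ANGPTL4 and ME1 did not pass without MFP EH replicate 1 or 4, and some not without EH replicate 2 or 11 or R replicate 3, 5, 6 or 9, with adjusted p up to 0.123.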

Fatty acids stimulate preadipocyte proliferation through PPAR-δ (up-regulated in EH vs R) [59], while LPL stimulates adipocyte differentiation and maturation [60]. The activation of preadipocyte proliferation in the EH calf MFP was also supported by the activation of the ‘Insulin signaling pathway’ [61] and nucleotide metabolism (purine and pyrimidine). 

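In the insulin list, liver-type glycogen synthase GYS2 rose by 3.02 ± 0.63 log2 units (adjusted p = 0.0193) in EH fat pad, from 0.714 ± 0.773 CPM in 6 R calves to 5.72 ± 3.52 in 5 EH calves, and MAP2K1 rose with it. These were the only 2 of 50 to pass (3 rising and 0 falling with limma-voom), and camera did not call the list (adjusted p = 0.616). Glycogenin GYG1, which primes glycogen, rose by 0.84 ± 0.12 log2 units (adjusted p = 0.0112) and the pyrophosphatase ENPP1, which binds the insulin receptor, rose by 0.66 ± 0.14 log2 units (adjusted p = 0.022), 3 rising of 20 glycogen genes with none falling (3 rising and 0 falling with limma-voom), and camera placed the list higher (adjusted p = 0.0352, or 0.208 with an estimated correlation, and up to 0.0609 without R replicate 7 or 9, and not called with limma-voom, on genes above a mean of 5 CPM or without R replicates 6 and 7, chosen after seeing the data). In nucleotide synthesis IMPDH2, the step to guanine nucleotides, fell by 0.58 ± 0.09 log2 units (adjusted p = 0.0113), the ribonucleotide reductase subunit RRM2B fell by 1.15 ± 0.30 log2 units (adjusted p = 0.0415), and adenosine deaminase ADA rose by 0.68 ± 0.16 log2 units (adjusted p = 0.0285). Of 38 purine and pyrimidine genes measured, 1 rose and 2 fell (2 and 2 adjusted over the list alone, and 1 and 1 with limma-voom), and camera did not call the list (adjusted p = 0.427). The calls for GYG1 and IMPDH2 held with each of the 11 libraries left out in turn, while GYS2, ENPP1, RRM2B and ADA did not pass without MFP EH replicate 1, and some not without EH replicate 2, 4 or 11 or R replicate 3, 5, 7 or 10, with adjusted p up to 0.104. RRM2B did not pass with limma-voom (adjusted p = 0.0573).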

The IPA predicted activation of AGT [62, 63], PPGF BB [64], TNF [63], and F2 and VEGFA [65, 66], all signaling molecules that have been shown to stimulate this process.

Prior to actively accumulating lipid, the pre-adipocyte must differentiate and mature into adipocytes. Several molecules, besides LDL, that induce and enhance this process were predicted to be activated in EH calves: Pkc(s) [67], Creb (CREB1 in particular in our results) [68, 69], GH1 [70], FGF2 [71], PDGF BB [64], and PPARG [72]. Furthermore, the TF SMAD7, which blocks premature differentiation [73], was predicted to be inhibited in response to the EH MR, and Wnt and the ‘Wnt signaling pathway’, a cascade known to inhibit commitment to the adipogenic lineage and adipogenesis [74] and to be downregulated by PPARγ [75], were predicted to be down-regulated.

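In EH fat pad the Wnt receptor FZD1 (-0.81 ± 0.14, adjusted p = 0.0113) and ligand WNT6 (-1.59 ± 0.32, adjusted p = 0.018) fell, and so did SFRP1, an inhibitor of Wnt (-1.85 ± 0.43, adjusted p = 0.0275), FZD1 from 44.4 ± 8.90 CPM in 6 R calves to 25.3 ± 2.94 in 5 EH calves. Of 54 Wnt genes measured, none rose and 3 fell (1 and 4 adjusted over the list alone, and 0 and 2 with limma-voom), with a median log2 fold change of -0.02, and camera did not call the list (adjusted p = 0.676). Of TGF-beta and BMP genes LTBP2 (1.69 ± 0.31, adjusted p = 0.0132) and the receptor BMPR2 (0.33 ± 0.09, adjusted p = 0.048) rose with TGFB1, 3 rising and none falling of 38 (4 over the list alone, and 2 rising and 0 falling with limma-voom), and camera placed the list higher (adjusted p = 0.0288, or 0.632 with an estimated correlation, and up to 0.101 without EH replicate 8 or R replicate 3 or 10, and not called by fry). The Notch target HEYL rose by 1.22 ± 0.21 log2 units (adjusted p = 0.0113) and the coactivator MAML3 fell by 0.92 ± 0.20 log2 units (adjusted p = 0.0213). FZD1, LTBP2 and HEYL passed with any 1 library left out, while WNT6, SFRP1, BMPR2 and MAML3 did not pass without MFP EH replicate 1 or 4, and some not without EH replicate 2, 8 or 11 or R replicate 3, 5, 6 or 10, with adjusted p up to 0.126. SFRP1 and BMPR2 did not pass with limma-voom (adjusted p up to 0.0505).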

Once the adipocytes have matured, their metabolism shifts to that of typical adipose tissue, accumulating lipids in their droplets and releasing them when needed [56]. When fed an EH MR, the lipid content of the MFP increased ~ 6 fold [23]. This accumulation was mainly due to storage of excess dietary lipid from long-chain fatty acid uptake, or because of intracellular metabolism of the fatty acids such as desaturation as indicated by the activation of ‘Biosynthesis of unsaturated fatty acids’ pathway. 

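The desaturase family gene FADS3 rose by 1.52 ± 0.18 log2 units (adjusted p = 0.00613) in EH fat pad, from 8.75 ± 2.32 CPM in 6 R calves to 25.1 ± 3.99 in 5 EH calves, whereas fatty acid synthase FASN (0.84 ± 0.54, adjusted p = 0.35) and its regulator THRSP (1.86 ± 0.84, adjusted p = 0.186) did not pass. Of 25 genes of fatty acid synthesis and desaturation measured, 2 rose and none fell (3 and 2 adjusted over the list alone, and 2 and 0 with limma-voom), and camera did not call the list (adjusted p = 0.0944). PLIN4 was the only 1 of 26 triglyceride and lipid droplet genes to pass (1 rising and 0 falling with limma-voom), with PLIN1 at 0.59 ± 0.57, adjusted p = 0.546 and CIDEC at 0.57 ± 0.52, adjusted p = 0.523, the most abundant of them, and camera placed the list higher (adjusted p = 0.0453, or 0.755 with an estimated correlation, and up to 0.325 without EH replicate 8 or 11 or R replicate 5, 6, 7 or 9, and not called with unstranded counts, with limma-voom, on genes above a mean of 5 CPM, by fry or without R replicates 6 and 7, chosen after seeing the data). EdgeR kept the MFP call for FADS3 with any 1 library left out.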

Previous data [76] showed no effect of pre-weaning plane of nutrition on blood insulin concentration, but the accumulation of lipids in the current study was probably driven by the activation of the insulin cascade, as suggested by the up-regulation of the ‘Insulin signaling pathway’. Further discussion on the MPF lipid and energy metabolism can be found in Additional file 5.

### The mammary gland as an organ: Tissues interaction and cross-talk

The transcriptome analysis of both PAR and MFP provided great insights on the effect of pre-weaning nutrition in pre-pubertal mammary development. However, despite gaining a holistic perspective on each of its component, the same perspective is lost when considering the mammary gland as a whole organ. In fact, the two tissues are not separate entities, rather collaborative players in the development of the gland. The PAR expansion is of primary interest for the producer in the context of maximizing future milk production. However, the MFP plays a fundamental role in PAR development [77]. In fact, the MFP, together with its various constituents, facilitates many functions of the gland: (i) it houses a vascular and lymphatic system, (ii) it provides a three-dimensional matrix for growth and expansion of the PAR, and (iii) it functions as a local site for hormone action, the provision of lipids, and growth factor synthesis [77].

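In EH fat pad the collagens COL5A3 (1.28 ± 0.24, adjusted p = 0.0132), COL6A3 (1.21 ± 0.29, adjusted p = 0.0302) and COL15A1 (0.75 ± 0.20, adjusted p = 0.0423), nidogen NID2 of basement membrane (0.86 ± 0.16, adjusted p = 0.0135), and the proteases ADAM9 (0.75 ± 0.14, adjusted p = 0.0143), ADAMTS4 (2.10 ± 0.43, adjusted p = 0.0181) and MMP15 (0.97 ± 0.24, adjusted p = 0.0335) rose, while COL7A1 (-0.63 ± 0.15, adjusted p = 0.0311) and agrin AGRN (-0.53 ± 0.12, adjusted p = 0.0276) fell, in 5 EH against 6 R calves. Of 36 collagens measured, 3 rose and 1 fell (5 and 1 adjusted over the list alone, and 3 and 1 with limma-voom), and camera placed the list higher (adjusted p = 0.0471, or 0.755 with an estimated correlation, and up to 0.155 without EH replicate 1, 2, 4 or 11 or R replicate 3, 5, 7 or 10, and not called with limma-voom or by fry). Of 42 matrix glycoproteins measured, 2 rose and 1 fell (12 and 2 adjusted over the list alone, and 4 and 1 with limma-voom), and camera placed the list higher (adjusted p = 2.13e-05, or 0.413 with an estimated correlation). Of 34 matrix proteases and inhibitors measured, 3 rose and none fell (4 and 0 adjusted over the list alone, and 3 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.00142, or 0.345 with an estimated correlation). The progenitor marker PI16 rose by 1.67 ± 0.45 log2 units (adjusted p = 0.0477). Of 23 fibroblast and progenitor markers measured, 1 rose and none fell (0 and 0 adjusted over the list alone, and 0 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.00365, or 0.632 with an estimated correlation, and not called by fry). Of 14 skeletal muscle genes measured, none rose and 1 fell (0 and 5 adjusted over the list alone, and 0 and 1 with limma-voom), the fall being that of CAV3, and camera placed the list lower (adjusted p = 0.0365, or 0.413 with an estimated correlation, and up to 0.134 without EH replicate 8 or R replicate 9, and not called with limma-voom). COL5A3, NID2, ADAM9 and ADAMTS4 passed with any 1 library left out, while COL6A3, COL15A1, MMP15, COL7A1, AGRN and PI16 did not pass without MFP EH replicate 1 or 4 or R replicate 5, and some not without EH replicate 2, 8 or 11 or R replicate 3, 6, 7, 9 or 10, with adjusted p up to 0.111. PI16 did not pass with limma-voom (adjusted p = 0.0548).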

Regarding growth factors potentially released, the MFP from EH heifers tended to secrete more IGF-1 (1.4x; FDR = 0.11), IGFALS (1.7x; FDR = 0.04), FGF-1 (1.8x, FDR = 0.09), and FGF-2 (1.3x; FDR = 0.09). Of these, only FGF-2, a confirmed mitogen in bovine mammary gland [77], was predicted to be activated by the IPA analysis in both PAR and MFP. 

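Acidic fibroblast growth factor FGF1 rose by 2.05 ± 0.48 log2 units (adjusted p = 0.0283) in EH fat pad, from 7.00 ± 2.39 CPM in 6 R calves to 29.1 ± 23.1 in 5 EH calves. FGF2 (0.76 ± 0.25, adjusted p = 0.0801), IGF1 (0.79 ± 0.34, adjusted p = 0.17) and IGFALS, which holds IGF in its serum complex (1.27 ± 0.41, adjusted p = 0.0769), stood higher in EH without passing. None of 26 genes of the growth hormone and IGF axis passed edgeR's test in MFP (3 stood higher and 2 lower at unadjusted p under 0.05, with 1 and 0 called by limma-voom and 2 and 0 by DESeq2), and camera did not call the list (adjusted p = 0.868). RNA was measured, and secretion was not. FGF1 did not pass without MFP EH replicate 1 or 4 or R replicate 3, 5 or 10, with adjusted p up to 0.0813. FGF1 did not pass with limma-voom (adjusted p = 0.0908).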

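In parenchyma IGFBP2, a binding protein of IGFs, had a log2 fold change of 1.55 ± 0.65 (adjusted p = 0.119), with 63.0 ± 31.2 CPM in 5 EH calves and 21.6 ± 21.4 in 6 R calves, and IGF1 had a log2 fold change of 0.95 ± 0.36 (adjusted p = 0.0867). The protease PAPPA, which frees IGF from its binding proteins, rose by 1.24 ± 0.36 log2 units (adjusted p = 0.0472), and IGF2, at 8294 ± 2018 and 5090 ± 2160 CPM, had 0.70 ± 0.29, adjusted p = 0.113. IGFBP3 was at -0.48 ± 0.31, adjusted p = 0.292. Of 26 genes of the growth hormone and IGF axis measured, 3 rose and none fell (3 and 1 adjusted over the list alone, and 2 and 0 with limma-voom), and camera did not call the list (adjusted p = 0.842). IGFBP2 did not pass the interaction test (1.18 ± 0.88, adjusted p = 0.473, or 0.143 with calf as a block). The change in PAPPA did not pass without EH replicate 12, 14, 18 or 21 or R replicate 13, 15, 17 or 20, where adjusted p lay between 0.0522 and 0.125. PAPPA did not pass with limma-voom (adjusted p = 0.053).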

Despite IGF-1 not being predicted to be involved in the observed changes in PAR due to EH MR, the up-regulation of its binding proteins IGFALS and IGFBP2, in MFP and PAR, respectively, suggests a possible prolonged effect that might have contributed to the enhanced mammary gland development in EH heifer calves.

#### Immune cell involvement

Recent studies have illustrated the importance of immune cells and their mediators during the various stages of mammary gland development [78].

Information about the involvement of immune cells in mammary development using non-ruminant models has been extensively reviewed elsewhere [78]. In these models, immune cells such as eosinophils, mast cells, macrophages and T-cell occupy unique sites during the various stages of mammary gland development where they contribute to a diversity of effector functions. Bovine specific data [79] suggest these cells cluster closely with the terminal ductal units, clusters of ductules arising from large ducts typical of bovine, in the developing bovine mammary gland. The DIA ‘Immune system’ category, and the IPA canonical pathways (Fig. 6), upstream regulator analysis (Tables 3 and 4), and immune-specific networks (Figs. 7, 8, 9, 10) displayed a substantial involvement of immune-related functions in both tissues. As it is hard to precicely separate the PAR from its surrounding stroma, it is not surprising that expression of immune cell markers for all aformentioned cell-types were detected in both MFP and PAR: *CD4* and *CD32* (general immune cells marker), *CD68* (macrophage), *CD301* (M2-macrophage), *EMR1* (eosinophil), and *FCER1G* (mast cell). Furthermore, *CD11d* (M1-macrophage), *FCER1A* (mast cell), and *CXCR3* (Th1 T cell) were expressed in PAR only. 

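In PAR the T helper receptor CD4 rose by 0.96 ± 0.20 log2 units (adjusted p = 0.0295), from 3.64 ± 0.927 CPM in 6 R calves to 7.08 ± 1.15 in 5 EH calves, and in MFP it had a log2 fold change of -0.43 ± 0.30 (adjusted p = 0.391). FCER1G, a signal chain of Fc receptors on mast cells and phagocytes, rose by 0.51 ± 0.14 log2 units (adjusted p = 0.0433) in PAR and had a log2 fold change of 0.43 ± 0.14 (adjusted p = 0.0828) in MFP. CLEC10A, which encodes CD301, was rare, with -0.29 ± 0.39, adjusted p = 0.612 in PAR and 0.92 ± 0.30, adjusted p = 0.0838 in MFP. ADGRE1, the gene called EMR1 in the paper, has no match among the counted genes. Markers of luminal epithelium within MFP were highest in R replicates 6 and 7 (EPCAM 9.93 ± 1.56 CPM in EH against 22.2 ± 14.2 in R). In PAR the luminal genes CLDN4 (-0.93 ± 0.18, adjusted p = 0.0285), TFAP2A (-0.65 ± 0.14, adjusted p = 0.0297) and PIGR, which carries antibodies into milk (-1.51 ± 0.41, adjusted p = 0.0418), fell. Of 29 luminal markers measured, none rose and 4 fell (0 and 4 adjusted over the list alone, and 0 and 4 with limma-voom), and camera placed the list lower (adjusted p = 0.0299, or 0.873 with an estimated correlation, and up to 0.279 without EH replicate 18 or 21 or R replicate 13, 15 or 19, and not called by fry). Each of these PAR calls was lost when EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 was left out (adjusted p 0.0504 to 0.114), and some also failed without EH replicate 21 or 22 or R replicate 15 or 16.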

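FCER1A, the IgE-binding chain, rose by 1.42 ± 0.35 log2 units (adjusted p = 0.0354) in PAR, from 0.915 ± 0.376 CPM in 6 R calves to 2.45 ± 1.01 in 5 EH calves, and in MFP averaged 0.446 CPM with none of 11 libraries above 1. CXCR3 (0.85 ± 0.27, adjusted p = 0.0569) had 1.71 ± 0.259 CPM in EH and 0.945 ± 0.311 in R parenchyma and averaged 0.236 CPM in MFP. ITGAD, which encodes CD11d, was counted in both tissues, with 0.67 ± 0.45, adjusted p = 0.3 in PAR and 1.08 ± 0.42, adjusted p = 0.136 in MFP. The MFP values of FCER1A and CXCR3 lie below the filter of 1 CPM, and reads of each were found in all 11 libraries. Without PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20 FCER1A no longer passed, with adjusted p from 0.0595 to 0.0916.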

Their expression not only confirms the previously determined involvement of immune cells in dairy cow mammary gland development [79], but results indicated an effect of plane of nutrition on immune cell quantity within each tissue.

According to a model based on non-ruminant species [78], mast cells first localize to the stromal regions surrounding the terminal end buds (TEB), bulb-shaped structures that direct the growth of the ducts throughout the rest of the fat pad. Next, macrophages are recruited and migrate and localize to the neck of TEBs, and lastly, eosinophils are recruited to the head of TEBs. Bovine specific data confirm the recuitment of eosinophils at latter stage of early development, while no clear priority between macrophages and mast cells seemed to emerge [79]. As previously shown by differences in marker expression (*FCER1A* and *FCER1G*), a greater number of mast cells can be hypothesized to reside both in the MFP and around the ducts in the PAR of EH calves. 

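Mast cell markers did not move together in EH parenchyma. FCER1A rose and GATA2, a factor of mast cells and of endothelium, fell by 1.66 ± 0.40 log2 units (adjusted p = 0.0344), from 25.4 ± 14.1 CPM in 6 R calves to 8.03 ± 2.95 in 5 EH calves, while the receptor KIT had a log2 fold change of -0.87 ± 0.37 (adjusted p = 0.126). FCER1A and GATA2 were the only 2 of 8 to pass (1 rising and 0 falling with limma-voom), and camera did not call the list (adjusted p = 0.94). Tryptase TPSB2, given below, stood higher in EH parenchyma without passing. In MFP none of 7 passed edgeR's test (0 stood higher and 0 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 0 and 0 by DESeq2), with carboxypeptidase CPA3 at 0.48 ± 0.37, adjusted p = 0.448 and MS4A2 at 0.45 ± 0.48, adjusted p = 0.587. FCER1G is expressed by macrophages too, whose markers were higher. GATA2 did not pass without PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20, like most PAR calls. Adjusted p was then 0.0585 to 0.0977. GATA2 did not pass with limma-voom (adjusted p = 0.0507).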

The absence of mast cells was shown to reduce TEBs and number of ducts, and ductal length in mouse, suggesting a fundamental role of this immune cell type in mammary gland development [80]. The mechanism of action is still unclear, but mediators contained in their granules, such as histamine, and serine proteases and their activating enzyme DPPI (dipeptidyl peptidase I), seem to be involved [80]. Bioinformatics analysis indicated that histamine synthesis might have been enhanced in PAR of EH calves, supporting the role of mast cells in the mediation of the greater mammary gland mass in these calves. 

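Tryptase TPSB2, stored in mast cell granules, had a log2 fold change of 1.29 ± 0.47 (adjusted p = 0.0827) in PAR, with 42.3 ± 14.0 CPM in 5 EH calves and 17.3 ± 11.8 in 6 R calves, and had a log2 fold change of 0.49 ± 0.33 (adjusted p = 0.376) in MFP. Histidine decarboxylase HDC, which makes histamine, had a log2 fold change of 0.22 ± 0.44 (adjusted p = 0.74) in PAR and had a log2 fold change of 0.35 ± 0.35 (adjusted p = 0.562) in MFP, at 1.05 ± 0.381 and 3.11 ± 0.761 CPM in EH. The p values are those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With limma-voom TPSB2 in PAR had adjusted p = 0.0512.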

Furtermore, the mast cell specific triptase beta 2 (a serine protease) was upregulated (1.8x, FDR = 0.05) in PAR of EH heifer calves.

Together with mast cell, macrophages seem to be the primary immune cell type recruited to the bovine mammary gland [79]. *CD68* expression suggested a higher amount in both the MFP and PAR of EH calves, with a tendency for a greater population of anti-inflammatory M2 macrophages in the MFP. 

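Macrophage markers were higher in EH calves in both tissues. In PAR CD68 rose by 1.16 ± 0.23 log2 units (adjusted p = 0.0285), with the folate receptor FOLR2 of resident macrophages (1.22 ± 0.18, adjusted p = 0.0269), the complement receptor VSIG4 (1.36 ± 0.23, adjusted p = 0.0285) and the pore protein MPEG1 (1.01 ± 0.22, adjusted p = 0.0296). In MFP CD68 rose by 1.10 ± 0.21 log2 units (adjusted p = 0.0144), from 7.43 ± 1.50 CPM in 6 R calves to 15.9 ± 4.597 in 5 EH calves, and AIF1 (0.87 ± 0.18, adjusted p = 0.0178) and the complement gene C1QA (0.56 ± 0.14, adjusted p = 0.0373) rose. Of 24 macrophage markers measured, 14 rose and none fell (20 and 1 adjusted over the list alone, and 15 and 0 with limma-voom) in PAR, and camera placed the list higher (adjusted p = 4.77e-10, or 0.663 with an estimated correlation, and not called by fry). In MFP 4 of 24 rose and none fell (19 and 0 over the list alone, and 5 rising and 0 falling with limma-voom), and camera placed the list higher (adjusted p = 2.5e-10, or 0.208 with an estimated correlation). The marker score was 0.67 log2 CPM higher in EH in each tissue (exact permutation p = 0.00216, the smallest that 462 divisions allow, and 0.08 in PAR and 0.0394 in MFP adjusted over lists). A difference in the diet effect on CD68 between tissues did not pass (0.09 ± 0.32, adjusted p = 0.916, or 0.774 with calf as a block). RNA per library does not count cells. On 10 PAR libraries, leaving out EH replicate 12, 14 or 18 or R replicate 13 or 20, CD68, FOLR2, VSIG4 and MPEG1 missed the threshold (adjusted p 0.0522 to 0.0916), and some also failed without EH replicate 22 or R replicate 15 or 17. CD68 passed with any 1 library left out, while AIF1 and C1QA did not pass without MFP EH replicate 4, and some not without EH replicate 1, 2 or 11 or R replicate 3, 5 or 7, with adjusted p up to 0.096.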

Despite being infiltrated in both tissues, the MFP seemed to be primarily responsible for their recruitment. 

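In parenchyma the membrane chemokine CX3CL1 had -0.18 ± 0.18, adjusted p = 0.49 and 45.8 ± 11.7 CPM in 5 EH calves against 52.1 ± 11.2 in 6 R calves, and in MFP 0.62 ± 0.18, adjusted p = 0.0554 with 63.5 ± 8.88 against 41.4 ± 9.92. The monocyte chemokine CCL2 had 1.74 ± 0.70, adjusted p = 0.146 in MFP, with 25.7 ± 23.9 CPM in EH and 7.71 ± 7.95 in R, and 0.28 ± 0.40, adjusted p = 0.631 in PAR. Neither passed in either tissue by edgeR's quasi-likelihood test, and limma-voom gave CX3CL1 in MFP an adjusted p of 0.0556. The interaction test gave -0.77 ± 0.27, adjusted p = 0.106 for CX3CL1 and -1.42 ± 0.86, adjusted p = 0.369 for CCL2, as PAR minus MFP. With calf as a block CX3CL1 passed (adjusted p = 0.0375) and CCL2 did not (adjusted p = 0.296).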

In fact, no changes in the chemokines *CCL2* and *CX3CL1* were detected in PAR, while they were upregulated (*CCL2*, 1.9x, FDR = 0.12; *CXC3CL1*, 1.3x, FDR = 0.05) in MFP of EH heifer calves.

In mice, once recruited by the MFP, macrophages move closer to the neck of the TEBs following the PAR signal through CSF1 (Colony stimulating factor-1), a key player in macrophage proliferation and survival [81]. Here they stimulate ductal elongation through reorganization of surrounding collagen [78]. Indeed, feeding the EH MR increased *CSF1* expression in the MFP (1.4x, FDR = 0.01), but not in the PAR, and this molecule was predicted to be part of the tissue cross-talk network as an MFP signal to the PAR. 

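CSF1 RNA was 93.1 ± 16.1 CPM in fat pad of 5 EH calves and 50.2 ± 10.5 in 6 R calves, and 49.0 ± 5.96 and 50.2 ± 5.08 CPM in their parenchyma (-0.04 ± 0.10, adjusted p = 0.827). The diet effect differed between the tissues in edgeR's interaction test (-0.90 ± 0.20, adjusted p = 0.0203, PAR minus MFP). Its receptor CSF1R rose in PAR. In the fat pad the elastin gene and FCGR2A, an Fc receptor of macrophages, separated the diets in every calf, as CSF1 did. In the paper's cross-talk network CSF1 is a signal from MFP to PAR.

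**Figure D4:**
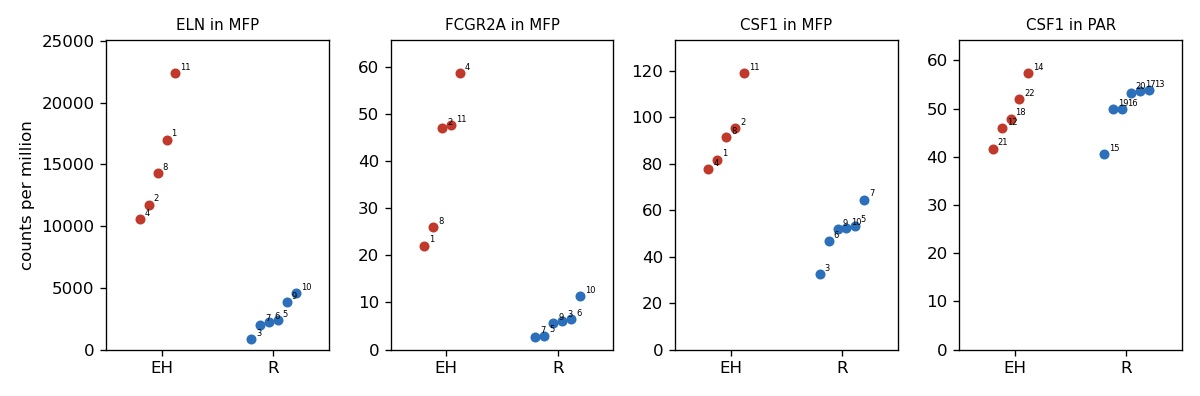
CPM of ELN, FCGR2A and CSF1 in MFP and of CSF1 in PAR for each library, numbered by replicate.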

Despite parenchymal tissue being extraneous to the recruitment of monocytes to the mammary gland, EH feeding increases PAR expression of *CXCL10* (C-X-C Motif Chemokine Ligand 10), a chemokine able to recruit monocytes [82]. 

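CXCL10 was at 110 ± 21.0 CPM in parenchyma of 5 EH calves and 44.7 ± 40.1 in 6 R calves, which did not pass with edgeR and passed with limma-voom (adjusted p = 0.0389). The interferon-induced CXCL9 rose from 1.85 ± 1.27 to 11.3 ± 4.56 CPM and was fully separated between the diets. The immune adhesion gene VCAM1 rose, and SELP of activated endothelium fell by 1.32 ± 0.34 log2 units (adjusted p = 0.0378). NFKBIZ fell by 0.94 ± 0.26 log2 units (adjusted p = 0.0425), and 3 rose and 2 fell of 27 inflammatory and NF-kB genes (5 rising and 1 falling with limma-voom, and camera did not call the list (adjusted p = 0.941)). Among phagocytes, the neutrophil genes PADI4 (2.70 ± 0.42, adjusted p = 0.0269) and CXCR2 (1.71 ± 0.47, adjusted p = 0.0413) rose, and CD86 of dendritic cells (0.84 ± 0.24, adjusted p = 0.0475) and CD14 of monocytes (0.91 ± 0.24, adjusted p = 0.0381). Of 14 neutrophil markers measured, 5 rose and none fell (9 and 0 adjusted over the list alone, and 6 and 0 with limma-voom), and camera placed the list higher (adjusted p = 2.19e-05, or 0.663 with an estimated correlation, and not called by fry). Of 13 dendritic cell markers measured, 3 rose and none fell (6 and 0 adjusted over the list alone, and 2 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.0143, or 0.663 with an estimated correlation, and up to 0.0676 without EH replicate 22, and not called without a low-count filter, by fry or without R replicates 17 and 20, chosen after seeing the data). Of 34 phagosome genes measured, 7 rose and none fell (13 and 1 adjusted over the list alone, and 7 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.0135, or 0.663 with an estimated correlation, and up to 0.0676 without EH replicate 22, and not called by fry). With PAR EH replicate 12 or 14 or R replicate 13 or 20 left out these PAR genes did not pass. Some also failed without EH replicate 18, 21 or 22 or R replicate 15, 16 or 17. Over all these losses adjusted p was 0.051 to 0.122. SELP and CD86 did not pass with limma-voom (adjusted p up to 0.0637).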

As suggested by the generated tissue crosstalk network, this molecule could have affected the MFP, enhancing monocyte recruitment in the surrounding tissue, or could have worked as a local attractant in the PAR to enhance the migration of macrophages from the MFP to the PAR.

Lastly, as previously reported [79], the recruitment of eosinophils to the mammary gland can also be hypothesized in the current animals. In fact, in the MFP, but not in PAR, we were able to detect the expression of *EMR1*, an eosinophil marker. Despite the lack of difference due to plane of nutrition in the expression of this marker, the MFP of EH calves had an upregulation of eotaxin *CCL24* (1.2x, FDR = 0.05), an eosinophil chemoattractant. Furthermore, the IPA predicted the activation of IL5 in the MFP of EH calves. 

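The eotaxin CCL24 had a log2 fold change of 0.61 ± 0.23 (adjusted p = 0.125) in fat pad, at 13.3 ± 1.32 CPM in 5 EH calves and 8.74 ± 3.84 in 6 R calves. In parenchyma the related eotaxin CCL26 went the other way, from 5.97 ± 5.68 CPM in R to 1.14 ± 0.381 in EH. The value for CCL24 is edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and limma-voom gave 0.0539.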

IL5 is a potent eosinophil chemoattractant, which can also increase their activity. In mice lacking either eotaxins or IL5, TEB numbers and ductal branching were impaired [83, 84]. Together with macrophages, eosinophils are a source of TGFβ, a growth factor that not only was predicted to be activated by the IPA in both MFP and PAR, but also was predicted to participate in the crosstalk between MFP and PAR in EH calves. TGFβ might be the primary mediator of eosinophil action on mammary development. This growth factor has an important role in coordinating patterning and growth of the mammary ductal tree, reducing excessive elongation of the single ducts, favoring instead the formation of a complex 3D structure [85]. Besides TGFβ, eosinophils can also release epidermal growth factor (EGF), which supports epithelial cell maintenance during processes of tissue development, repair, and remodeling [78]. EGF was among the predicted activated growth factors involved in the PAR response to an EH MR.

Signs of T-cell infiltration were observed in both PAR and MFP, but differences between nutritional groups were observed only in the PAR, as EH calves had greater expression of *CXCL9*, a T-cell chemoattractant, and *CD3* (subunits ε, 1.3x, FDR = 0.05; and γ, 1.4x, FDR = 0.04), a marker of the T-cell lineage. 

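T cell RNAs were higher in EH parenchyma. CD8B of cytotoxic cells (1.27 ± 0.24, adjusted p = 0.0285), the adhesion receptor CD2 (0.85 ± 0.20, adjusted p = 0.032) and CD5 (1.13 ± 0.31, adjusted p = 0.0421) rose, and the CD3 chains CD3E (0.64 ± 0.20, adjusted p = 0.0542) and CD3G (0.79 ± 0.26, adjusted p = 0.0616) stood higher without passing, CD3G at 7.01 ± 2.02 CPM in 5 EH calves and 4.06 ± 1.25 in 6 R calves. Of 27 T and NK cell markers measured, 6 rose and none fell (17 and 0 adjusted over the list alone, and 8 and 0 with limma-voom) in PAR, with a median log2 fold change of 0.74, and camera placed the list higher (adjusted p = 1.57e-07, or 0.663 with an estimated correlation, and not called by fry). In MFP the median was 0.27 and IL2RB had the lowest adjusted p (0.75 ± 0.26, adjusted p = 0.0962). The interaction test, PAR minus MFP, gave 0.28 ± 0.35, adjusted p = 0.698 for CD3E, 0.64 ± 0.32, adjusted p = 0.265 for CD2 and 0.51 ± 0.47, adjusted p = 0.58 for CD8B, none of which passed, nor did they with calf as a block (adjusted p = 0.629, 0.223 and 0.495). B cell markers stood higher in PAR as a list (median 0.74), with none of 14 passing edgeR's test (4 stood higher and 0 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 2 and 0 by DESeq2), and camera placed the list higher (adjusted p = 0.0299, or 0.832 with an estimated correlation, and up to 0.153 without EH replicate 18, 21 or 22 or R replicate 17 or 19, and not called by fry or without R replicates 17 and 20, chosen after seeing the data). Removing PAR EH replicate 12, 14 or 18 or R replicate 13, 17 or 20 ended the calls for CD8B, CD2 and CD5 (adjusted p 0.0544 to 0.107), and some also failed without EH replicate 22 or R replicate 15.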

T helper cell 1 (Th1) cytokines, including IL-2 and interferon-γ (IFNγ), are responsible for directing cell-mediated immunity, including activation of macrophages, while T helper cell 2 (Th2) cytokines such as IL-4, IL-5, IL-6, IL-10, and IL-13 are involved in processes such as matrix deposition and tissue remodeling, all functions needed for mammary gland development [78]. Among these, IL-2, IL-4, IL-5, and INFγ all were predicted to be activated by the IPA, suggesting a role of T-cells in the immune-cell mediated development of the mammary gland induced by an EH MR. Their putative action in the current study was mainly as recruiter and enhancer of the activity of other immune cell types.

## Conclusions

The current bioinformatics analyses of the transcriptome highlight the physiological pathways and signaling cascades that mediate the heifer response to an enhanced MR plane of nutrition in the pre-weaning period. Furthermore, they suggest an increased degree of cross-talk between PAR tissue and the surrounding MFP, with the latter increasing the local release of mammogenic signals and orchestrating the infiltration of immune cells with key roles in the development of the mammary gland.

In light of the current and previous results, enhancing nutrient intake in the pre-weaning period of Holstein heifer calves appears to be a feasible strategy to stimulate mammary development prior to onset of first lactation. Future studies will need to assess lactation performance of calves fed an accelerate milk replacer prior to weaning.

## Additional files

Additional file 1: Complete details of the protocols used for library preparation, primer design and sequences, and qPCR analysis and performance.

Additional file 2: Summary of read counts per sample and details of the alignment procedure performed with the STAR 2.5.1b package

Additional file 3: Complete result datasets generated by the DIA analysis. The KEGG pathways are sorted by category and subcategory. Blue bars represent the Impact along the transition period, while red and green bars show the Direction of the Impact (red = upregulation, green = downregulation).

Additional file 4: Complete list of genes considered in the development of the tissue cross-talk networks between mammary fat pad and parenchyma.

Additional file 5: Extended discussion on Parenchymal metabolism and molecular signaling, and Fat Pad lipid and energy metabolism.

## Abbreviations

ADF: Acid detergent fiber
AGT: Angiotensinogen
Akt: protein kinase B
ANGPT2: Angiopoietin 2
AR: Androgen receptor
BW: Body weight;
CD11d: Cluster of differentiation 11d
CD301: Cluster of differentiation 301
CD32: Cluster of differentiation 32
CD4: Cluster of differentiation 4
CD68: Cluster of differentiation 68
CP: Crude protein
Creb: cAMP response element binding protein
CSF1: Colony stimulating factor 1
CXCL10: C-X-C motif chemokine ligand 10
CXCL5: C-X-C motif chemokine ligand 5
CXCL9: C-X-C motif chemokine ligand 9
CXCR3: C-X-C motif chemokine receptor 3
DEG: Differentially expressed genes
DIA: Dynamic impact approach
DM: Dry matter
DPPI: Dipeptidyl-peptidase I
EGF: Epidermal growth factor
EGR1: Early growth response 1
EH: Enhanced milk replacer
EMR1: EGF-like module-containing mucin-like hormone receptor-like 1
ERK: Extracellular signal-regulated kinase
F2: coagulant factor II (prothrombin)
FC: Fold change
FCER1A: Fc fragment of IgE receptor Ia
FCER1G: Fc fragment of IgE receptor Ig
FDR: False discovery rate
FGF-1: Fibroblast growth factor 1
FGF2: Fibroblast growth factor 2
FOXM1: Forkhead box M1
FSH: Follicle-stimulating hormone
GH: Growth hormone
GH1: Growth hormone 1
GnRH: Gonadotrophin releasing hormone
IGF-1: Inusulin-like growth factor
IGFALS: Insulin like growth factor binding protein acid labile subunit
IL-10: Interleukin 10
IL-13: Interleukin 13
IL1B: Interleukin 1β
IL-2: Interleukin 2
IL-4: Interleukin 4
IL-5: Interleukin 5
IL-6: Interleukin 6
INFγ: Interferon γ
IPA: Ingenuity pathway analysis
JAK/STAT: Janus kinase/signal transducer and activator of transcription
JNK/SAPK: stress-activated protein kinase/c-Jun NH(2)-terminal kinase
LDL: Low density lioprotein
MAPK: Mitogen-activated protein kinase
MFP: Mammary fat pad
MR: Milk replacer
MTG1: Mitochondrial ribosome associated GTPase 1
MYC: MYC proto-oncogene
NDF: Neutral deternget fiber
NFKB1: Nuclear factor κ B Subunit 1
NGF: Nerve growth factor
NOTCH1: Notch 1
NRG1: Neuregulin 1
PAR: mammary parenchyma
PDGF BB: Platelet-derived growth factor BB
PI3K: Phosphoinositide 3-kinase
Pkc: Protein kinase C
PPAR: Peroxisome proliferator-activated receptor
PPARG: Peroxisome proliferator-activated receptor γ.
PPP1R11: Protein phosphatase 1 regulatory inhibitor subunit 11
R: Restricted milk replacer
RPS15A: Ribosomal protein S15a
SMAD2: SMAD family member 2
SMAD3: SMAD family member 3
SP1: transcription factor Sp1
TDU: Terminal duct unit
TEB: Terminal end bud
TF: Trasncription factor
TGFB1: Transforming growth factor beta 1
TGFβ: Transforming growth factor β
Th1: Type 1 T helper
Th2: Type 2 T helper
TNF: Tumor necrosis factor
VEGFA: Vascular endothelial growth factor A

# Supplementary material for: Higher plane of nutrition pre-weaning enhances Holstein calf mammary gland development through alterations in the parenchyma and fat pad transcriptome
**Source:** BMC Genomics. 2018 Dec 11;19:900. doi: 10.1186/s12864-018-5303-8
**Supplement:** Supplementary file 1 — Complete details of the protocols used for library preparation, primer design and sequences, and qPCR analysis and performance.

**ADDITIONAL METHODS**

**RNA sequencing**

***Construction of strand-specific.*** Construction of libraries and sequencing on the Illumina HiSeq 4000 were performed at the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. Total RNAs were DNAse-treated with the RNAse-free DNase set from Qiagen and run on a Fragment Analyzer (Advanced Analytical, IA) to evaluate RNA integrity. RNAseq libraries were constructed with the TruSeq Stranded mRNA Sample Prep kit (Illumina, CA). Briefly, polyadenylated messenger RNAs (mRNAs) were enriched from 1µg of high quality DNA-free total RNA with oligodT beads. The mRNAs were chemically fragmented, annealed with a random hexamer and converted to double stranded cDNAs, which were subsequently blunt-ended, 3’-end A-tailed and ligated to unique indexes adaptors. The adaptor-ligated double-stranded cDNAs were amplified by PCR for 8 cycles with the Kapa HiFi polymerase (Kapa Biosystems, MA) to reduce the likeliness of multiple identical reads due to preferential amplification. The final libraries were quantitated with Qubit (ThermoFisher, MA) and the average library fragment length was determined on a Fragment Analyzer. The libraries were diluted to 10nM and further quantitated by qPCR on a CFX Connect Real-Time qPCR system (Biorad, Hercules, CA) for accurate pooling of the barcoded libraries and maximization of number of clusters in the flowcell.

***Sequencing of libraries in the HiSeq 4000.*** The pooled barcoded libraries were loaded on 4 lanes of an 8-lane flowcell for cluster formation and sequenced on an Illumina HiSeq 4000. The libraries were sequenced from one end of the cDNA fragments for a total of 100bp. The fastq read files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina, San Diego, CA). The quality of the resulting fastq files was evaluated with the FastQC software, which generates reports with the quality scores, base composition, k-mer, GC and N contents, sequence duplication levels and overrepresented sequences.

**Validation of Sequencing results**

***cDNA synthesis.*** A portion of the RNA was diluted to 100 ng/μL with DNase/RNase-free water for cDNA synthesis through RT-PCR. Per each sample, 4 μL of diluted RNA were mixed with 40 μL of a master mixed composed of 5 μL of Random Primers (3 μg/μL; cat#11034731001, Roche) and 45 μL of DNase/RNase-free water. The mixture was incubated at 65°C for 5 min and kept on ice for 3 min. A total of 36 μL of a second master mix, composed of 20 μL of 5X First-Strand Buffer (cat#EP0441, Thermo Scientific), 5 μL of Oligo dT18 (Custom DNA Oligo Tubes, Integrated DNA Technologies), 10 μL of 10mM dNTP mix (cat#18427-088, Invitrogen), 1.25 μL of Reverse Transcriptase (200 U/μL as final concentration, cat#EP0441, Thermo Scientific), 0.625 μL of Rnase inhibitor (200 U/μL as final concentration, cat#EO0381, Thermo Scientific), and 8.125 μL of DNase/RNase-free water, was added and samples were incubated at 25°C for 5 min, 42°C for 60 min, and 70°C for 5 min. Both reactions were performed in an Eppendorf Mastercycler Gradient. The cDNA was then diluted 1:4 with DNase/RNase-free water, prior to Quantitative Polymerase Chain Reaction (qPCR) Analysis. Prior to dilution cDNA aliquots from each sample were combined to create a pool used for primer testing and to prepare the relative standard curve used during qPCR analysis.

***Primer design and testing.*** A total of 8 genes per tissue (4 up-regulated, and 4 down-regulated) were chosen among the most differentially expressed genes (e.g., those with greatest fold change). Primer were design using the NCBI Primer-BLAST tool ( <https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi>) inputting specific mRNA accession, setting minimum and maximum product length to 100 and 150 bases, respectively, limiting the primer pair specificity to the Bos Taurus organism (taxid: 9913), and forcing an exon junction span. Other parameters were maintained as default. The design primer pairs were then subjected to testing. A mix of 8 μL of diluted cDNA pool (1:4, with DNase/RNase-free water), 10 μL of SybrGreen (Cat. 95073, Quanta Bio), and 1 μL each of the forward and reverse primer (100 uM) were incubated in an Eppendorf Mastercycler Gradient at 50°C for 2 min, 95°C for 10 min, and 40 cycles at 95°C for 15 sec followed by 1 min at 60°C. The lid was set at 100°C for the entire run. At the end of the run an aliquot of 5 μL was mixed with 2 μL of loading buffer (Cat. 8546G, Ambion) and run on a 2% agarose gel, with 0.026‰ of SybrSafe (Cat. S33102, Invitrogen). After the presence of a single band of the right dimension (depending on primer pair design) was confirmed using a BioRad Chemidoc MP imager, the PCR product was purified from the remaining 15 μL using the Qiaquick® PCR Purification kit (Cat. 28104, Qiagen), following manufacturer instruction. The purified product was then sequence via Sanger sequencer at the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. The obtained sequenced was then blasted against the bovine genome to verify primer specificity. Primer pair sequences, product size, and product sequence are reported in Table 1 and 2.

***qPCR analysis.*** Quantitative PCR was performed using 4 μL diluted cDNA combined with 6 μL of a mixture composed of 5 μL SYBR Green master mix (Cat. 95073, Quanta Bio), 0.4 μL each of 10 μM forward and reverse primers, and 0.2 μL DNase/RNase free water in a MicroAmp™ Optical 384-Well Reaction Plate (Applied Biosystems). Each sample was run in triplicate and a 7 points relative standard curve plus the non-template control were used. Standard curve was prepared from the cDNA pool with a 1:2 dilution in DNase/RNase free water to obtain the first point, and a 1:5 serial dilution to generate standard point 2 through 7. A relative quantity of 100 was assigned to the first standard point, with the following point quantity adjusted according to the used dilution. The reactions were performed in an QuantStudio™ 7 Flex System instrument using the following conditions: 2 min at 50 °C, 10 min at 95 °C, 40 cycles of 15 s at 95 °C (denaturation), and 1 min at 60 °C (annealing + extension). The presence of a single PCR product was verified by the dissociation protocol using incremental temperatures to 95 °C for 15 s plus 65 °C for 15 s. Data were calculated with the QuantStudio™ Real Time PCR Software interpolating the samples Ct with the relative standard curve, so to generate a relative mRNA abundance. The final data were normalized (e.g. samples relative mRNA abundance ÷ normalization factor) using the geometric mean of three internal control genes (ICG): *MTG1*, *PPP1R11*, and *RPS15A*.These ICG primer information are reported elsewhere [1] qPCR performances are reported in Table 3.

**REFERENCES**

1. Piantoni P, Bionaz M, Graugnard DE, Daniels KM, Akers RM, Loor JJ: **Gene expression ratio stability evaluation in prepubertal bovine mammary tissue from calves fed different milk replacers reveals novel internal controls for quantitative polymerase chain reaction.** *The Journal of Nutrition* 2008, **138**(6):1158-1164.

**Table 1.** Forward and Reverse Primer sequence use to perform qPCR analysis on the target genes chosen for validation of RNA sequencing results.

| **Gene Symbol** | **Entrez ID** | **Sequence** | **Product Length** |
| --- | --- | --- | --- |
| *Mammary Fat Pad* | | | |
| *CAV3* | 615310 | F: GCCCAGATCGTCAAGGACAT | 102 |
|  |  | R: CACGTCTTCAAAATCCACCTTCA |  |
| *ELN* | 280781 | F: CTGCCAGGTGGCTATGGACT | 103 |
|  |  | R: CCGTTGGATACCCAGCCTTG |  |
| *FCGR2A* | 782652 | F: AGTCACAGAGGCCAGTACCA | 102 |
|  |  | R: TGCTGGACCTTCATTCCCAT |  |
| *LOC781726* | 781726 | F: TCCAGTTGGAATATCCCTTTGTGA | 173 |
|  |  | R: ACAAAACTTCTGCCCCCTGAA |  |
| *PLIN4* | 107131384 | F: TGCTGCCTTCAGACAAGATGA | 127 |
|  |  | R: CCCTGGACCACACCTTTAGC |  |
| *PLPPR4* | 513388 | F: GCTTTTATTTCGTGGAGTTGCC | [126](https://www.ncbi.nlm.nih.gov/nucleotide/1387262719?report=gbwithparts) |
|  |  | R: GCATGCTAAGACTCCGGTCA |  |
| *RPRML* | 616711 | F: GCTCCTTGGGGCGATTTTTC | 118 |
|  |  | R: GTGTCCCAAGGTTGGAAGGG |  |
| *WDR66* | 536738 | F: CCCATCGGAAGGGGAGATTG | 137 |
|  |  | R: TACCGAAGGGTGGCCTATGA |  |
| *Mammary Parenchyma* | | | |
| *ABCC11* | 101909228 | F: TCTCCTACCTCACGCTGTCA | 129 |
|  |  | R: GACGAAGCCTTTTGGCGTTT |  |
| *ADAM12* | 407229 | F: AGGAAGAACTGCCATTGCGA | 108 |
|  |  | R: ACCCTGGTTATCTGCTTGCC |  |
| *ASPHD1* | 614735 | F: TGGCTCATAATGGCTCTCCC | 123 |
|  |  | R: TTCAAGGGTCTGGTGCGAAG |  |
| *LOC100335879* | 100335879 | F: GCGTTCTCTTCCCAACTGGA | 112 |
|  |  | R: AGCTTGCACTCTTCGCTCTT |  |
| *MPZ* | 539462 | F: GGACTATGGTGACAACGGCA | 114 |
|  |  | R: CCGTACCTCGTAGGCACTTT |  |
| *PLN* | 100125240 | F: CACAACAGCCAAGGCTACCA | 133 |
|  |  | R: GCAGAGCGAGTGAGGTACTG |  |
| *SCN7A* | 507516 | F: TCAGATGCTAGTCAGTGTCCTG | 140 |
|  |  | R: GCTTCAGGGTAATCCTGCGT |  |
| *SEZ6L* | 520525 | F: ATCCAGTACACCTGCAACCC | 124 |
|  |  | R: GGGACTCCTCCGAAACACAG |  |

**Table 2.** Sequencing results of the product generated by each primer pair

| **Gene Symbol** | **Sequence** | **Accession #** |
| --- | --- | --- |
| *Mammary Fat Pad* | | |
| *CAV3* | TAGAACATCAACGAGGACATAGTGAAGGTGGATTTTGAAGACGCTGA | NM_001046558.1 |
| *ELN* | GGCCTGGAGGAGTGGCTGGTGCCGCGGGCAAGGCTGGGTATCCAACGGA | NM_175772.2 |
| *FCGR2A* | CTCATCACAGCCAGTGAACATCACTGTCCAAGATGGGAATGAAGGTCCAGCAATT | NM_001109806.1 |
| *LOC781726* | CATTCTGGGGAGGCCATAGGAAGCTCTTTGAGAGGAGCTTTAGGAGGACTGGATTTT  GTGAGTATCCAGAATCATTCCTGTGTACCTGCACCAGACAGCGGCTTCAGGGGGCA  GAAGTTTTGTA | XM_010802825.3 |
| *PLIN4* | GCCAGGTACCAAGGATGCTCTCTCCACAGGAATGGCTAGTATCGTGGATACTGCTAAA  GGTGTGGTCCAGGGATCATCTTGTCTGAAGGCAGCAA | XM_024995015.1 |
| *PLPPR4* | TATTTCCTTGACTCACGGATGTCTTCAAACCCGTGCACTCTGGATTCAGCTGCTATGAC  CGGAGTCTTAGCATGCA | XM_003585864.5 |
| *RPRML* | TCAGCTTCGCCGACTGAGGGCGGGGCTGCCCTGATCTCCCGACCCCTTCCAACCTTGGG  ACACAA | XM_002696055.5 |
| *WDR66* | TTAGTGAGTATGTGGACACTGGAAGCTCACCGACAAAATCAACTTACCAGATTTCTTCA  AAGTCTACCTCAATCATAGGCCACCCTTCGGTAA | XM_010814029.3 |
| *Mammary Parenchyma* | | |
| *ABCC11* | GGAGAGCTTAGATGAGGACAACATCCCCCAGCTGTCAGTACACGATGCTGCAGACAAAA  ACGCCAAAAGGCTTCGTCA | XM_024978937.1 |
| *ADAM12* | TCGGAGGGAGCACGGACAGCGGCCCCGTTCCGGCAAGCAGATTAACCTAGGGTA | NM_001001156.1 |
| *ASPHD1* | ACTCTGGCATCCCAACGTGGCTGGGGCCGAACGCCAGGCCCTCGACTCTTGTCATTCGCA  CCAGACCCTTGAAA | NM_001081741.1 |
| *LOC100335879* | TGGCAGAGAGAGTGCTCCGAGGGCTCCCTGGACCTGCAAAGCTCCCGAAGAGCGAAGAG  TGGCAAGC | XR_237661.4 |
| *PLN* | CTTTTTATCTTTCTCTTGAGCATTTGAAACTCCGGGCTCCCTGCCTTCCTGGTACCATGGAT  AAAGTCCAGTACCTCACTCGCTCTGC | NM_001103319.1 |
| *SCN7A* | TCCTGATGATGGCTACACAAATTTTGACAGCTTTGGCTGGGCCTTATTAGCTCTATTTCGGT  TAATGACGCAGGATTACCCTGAAGCA | XM_010802033.3 |
| *SEZ6L* | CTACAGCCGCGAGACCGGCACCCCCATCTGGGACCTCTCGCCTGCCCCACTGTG  TTTCGGAGGAGTCCCA | XM_024977512.1 |

**Table 3.** qPCR performance data for each analyzed target

| **Target** | **Median Ct^1^** | **Median ∆Ct^2^** | **Slope^3^** | **(R^2^)^4^** | **Efficiency**^5^ | |
| --- | --- | --- | --- | --- | --- | --- |
| *Mammary Fat Pad* | | | | | |  |
| *CAV3* | 28.77 | 6.90 | -3.226 | 0.978 | 2.042 | |
| *ELN* | 18.85 | -2.64 | -3.433 | 0.998 | 1.956 | |
| *FCGR2A* | 27.73 | 6.29 | -3.148 | 0.949 | 2.078 | |
| *LOC781726* | 35.54 | 13.96 | -4.436 | 1.000 | 1.680 | |
| *PLIN4* | 20.29 | -1.12 | -3.318 | 0.997 | 2.001 | |
| *PLPPR4* | 27.50 | 5.65 | -3.363 | 0.979 | 1.983 | |
| *RPRML* | 30.94 | 8.80 | -3.169 | 0.978 | 2.068 | |
| *WDR66* | 31.31 | 9.89 | -2.843 | 0.996 | 2.247 | |
| *Mammary Parenchyma* | | | | | |  |
| *ABCC11* | 25.79 | 3.79 | -3.312 | 0.989 | 2.004 | |
| *ADAM12* | 20.91 | -0.34 | -3.270 | 0.997 | 2.022 | |
| *ASPHD1* | 27.43 | 6.06 | -3.414 | 0.955 | 1.963 | |
| *LOC100335879* | 28.58 | 7.40 | -3.098 | 0.993 | 2.103 | |
| *MPZ* | 23.86 | 1.88 | -3.257 | 0.995 | 2.028 | |
| *PLN* | 25.49 | 4.12 | -3.241 | 0.985 | 2.035 | |
| *SCN7A* | 28.03 | 6.68 | -3.337 | 0.991 | 1.994 | |
| *SEZ6L* | 29.13 | 8.07 | -3.479 | 0.996 | 1.938 | |
| ^1^ The median is calculated considering all samples.  ^2^ The ∆Ct is calculated as [Ct gene – geometrical mean of Ct internal controls] for each sample. The median is then calculated considering all samples.  ^3^ Slope of the standard curve.  ^4^ R^2^ stands for the coefficient of determination of the standard curve.  ^5^ Efficiency is calculated as [10^(-1 / Slope)^]. | | | | | |  |

# Supplementary material for: Higher plane of nutrition pre-weaning enhances Holstein calf mammary gland development through alterations in the parenchyma and fat pad transcriptome
**Source:** BMC Genomics. 2018 Dec 11;19:900. doi: 10.1186/s12864-018-5303-8
**Supplement:** Supplementary file 2 — Summary of read counts per sample and details of the alignment procedure performed with the STAR 2.5.1b package

|  |  |  |  | **% of reads unmapped** | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Sample** | **Total reads** | **Uniquely mapped reads** | **Reads mapped to multiple loci** | **too many mismatches** | **too short** | **other** |
| S2_btMFP_EH | 22,883,157 | 21,254,606 (92.88%) | 911,917 (3.99%) | 0.00% | 2.86% | 0.09% |
| S3_btMFP_R | 26,108,899 | 23,427,035 (89.73%) | 1,492,349 (5.72%) | 0.00% | 4.20% | 0.09% |
| S4_btMFP_EH | 26,880,034 | 25,105,265 (93.4%) | 1,067,754 (3.97%) | 0.00% | 2.34% | 0.10% |
| S5_btMFP_R | 30,504,713 | 27,587,527 (90.44%) | 1,639,808 (5.38%) | 0.00% | 3.85% | 0.09% |
| S6_btMFP_R | 29,435,423 | 27,176,687 (92.33%) | 1,385,835 (4.71%) | 0.00% | 2.65% | 0.10% |
| S7_btMFP_R | 31,553,237 | 28,981,374 (91.85%) | 1,554,102 (4.93%) | 0.00% | 2.93% | 0.08% |
| S8_btMFP_EH | 34,521,650 | 32,098,685 (92.98%) | 1,403,212 (4.06%) | 0.00% | 2.67% | 0.10% |
| S9_btMFP_R | 24,155,833 | 22,063,169 (91.34%) | 1,155,805 (4.78%) | 0.00% | 3.50% | 0.12% |
| S10_btMFP_R | 25,090,266 | 23,162,749 (92.32%) | 1,258,207 (5.01%) | 0.00% | 2.37% | 0.08% |
| S1_btMFP_EH | 25,015,015 | 23,336,533 (93.29%) | 974,628 (3.9%) | 0.00% | 2.51% | 0.11% |
| S11_btMFP_EH | 31,109,720 | 28,926,559 (92.98%) | 1,265,372 (4.07%) | 0.00% | 2.68% | 0.09% |
| S12_btPAR_EH | 27,322,256 | 25,428,776 (93.07%) | 1,291,814 (4.73%) | 0.00% | 1.80% | 0.15% |
| S13_btPAR_R | 24,428,569 | 22,205,100 (90.9%) | 1,196,783 (4.9%) | 0.00% | 3.86% | 0.10% |
| S14_btPAR_EH | 27,086,904 | 25,250,667 (93.22%) | 1,227,878 (4.53%) | 0.00% | 1.91% | 0.12% |
| S15_btPAR_R | 32,517,072 | 29,863,750 (91.84%) | 1,609,111 (4.95%) | 0.00% | 2.87% | 0.11% |
| S16_btPAR_R | 30,160,662 | 28,021,992 (92.91%) | 1,360,524 (4.51%) | 0.00% | 2.27% | 0.10% |
| S17_btPAR_R | 30,290,995 | 27,758,654 (91.64%) | 1,476,092 (4.87%) | 0.00% | 3.16% | 0.09% |
| S18_btPAR_EH | 26,355,753 | 24,657,066 (93.55%) | 1,182,702 (4.49%) | 0.00% | 1.61% | 0.13% |
| S19_btPAR_R | 20,953,947 | 19,281,265 (92.02%) | 975,302 (4.65%) | 0.00% | 2.98% | 0.12% |
| S20_btPAR_R | 21,507,051 | 19,963,664 (92.82%) | 983,049 (4.57%) | 0.00% | 2.24% | 0.13% |
| S21_btPAR_EH | 24,444,837 | 22,633,584 (92.59%) | 1,122,966 (4.59%) | 0.00% | 2.49% | 0.10% |
| S22_btPAR_EH | 27,787,745 | 26,099,687 (93.93%) | 1,258,016 (4.53%) | 0.00% | 1.14% | 0.17% |

# Supplementary material for: Higher plane of nutrition pre-weaning enhances Holstein calf mammary gland development through alterations in the parenchyma and fat pad transcriptome
**Source:** BMC Genomics. 2018 Dec 11;19:900. doi: 10.1186/s12864-018-5303-8
**Supplement:** Supplementary file 5 — Extended discussion on Parenchymal metabolism and molecular signaling, and Fat Pad lipid and energy metabolism.

**Additional File 4**

**Extended discussion on Parenchymal metabolism and molecular signaling, and Fat Pad lipid metabolism.**

**Amino acid metabolism in the parenchyma.**

Among the amino acid metabolism pathways, 4 were among the top-20 most impacted pathways: phenylalanine, histidine, tryptophan, and tyrosine metabolism. Besides the classic metabolism of tyrosine to the neurotransmitters DOPA and dopamine [1], the up-regulated DEG in the closely-related phenylalanine and tyrosine metabolism pathways suggest their use for energy via oxidation through the citrate cycle. Exploring the DEG patterns of the pathways indicated that the activation of histidine metabolism in EH heifers led to the synthesis and catabolism of histamine, which probably increased blood vessel permeability favoring the movement of nutrients to the proliferating cells. Furthermore, it certainly allowed for easy extravasation of immune cells, an important step in mammary development discussed later. 

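Histamine receptor HRH1 fell by 1.18 ± 0.28 log2 units (adjusted p = 0.034) in EH parenchyma, from 17.5 ± 7.92 CPM in 6 R calves to 7.68 ± 1.37 in 5 EH calves, and HDC, which makes histamine from histidine, was near 1 CPM and did not pass. The amine oxidase AOC3 had -0.70 ± 0.31, adjusted p = 0.129 and ALDH2 -0.09 ± 0.11, adjusted p = 0.555. Of 15 genes of histamine and serotonin metabolism in PAR, 1 rose and 2 fell (2 rising and 1 falling with limma-voom), and camera did not call the list (adjusted p = 0.755). Of the 11 PAR libraries, leaving out EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20 ended the call for HRH1, at adjusted p of 0.0534 to 0.0976.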

The DEG pattern in the metabolism of tryptophan instead likely led to higher synthesis of serotonin in the mammary gland of EH heifers. 

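DDC, the decarboxylase of the last step to serotonin and dopamine, went from 0.567 ± 0.429 CPM in 6 R calves to 5.55 ± 3.60 in 5 EH calves in parenchyma, with every EH calf above every R calf. The serotonin receptor HTR4 fell by 4.92 ± 0.94 log2 units (adjusted p = 0.0285), from 12.5 ± 15.1 to 0.402 ± 0.233 CPM. HTR4 is found in smooth muscle, whose markers were highest in R replicates 17 and 20. DDC also serves neuroendocrine cells, and the vesicle gene PTPRN rose with it. The changes in DDC and HTR4 did not pass without EH replicate 12, 14 or 18 or R replicate 13, 17 or 20, where adjusted p lay between 0.054 and 0.0911. HTR4 did not pass with limma-voom (adjusted p = 0.058).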

Traditionally, serotonin is highly synthetized in intestinal cells and the central nervous system, but recent work in mice demonstrated the mammary epithelium can synthetize this hormone [2]. Its role in bovine mammary gland has recently been studied in adult lactating animals, with a role in involution of the secretory tissue [2, 3]. No data are available, to our knowledge, about its effect during development of the pre-pubertal cow, but work in mice emphasizes its role in cell homeostasis as a tight-junction regulator [4, 5], which could be functionally important during development.

As indicated by the up-regulation of its metabolism, methionine utilization seems to respond to EH MR. Furthermore, the up-regulation of ‘Folate biosynthesis’ and ‘One carbon pool by folate’ indicates an increase in synthesis of tetrahydrofolate (THF) and its subsequent methylation to 5-methyl-THF, which is used by cells to regenerate methionine from homocysteine [6]. 

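In EH parenchyma MTHFD2, the mitochondrial folate enzyme of dividing cells, rose by 1.27 ± 0.31 log2 units (adjusted p = 0.035) and dihydrofolate reductase DHFR rose by 0.75 ± 0.20 log2 units (adjusted p = 0.0393), DHFR from 17.4 ± 4.82 CPM in 6 R calves to 29.3 ± 6.19 in 5 EH calves. Of 31 genes of the folate and methionine cycles measured, 3 rose and none fell (4 and 0 adjusted over the list alone, and 3 and 0 with limma-voom), and camera did not call the list (adjusted p = 0.161). The hydrolase AHCY of the methionine cycle had 0.23 ± 0.12, adjusted p = 0.196 and MAT2A -0.20 ± 0.10, adjusted p = 0.151. In MFP none of 27 passed edgeR's test (2 stood higher and 4 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 1 and 2 by DESeq2), with FPGS at -0.46 ± 0.13, adjusted p = 0.0506. The calls for MTHFD2 and DHFR were lost when PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 17 or 20 was left out (adjusted p 0.0518 to 0.0997).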

Methionine also could be used to synthetize the antioxidants glutathione or taurine [6]. The net flux in the metabolism of the first end product, and the positive flux of the second, indicate potentially greater synthesis of taurine. However, the down-regulation of glutathione peroxidase 1 (*GPX1*) (a key enzyme in the response to oxidative stress) and the up-regulation of glutathione S-transferase M1 (*GSTM1*) (an initiator of glutathione degradation) suggest that the synthesis of taurine was not driven to respond to an increase in concentration of free radicals.

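Glutathione peroxidase GPX1 fell by 0.86 ± 0.21 log2 units (adjusted p = 0.0355) in EH parenchyma, from 244 ± 72.0 CPM in 6 R calves to 134 ± 26.5 in 5 EH calves, as did oxoprolinase OPLAH (-0.80 ± 0.20, adjusted p = 0.0357) and GSTK1 (-0.58 ± 0.15, adjusted p = 0.0396). For GSTM1 the counted genes hold 2 candidates, LOC327709 (0.64 ± 0.17, adjusted p = 0.0378) and LOC783879 (0.23 ± 0.18, adjusted p = 0.373). Of 33 glutathione genes measured, 1 rose and 3 fell (1 and 3 adjusted over the list alone, and 0 and 3 with limma-voom), and camera did not call the list (adjusted p = 0.915). Without PAR EH replicate 12, 14 or 18 or R replicate 13, 15, 17 or 20 none of GPX1, OPLAH, GSTK1 and LOC327709 passed, with adjusted p from 0.0577 to 0.109, and some also failed without EH replicate 22.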

Serving as the precursor of the two major cell antioxidants does not seem the main function of methionine affected by the EH MR. Instead, the increased expression of methionine adenosyltransferase *MAT1A* (traditionally liver specific but also found in mammary tissue) [7] suggests a role of pre-weaning nutrition in increasing PAR DNA methylation. 

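MAT1A, the methionine adenosyltransferase of liver, rose by 1.54 ± 0.44 log2 units (adjusted p = 0.0447) in EH parenchyma and was rare, at 0.812 ± 0.611 CPM in 6 R calves and 2.35 ± 0.506 in 5 EH calves. MAT2A, the enzyme of most other tissues, stood at 341 ± 26.8 CPM in R and 296 ± 31.1 in EH and did not pass, and MAT1A made up a small part of this RNA in either diet. DNA methylation was not measured in these libraries. MAT1A did not pass without PAR EH replicate 12, 14, 18 or 22 or R replicate 13, 15, 16, 17 or 20. Adjusted p was then 0.0558 to 0.0999.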

In fact, MAT1A catalyzes the synthesis of S-adenosylmethionine (SAM), the main donor of methyl groups in the cell [8]. The hypothetical increase in DNA methylation because of an EH MR relates closely to our initial hypothesis and requires further investigation. In fact, recent work in rats underscored that pregnancy might alter the mammary gland epigenetic state and its receptiveness to pregnancy-related hormones, suggesting that the first pregnancy primes the gland to respond to the hormonal changes that announce succeeding pregnancies [9]. As for pregnancy, despite the decrease in methylation reported previously [9], early life nutrition could leave methylation marks on the mammary PAR which could possibly enhance its response to mammogenic stimuli.

**Extra-cellular signals mediating the parenchymal response to an enhance milk replacer.**

Insulin and the GH-IGF-1 (growth hormone; insulin-like growth factor 1) axis have been the major focus of the response to energy and protein intake in neonatal calves [10-13]. This is because of their well-recognized effects on nutritional physiology, body growth, and most importantly, mammary development [14, 15]. When a higher plane of nutrition was fed to pre-weaned calves, the blood levels of GH and insulin were not affected, while those of IGF-1 increased, with a simultaneous decrease in IGF-1 binding proteins [10]. These hormones were not measured in the current experiment, but the activation of ‘Insulin signaling pathway’, the increased expression of GH receptor (1.4x, FDR = 0.04), and the activation of their intracellular signaling cascades (e.g. MAPK, Akt/Pi3K, JAK/STAT; [14]) strongly suggest their involvement in the enhanced mammary development observed in EH calves. Similarly, the activation of ‘GnRH signaling pathway’ indicates the role of GnRH (gonadotropin releasing hormone) as a potential initiator of the cascades mentioned above. 

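Growth hormone receptor GHR rose by 1.10 ± 0.27 log2 units (adjusted p = 0.0358) in EH parenchyma, from 4.79 ± 0.978 CPM in 6 R calves to 10.2 ± 3.77 in 5 EH calves. In the insulin list the phosphoinositide 3-kinase subunit PIK3R3 rose by 1.76 ± 0.40 log2 units (adjusted p = 0.0309), and the glycogen genes PPP1R3C (-1.59 ± 0.34, adjusted p = 0.0296) and PYGM (-2.15 ± 0.48, adjusted p = 0.0309) fell. AKT1 had -0.03 ± 0.10, adjusted p = 0.837. Of 49 insulin pathway genes measured, 3 rose and 4 fell (3 and 6 adjusted over the list alone, and 2 and 4 with limma-voom), and camera did not call the list (adjusted p = 0.653). On 10 PAR libraries, leaving out EH replicate 12, 14 or 18 or R replicate 13, 17 or 20, GHR, PIK3R3, PPP1R3C and PYGM missed the threshold (adjusted p 0.0503 to 0.0922), and some also failed without EH replicate 22 or R replicate 15.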

The primary effect of this hormone is exerted in the pituitary gland, but the mammary gland also excretes GnRH and expresses its receptor [16, 17], indicating a potential role for the hormone on mammary biology. Despite the fact that GnRH was suggested to have anti-proliferating effect in extra-pituitary tissues (mainly in cancer models), the fact that its receptors activates all three MAPK cascades during the synthesis of FSH and LH in the pituitary gland [16] seems to suggest a potential role in the growth of mammary PAR, through the MAPK cascade.

Even if the DEG and DIA results support their action, none of the above hormones were predicted as activated by the IPA up-stream analysis. Instead, the action of androgen (testosterone) through the androgen receptor (**AR**), was predicted as possible effector of the response to an EH MR. This was of particular interest since androgen per se should reduce mammary cell proliferation. However, data from an in-vivo mouse model provided evidence of important roles of androgen for mammary gland development though AR-mediated MAPK and estrogen receptor activation [18]. Furthermore, it is important to remember that androgen can be converted into estrogen by the mammary gland [19].

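In EH parenchyma 1 of 13 genes of steroid hormone synthesis fell, CYP1A1, from 2.27 ± 1.15 CPM in 6 R calves to 0.756 ± 0.181 in 5 EH calves, and none rose (3 fell and 1 rose adjusted over the list alone, and 1 rising and 0 falling with limma-voom). CYP11A1, the side-chain cleavage enzyme, had -0.27 ± 0.36, adjusted p = 0.614 at 118 ± 57.9 CPM in EH, and HSD17B12 -0.24 ± 0.11, adjusted p = 0.142. Camera did not call the list (adjusted p = 0.755). In MFP HSD3B7 of bile acid synthesis rose by 0.92 ± 0.20 log2 units (adjusted p = 0.0205). HSD3B7 did not pass without MFP EH replicate 1 or 4, with adjusted p up to 0.0614.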

The DIA indicates the down-regulation of the ‘Steroid hormone biosynthesis’ pathway in response to an EH MR. This was, however, due to a down-regulation of genes involved in minor and branching steps of steroid metabolism. Furthermore, the plane of nutrition did not affect the expression of the gene encoding the enzyme responsible for the conversion of androgen to estrogen (aromatase). Thus, further research is needed to understand the possible effect of pre-weaning nutrition on circulating sex-hormone conversion in the developing heifer mammary gland.

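CYP19A1, which encodes aromatase, had reads in 3 of 11 parenchyma libraries (mean 0.0216 CPM) and in none of the 11 fat pad libraries, so it fell under the filter of 1 CPM and diet could not be compared. This is a count of reads at this depth in 5 EH and 6 R calves, and the CYP19A1 enzyme was not measured.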

We previously discussed DIA results of the current analyses suggesting a structural development of the mammary gland as an organ (e.g., angiogenesis, neural development). The IPA results further support this claim. The predicted activation of angiotensinogen (AGN), a liver-secreted precursor of angiotensin, and angiopoietin 2 (ANGPT2), two potent angiogenic agents [20, 21], suggests their involvement in the development and expansion of circulatory system in the mammary gland. Furthermore, AGN was also found to induce proliferation of the mammary gland [20] making it another potential molecule responsible for the increase mass of the tissue observed in EH heifer calves. The predicted activation of arachidonic acid as an effector, due to its ability to enhance angiogenesis [22], further support this scenario.

A central discovery from the IPA analysis is the enhanced formation of a 3D structure of the parenchymal tissue thanks to cellular differentiation and the branching and elongation of the ductal system. In ruminants, ductal elongation is accomplished through the growth, development, and subsequent extension of highly arborescent terminal ductal units (**TDU**) [23]. These consist initially of solid chords of epithelial cells that penetrate the mammary stroma. As the solid chord of epithelial cells extends into the mammary stroma, lateral outgrowths emerge at closely spaced intervals [24]. Previous work [25] revealed how an increase in energy and protein intake resulted in greater development of the mammary parenchyma of 8 wk old heifer calves, with a more mature structure and morphology (e.g. ducts, stromal space) compared with control counterparts.

In the current study, feeding an EH MR caused the activation of the growth factor EGF, FGF2, and NRG1 (together with the strong impact of the ‘ErbB signaling pathway’), and the molecule hyaluronic acid, which are all involved in the control of ductal branching and elongation [26-28]. Tretinoin (or all-trans retinoate), an important modulator of mammary ductal branching [29], was also predicted to be involved in the observed transcriptome changes. 

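Genes that make and bind retinoic acid went in different directions in EH parenchyma. ALDH1A2, which makes it from retinal, fell by 3.78 ± 0.63 log2 units (adjusted p = 0.0269), from 3.71 ± 3.22 CPM in 6 R calves to 0.260 ± 0.0985 in 5 EH calves, whereas ALDH1A1 (0.69 ± 0.16, adjusted p = 0.0336) and the retinol dehydrogenase DHRS9 (1.41 ± 0.40, adjusted p = 0.0443) rose. STRA6, a membrane receptor for retinol uptake, had a log2 fold change of 2.02 ± 0.75 (adjusted p = 0.0867). Of 25 retinol genes measured, 2 rose and 1 fell (2 and 2 adjusted over the list alone, and 5 and 1 with limma-voom), and camera did not call the list (adjusted p = 0.653). In MFP none of 25 passed edgeR's test (2 stood higher and 1 lower at unadjusted p under 0.05, with 0 and 0 called by limma-voom and 1 and 1 by DESeq2), with RBP4 at 1.28 ± 0.39, adjusted p = 0.0662. With PAR EH replicate 12, 14 or 18 or R replicate 13 or 20 left out ALDH1A2, ALDH1A1 and DHRS9 did not pass (adjusted p between 0.0511 and 0.109), and some also failed without EH replicate 22 or R replicate 15, 16 or 17.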

The DIA results further revealed an inhibition of ‘Retinol metabolism’, mainly due to the down-regulation of genes involved in tretinoin metabolism, together with up-regulation of genes involved in its synthesis. All together, these results agree with the activation of glycosaminoglycan biosynthesis and inhibition of their degradation. 

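In EH parenchyma the chondroitin synthase CHSY1 (0.70 ± 0.14, adjusted p = 0.0289), the chondroitin sulfotransferase CHST11 (0.62 ± 0.16, adjusted p = 0.0372) and EXTL2, of heparan sulfate (0.86 ± 0.22, adjusted p = 0.0382), rose and CSGALNACT1, which starts chondroitin chains, fell by 1.90 ± 0.47 log2 units (adjusted p = 0.0355), CHSY1 from 31.5 ± 6.35 CPM in 6 R calves to 51.0 ± 6.74 in 5 EH calves. Of 35 genes of glycosaminoglycan synthesis measured, 4 rose and 1 fell (6 and 1 adjusted over the list alone, and 6 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.0489, or 0.663 with an estimated correlation, and up to 0.153 without EH replicate 14, 18 or 21 or R replicate 13, 15, 16 or 19, and not called with unstranded counts, without a low-count filter or by fry). In MFP CHST7 (0.36 ± 0.09, adjusted p = 0.0424) and CHPF (0.72 ± 0.19, adjusted p = 0.0475) rose and none fell of 35 (3 rising and 0 falling with limma-voom), and camera did not call the list (adjusted p = 0.13). Removing PAR EH replicate 12, 14 or 18 or R replicate 13, 15, 17 or 20 ended the calls for CHSY1, CHST11, EXTL2 and CSGALNACT1 (adjusted p 0.0503 to 0.101), and some also failed without EH replicate 22. CSGALNACT1 did not pass with limma-voom (adjusted p = 0.0578). CHST7 and CHPF did not pass without MFP EH replicate 1, 2, 4, 8 or 11 or R replicate 3, 5, 6 or 7, and some not without R replicate 9 or 10, with adjusted p up to 0.106.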

Work with mice demonstrated how these type of glycans contribute to an important aspect of ductal growth and branching morphogenesis in the mammary gland [30].

**Mammary Fat Pad lipid metabolism.**

The ‘Sphingolipid metabolism’ pathway, which leads to the production of ceramide, was also induced in the MFP of EH heifer calves. Since ceramide reduces insulin sensitivity of adipocytes [31, 32], and other tissues in general, its production was probably up-regulated in mature adipocytes to prevent excess lipid accumulation. The same concept can be applied to the observed up-regulation of glycosphingolipids biosynthesis (both globo, and lacto and neolacto series), whose accumulation in adipocytes is known to reduce adipogenesis and insulin sensitivity [33, 34].

As suggested by the up-regulation of ‘Fatty acid degradation’, ‘Citrate cycle’, and ‘Oxidative phosphorylation’ pathway, the MFP of EH heifer calves not only accumulated the excess fatty acid intake, but also seemed to have used part of it for energy production. 

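In EH fat pad the citrate cycle genes SDHA and DLD (0.63 ± 0.15, adjusted p = 0.0284) rose, DLD from 28.1 ± 5.53 CPM in 6 R calves to 43.5 ± 6.68 in 5 EH calves. Of 27 citrate cycle genes measured, 2 rose and none fell (4 and 0 adjusted over the list alone, and 2 and 0 with limma-voom), and camera placed the list higher (adjusted p = 0.0482, or 0.767 with an estimated correlation, and up to 0.462 without EH replicate 1, 4 or 11 or R replicate 5, 7 or 9, and not called with unstranded counts, with limma-voom, on genes above a mean of 5 CPM, by fry or without R replicates 6 and 7, chosen after seeing the data). In fatty acid oxidation the peroxisomal oxidase ACOX3 rose by 0.41 ± 0.11 log2 units (adjusted p = 0.0449) and the mitochondrial dehydrogenase ACADM fell by 1.01 ± 0.26 log2 units (adjusted p = 0.0384), with HADHA at 0.01 ± 0.27, adjusted p = 0.991. Of 33 oxidation genes measured, 1 rose and 1 fell (1 and 1 adjusted over the list alone, and 1 and 0 with limma-voom), and camera did not call the list (adjusted p = 0.171). DLD, ACOX3 and ACADM did not pass without MFP EH replicate 1, 4 or 11 or R replicate 5, and some not without EH replicate 2 or R replicate 3, 6, 7, 9 or 10, with adjusted p up to 0.119. ACADM did not pass with limma-voom (adjusted p = 0.0559).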

The up-regulated DEG within the ‘alpha-Linoleic acid metabolism’ pathway points at phosphatidylcholine as an important dietary lipid that was oxidized for energy, as in the PAR cells. However, as opposed to PAR, in MFP phosphatidylcholine was also used to synthesize choline, as indicated by up-regulation of genes involved in ‘Glycerophospholipid metabolism’. The general increase in lipid oxidation probably led to an increase in local production of free radicals, which, if not controlled, could be detrimental for the MFP and the surrounding cells. As a counter mechanism, the catabolism of glutathione (a major antioxidant) was down-regulated (e.g. glutathione metabolism). 

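GSTM3, a glutathione transferase, fell by 1.68 ± 0.39 log2 units (adjusted p = 0.0276) in EH fat pad, from 144 ± 82.3 CPM in 6 R calves to 44.9 ± 11.5 in 5 EH calves, and was the only 1 of 35 glutathione genes to pass, with MGST3 at 0.38 ± 0.33, adjusted p = 0.5 and MGST1 at 0.50 ± 0.53, adjusted p = 0.587. The list had a median log2 fold change of 0.05, and camera did not call the list (adjusted p = 0.977). GSTM3 did not pass without MFP EH replicate 1, 2 or 4 or R replicate 5, with adjusted p up to 0.0772.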

Since ‘Folate biosynthesis’ was strongly down-regulated, the results suggest that the choline synthesized from dietary phosphatidylcholine was used as a methyl-donor for the re-synthesis of methionine, a glutathione precursor [6]. However, these processes take place namely in liver and kidney, where the necessary enzyme (betaine homocysteine S-methyltransferase, BHMT) is expressed [6]. 

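BHMT, which remakes methionine from betaine, had reads in 10 of 11 fat pad libraries, with a mean of 1.81 CPM and 3 libraries above 1, below the filter of 4 libraries. In parenchyma BHMT passed the filter, at 1.99 ± 0.537 CPM in 5 EH calves and 1.84 ± 0.827 in 6 R calves (0.12 ± 0.34, adjusted p = 0.823). The filter and not an absence of reads of BHMT keeps it from a test in the fat pad.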

The RNA sequencing results, in fact, did not detect the presence of *BHMT* mRNA in the MFP. Surprisingly, it was detected in PAR, thus, further studies are needed to understand its function in this tissue, and the possibility of the existence of a complete methionine cycle in the mammary gland.

**REFERENCE**

1. Cooper JR, Bloom FE, Roth RH: **The biochemical basis of neuropharmacology**, 8th edn. Oxford ; New York: Oxford University Press; 2003.

2. Matsuda M, Imaoka T, Vomachka AJ, Gudelsky GA, Hou Z, Mistry M, Bailey JP, Nieport KM, Walther DJ, Bader M *et al*: **Serotonin regulates mammary gland development via an autocrine-paracrine loop**. *Dev Cell* 2004, **6**(2):193-203.

3. Collier RJ, Hemandez LL, Horseman ND: **Serotonin as a homeostatic regulator of lactation**. *Domestic animal endocrinology* 2012, **43**(2):161-170.

4. Stull MA, Pai V, Vomachka AJ, Marshall AM, Jacob GA, Horseman ND: **Mammary gland homeostasis employs serotonergic regulation of epithelial tight junctions**. *Proceedings of the National Academy of Sciences of the United States of America* 2007, **104**(42):16708-16713.

5. Pai VP, Horseman ND: **Biphasic regulation of mammary epithelial resistance by serotonin through activation of multiple pathways**. *J Biol Chem* 2008, **283**(45):30901-30910.

6. Finkelstein JD: **Methionine metabolism in mammals**. *The Journal of nutritional biochemistry* 1990, **1**(5):228-237.

7. Phuong NT, Kim SK, Im JH, Yang JW, Choi MC, Lim SC, Lee KY, Kim YM, Yoon JH, Kang KW: **Induction of methionine adenosyltransferase 2A in tamoxifen-resistant breast cancer cells**. *Oncotarget* 2016, **7**(12):13902-13916.

8. Mato JM, Alvarez L, Ortiz P, Pajares MA: **S-adenosylmethionine synthesis: Molecular mechanisms and clinical implications**. *Pharmacol Therapeut* 1997, **73**(3):265-280.

9. Dos Santos CO, Dolzhenko E, Hodges E, Smith AD, Hannon GJ: **An epigenetic memory of pregnancy in the mouse mammary gland**. *Cell Rep* 2015, **11**(7):1102-1109.

10. Daniels KM, Hill SR, Knowlton KF, James RE, McGilliard ML, Akers RM: **Effects of milk replacer composition on selected blood metabolites and hormones in preweaned Holstein heifers**. *Journal of dairy science* 2008, **91**(7):2628-2640.

11. Smith JM, Van Amburgh ME, Diaz MC, Lucy MC, Bauman DE: **Effect of nutrient intake on the development of the somatotropic axis and its responsiveness to GH in Holstein bull calves**. *J Anim Sci* 2002, **80**(6):1528-1537.

12. Hammon H, Blum JW: **The somatotropic axis in neonatal calves can be modulated by nutrition, growth hormone, and Long-R3-IGF-I**. *Am J Physiol* 1997, **273**(1 Pt 1):E130-138.

13. Breier BH, Gluckman PD, Bass JJ: **Plasma concentrations of insulin-like growth factor-I and insulin in the infant calf: ontogeny and influence of altered nutrition**. *The Journal of endocrinology* 1988, **119**(1):43-50.

14. Hadsell DL, Bonnette SG: **IGF and insulin action in the mammary gland: lessons from transgenic and knockout models**. *Journal of mammary gland biology and neoplasia* 2000, **5**(1):19-30.

15. Sejrsen K, Purup S, Vestergaard M, Weber MS, Knight CH: **Growth hormone and mammary development**. *Domestic animal endocrinology* 1999, **17**(2-3):117-129.

16. Aguilar-Rojas A, Huerta-Reyes M: **Human gonadotropin-releasing hormone receptor-activated cellular functions and signaling pathways in extra-pituitary tissues and cancer cells (Review)**. *Oncol Rep* 2009, **22**(5):981-990.

17. Ikeda M, Taga M, Sakakibara H, Minaguchi H, Vonderhaar BK: **Detection of messenger RNA for gonadotropin-releasing hormone (GnRH) but not for GnRH receptors in mouse mammary glands**. *Biochemical and biophysical research communications* 1995, **207**(2):800-806.

18. Hickey TE, Robinson JL, Carroll JS, Tilley WD: **Minireview: The androgen receptor in breast tissues: growth inhibitor, tumor suppressor, oncogene?** *Mol Endocrinol* 2012, **26**(8):1252-1267.

19. Simpson ER: **Biology of aromatase in the mammary gland**. *Journal of mammary gland biology and neoplasia* 2000, **5**(3):251-258.

20. Escobar E, Rodriguez-Reyna TS, Arrieta O, Sotelo J: **Angiotensin II, cell proliferation and angiogenesis regulator: biologic and therapeutic implications in cancer**. *Curr Vasc Pharmacol* 2004, **2**(4):385-399.

21. Potente M, Gerhardt H, Carmeliet P: **Basic and therapeutic aspects of angiogenesis**. *Cell* 2011, **146**(6):873-887.

22. Pla AF, Grange C, Antoniotti S, Tomatis C, Merlino A, Bussolati B, Munaron L: **Arachidonic acid-induced Ca2+ entry is involved in early steps of tumor angiogenesis**. *Mol Cancer Res* 2008, **6**(4):535-545.

23. Ellis S, Akers RM, Capuco AV, Safayi S: **TRIENNIAL LACTATION SYMPOSIUM: Bovine mammary epithelial cell lineages and parenchymal development**. *Journal of Animal Science* 2012, **90**(5):1666-1673.

24. Capuco AV, Ellis S, Wood DL, Akers RM, Garrett W: **Postnatal mammary ductal growth: three-dimensional imaging of cell proliferation, effects of estrogen treatment, and expression of steroid receptors in prepubertal calves**. *Tissue Cell* 2002, **34**(3):143-154.

25. Brown EG, Vandehaar MJ, Daniels KM, Liesman JS, Chapin LT, Forrest JW, Akers RM, Pearson RE, Nielsen MS: **Effect of increasing energy and protein intake on mammary development in heifer calves**. *Journal of dairy science* 2005, **88**(2):595-603.

26. Hinck L, Silberstein GB: **Key stages in mammary gland development - The mammary end bud as a motile organ**. *Breast Cancer Research* 2005, **7**(6):245-251.

27. Hynes NE, Watson CJ: **Mammary gland growth factors: roles in normal development and in cancer**. *Cold Spring Harb Perspect Biol* 2010, **2**(8):a003186.

28. Hung MC: **On mammary gland growth factors: roles in normal development and in cancer**. *Cold Spring Harb Perspect Biol* 2012, **4**(8):a013532.

29. Wang YA, Shen K, Wang YL, Brooks SC: **Retinoic acid signaling is required for proper morphogenesis of mammary gland**. *Dev Dynam* 2005, **234**(4):892-899.

30. Silberstein GB, Daniel CW: **Glycosaminoglycans in the basal lamina and extracellular matrix of serially aged mouse mammary ducts**. *Mech Ageing Dev* 1984, **24**(2):151-162.

31. Chaurasia B, Kaddai VA, Lancaster GI, Henstridge DC, Sriram S, Galam DL, Gopalan V, Prakash KN, Velan SS, Bulchand S *et al*: **Adipocyte Ceramides Regulate Subcutaneous Adipose Browning, Inflammation, and Metabolism**. *Cell metabolism* 2016, **24**(6):820-834.

32. Chavez JA, Siddique MM, Wang ST, Ching J, Shayman JA, Summers SA: **Ceramides and glucosylceramides are independent antagonists of insulin signaling**. *J Biol Chem* 2014, **289**(2):723-734.

33. Lingwood CA: **Glycosphingolipid functions**. *Cold Spring Harb Perspect Biol* 2011, **3**(7).

34. van Eijk M, Aten J, Bijl N, Ottenhoff R, van Roomen CP, Dubbelhuis PF, Seeman I, Ghauharali-van der Vlugt K, Overkleeft HS, Arbeeny C *et al*: **Reducing glycosphingolipid content in adipose tissue of obese mice restores insulin sensitivity, adipogenesis and reduces inflammation**. *PLoS One* 2009, **4**(3):e4723.

How the deposited data were processed for this re-analysis (not part of the article)

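The values are RNA sequencing counts from parenchyma (PAR) and fat pad (MFP) of 11 Holstein heifer calves killed at week 8, 5 fed EH and 6 fed R, with 1 library per calf and tissue. According to the paper's methods, the authors made stranded libraries from polyadenylated RNA, sequenced them from 1 end, trimmed the reads with Trimmomatic 0.33, checked them with FastQC 0.11.4, mapped them with STAR 2.5.1b to the bovine genome UMD 3.1.1 and deposited the counts of uniquely mapped reads per gene that STAR gives. Each deposited file holds raw counts with no normalization, in 3 columns (reads on either strand, on the strand of the gene, and on the reverse strand), below summary lines for reads that were unmapped, mapped to several places, met no gene or were ambiguous. The reverse strand column, set as the choice for a stranded kit, held 38.94 to 55.47 times the reads of the other strand and was used. The summary lines stayed out of library sizes and tests, and reads that met no gene made up 19.91 to 23.76% of the uniquely mapped ones. Genes were named from the RefSeq table (25073 of 30281, and 3 more from Additional file 4). The 5205 without a name stayed in the tests, and named genes held 97.91% of the counts.

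Within each tissue, genes above 1 CPM in at least 4 libraries were normalized by TMM and tested for EH against R with edgeR 4.0.16 (quasi-likelihood F-test, diet as the only factor), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The diet by tissue interaction was tested the same way over all 22 libraries in 4 groups. The 77 gene lists were written before the counts were seen, and those with at least 5 measured members were tested with camera of limma 3.58.1 at its preset correlation of 0.01. Counts over a list alone adjust p within that list, and list scores are means of log2 CPM of the members with exact permutation of the diet labels. R 4.3.3, statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9 were used. Lists taken from the paper's tables and Additional file 4 were counted and not tested as lists.

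The genes named in the passages follow a rule set beforehand. In each tissue these are the 8 largest rises and falls among called genes with a mean of at least 5 CPM in the higher diet and a symbol other than LOC. They also include the genes the paper names in Table 2, its text or its networks and the secreted genes of Additional file 4. From each list up to 4 called members with the lowest adjusted p and 2 abundant others were added. For the interaction they are the 8 lowest p values in each direction. The paper's values for the genes it names were seen before.

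Fits of unstranded counts with limma-voom, and of each tissue without 2 R libraries, were chosen after seeing the data. The other alternatives were the unstranded column, limma-voom, DESeq2 1.42.0, RLE size factors, no filter on low counts, a mean above 5 CPM, a robust fit, all libraries in 1 fit of 4 groups, each library left out in turn, and for lists an estimated correlation and fry. A range of adjusted p for calls lost with a library left out covers every such loss among the genes named, also losses of only some of them. The library names carry the calf, so PAR and MFP of a calf are pairs, and the interaction was also fitted with calf as a block and with duplicateCorrelation. The pairing was checked on 9867 genes with diet and tissue means removed, where 9 of 11 calves had a correlation over 0.1 between their tissues (lowest -0.019, median 0.31, highest 0.697) and 8 correlated best with their own other tissue within the diet. Calves were also divided into groups of 5 and 6 in 100 ways (seed 20180900), the same in both tissues.

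The steps were tested on simulated data with 200 genes changed, where they recovered 60% of changes of 2-fold and 86.5% of 4-fold in PAR, 59% and 90% in MFP and 78.5% of a 4-fold interaction, with none in the wrong direction. False calls were 3 to 5 in each tissue run and 10 of 167 for the interaction. Each gene was drawn independently, so these runs do not show how the gene or list tests behave where genes vary together, as they do here. At the depth of these libraries 1 CPM is 15.1 to 22.8 reads in PAR and 16.8 to 25.4 in MFP. The median standard error of a log2 fold change is 0.175 in PAR and 0.173 in MFP, and 0.325 and 0.315 among the genes with the lowest expression.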

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

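The tests of multi-mapping reads, of a few abundant genes, of epithelial share and of the time before tissue collection below, and those without R replicates 6 and 7 or 17 and 20, were chosen only after the results had been seen.

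A library was far from the others of its tissue and diet, by Dixon's ratio of gap to range at its 95% critical value, in 16 of 350 groups of 5 or 6 libraries. Chance flags about 1 in 20, or 17.5 of these groups. Among PAR EH libraries these were the cytosolic ribosomal proteins list (highest in replicate 21, 0.748), the B and plasma cells list (lowest in replicate 14, 0.769) and CRMP1 (lowest in replicate 22, 0.711). Among PAR R libraries these were ABCC11 (lowest in replicate 19, 0.664), HSPB7 (lowest in replicate 19, 0.672), CSF1 (lowest in replicate 15, 0.734), VCAM1 (lowest in replicate 13, 0.685) and DLX4 (highest in replicate 19, 0.669). Among MFP EH libraries these were the mismatch repair list (lowest in replicate 4, 0.768) and IGF1 (lowest in replicate 8, 0.724). Among MFP R libraries these were the macrophages list (lowest in replicate 5, 0.627), the dendritic cells list (highest in replicate 9, 0.626), RNF39 (highest in replicate 7, 0.641), FGF2 (lowest in replicate 7, 0.745), CX3CL1 (lowest in replicate 6, 0.63) and CCL24 (highest in replicate 10, 0.729).

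The diet effect differed between the tissues by edgeR's interaction test, at adjusted p below 0.05, for the 33 genes listed here. They come from the genes named for this test and from those the paper names in Table 2, its text or its networks. Genes that it prints only as targets of regulators, such as NR1D1, were not included. More positive in PAR than in MFP (difference in log2 fold change ± standard error, adjusted p) were CXCL5 (2.75 ± 0.65, 0.0281), IL1RN (2.65 ± 0.64, 0.0293), CFAP251 (2.61 ± 0.60, 0.0249), HMOX1 (2.30 ± 0.35, 0.00252), H4C4 (1.84 ± 0.31, 0.00744), MAFB (1.51 ± 0.40, 0.0426), APLP1 (1.44 ± 0.26, 0.00873), CD4 (1.42 ± 0.36, 0.0377), SLC40A1 (1.31 ± 0.19, 0.00203), PGF (1.24 ± 0.34, 0.0468), ZSCAN2 (1.12 ± 0.16, 0.00203), KNSTRN (1.09 ± 0.17, 0.00252), HMMR (1.07 ± 0.26, 0.0293), FTL (1.04 ± 0.18, 0.00873), NPM1 (1.00 ± 0.14, 0.00203), IGF2R (0.78 ± 0.22, 0.0497) and NR2F1 (0.75 ± 0.19, 0.0343). More positive in MFP were SCN7A (-3.73 ± 0.76, 0.0163), CCDC3 (-3.47 ± 0.53, 0.00252), CCN3 (-3.35 ± 0.50, 0.0023), CA4 (-3.23 ± 0.49, 0.00252), RNF112 (-2.94 ± 0.35, 0.000619), ELN (-2.78 ± 0.59, 0.0185), IL17RE (-2.72 ± 0.35, 0.00125), FCGR2A (-2.55 ± 0.51, 0.0154), TPPP (-2.41 ± 0.38, 0.00374), ZFP36 (-2.28 ± 0.40, 0.00836), JUNB (-2.06 ± 0.40, 0.0124), MYADM (-1.50 ± 0.22, 0.00203), FAM241A (-1.28 ± 0.19, 0.00209), CSF1 (-0.90 ± 0.20, 0.0203), NFE2L1 (-0.68 ± 0.13, 0.0119) and MAFG (-0.51 ± 0.14, 0.0468).

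Cytosolic ribosomal protein genes were lower in EH fat pad. A few abundant genes taking a larger share of the counts would lower the other genes alike, but the median of the mitochondrial ribosomal protein genes lay 0.833 above that of the cytosolic ones. A loss of their reads to multi-mapping was predicted to give more of these reads in EH, and the EH median was lower than that of R (-0.985 percentage points). That share covers all reads of a library and could itself follow the ribosomal RNA level, so it cannot decide this for the ribosomal genes. Parenchyma or nerve in R replicates 6 and 7 was not the reason, since without them the median of the list was -1.02. The share of uniquely mapped reads was 92.88 to 93.4% in EH and 89.73 to 92.33% in R fat pad, so a difference in library quality that goes with diet, untested, stays open. So does a lower RNA level for ribosomal proteins per cell or another mix of cell types in the EH fat pad, which could be a hypothesis for a separate experiment.

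Smooth muscle and Schwann cell markers were lower in EH parenchyma. A lower share of epithelium in R libraries, acting alone, would raise markers of every other cell type in R, but the macrophage list had a median of 0.68 towards EH. Macrophage markers were higher in the EH fat pad as well, so this list cannot decide it. Luminal epithelium markers were themselves lower in EH parenchyma (camera adjusted p = 0.0299, lost without 5 of the 11 libraries), with medians of -0.373 to -0.136 with 1 library left out. The scores of both lists went together over the 11 libraries with diet means removed (r 0.905, adjusted p = 0.00048, and 0.766 without the 2 farthest libraries), which is what pieces of vessel or duct wall with nerve in the sampled tissue could give. Without R replicates 17 and 20 the smooth muscle median was -0.387 (standard error of the median 0.227, against -0.84 with them and an error of 0.288), too imprecise to decide by itself. R replicates 13, 15, 16 and 19 had smooth muscle scores of 6.074, 5.28, 5.611 and 5.045, all above the EH libraries (4.686 to 4.94). These scores argue against the 2 libraries alone carrying the smooth muscle fall. Camera also still called that list without R replicates 17 and 20. Other divisions of the calves gave a median of 18 lists called in PAR, so that call adds no weight. Schwann cell scores did not separate so, with R replicate 19 at 3.353 and EH replicate 21 at 3.615. A diet effect on these tissues stays open, untested.

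Immediate-early genes were lower in PAR and higher in MFP of EH calves. The fall in PAR leans on R replicates 17 and 20, without which, a choice made after seeing the data, the median was -0.25 against -0.54 and camera did not call the list (adjusted p = 0.0648). A time or stress before collection shared by both tissues of a calf would move them the same way, and the diet effect on the score in PAR minus that in MFP was -1.16. This value restates the pattern, so it speaks only against a shared response of the same sign in both tissues, and one that differs by tissue stays open. Handling that varies from calf to calf cannot be told apart, since the scores of both tissues over the 11 calves with diet means removed had r 0.47 (p = 0.142, Spearman rho 0.427, p = 0.195, and r 0.292 without the 2 farthest calves). A delay or order of dissection that differs by tissue was not tested, and a diet effect stays open.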

How the results depend on the processing

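The fits on unstranded counts with limma-voom and without R replicates 17 and 20 or 6 and 7 were chosen only after the results had been seen. The number of genes that edgeR called in PAR (1750, 718 up and 1032 down) was 1751 with unstranded counts, 1645 with limma-voom (871 up and 774 down), 1707 with RLE size factors, 1716 with a robust fit, 1346 with no filter, 1302 above 5 CPM, 2616 in 1 fit of 4 groups and 1650 with unstranded counts and limma-voom (879 up and 771 down). More genes fell than rose under each of these settings except the 2 with limma-voom, where more rose. It was 3577 with DESeq2 and 0 by edgeR without R replicates 17 and 20. With 1 library left out it was 0 without EH 12 (4009), EH 14 (4322), R 13 (4502) and R 20 (4403), where the brackets give the genes with an unadjusted p below 0.05, then 3 (EH 18), 23 (R 17), 161 (R 15), 367 (EH 22), 2806 (EH 21), 4024 (R 19), and 1941 (R 16). In MFP (959) it was 2042 with DESeq2, 1467 in 1 fit of 4 groups, 1166 without R replicates 6 and 7 and 697 to 979 under the 7 other settings. With 1 library left out it ranged from 268 to 1184 (EH 8), and was more than 1.5 times lower without these: 268 (EH 4), 274 (EH 1), 428 (R 5), 573 (EH 2), 587 (R 3), 616 (EH 11). Interaction genes (569) were 1210 with DESeq2, 373 with no filter, 430 with limma-voom, 1212 with calf as a block, 1597 with duplicateCorrelation, 554 to 587 under the 4 other settings, and between 179 and 1198 with 1 library left out. Those more than 1.5 times away were 179 (PAR EH 12), 202 (PAR EH 14), 216 (PAR R 20), 251 (PAR EH 18), 255 (MFP EH 4), 287 (MFP EH 1), 302 (PAR R 17), 324 (MFP R 6), 341 (PAR R 13), 351 (MFP EH 2), 377 (MFP EH 11), 1198 (PAR R 19). Lists called by camera in PAR (21) and MFP (25) were 0 and 0 with an estimated correlation (at an unadjusted p below 0.05, 1 and 9), 0 and 15 by fry, 21 and 18 with limma-voom, and 16 to 21 and 19 to 29 with 1 library left out. The correlation of diet effects (0.3147) was 0.2307 to 0.34 under the other settings, and 0.2525 to 0.3895 with 1 library left out. The gene values named in the text include 390 called ones, of which 390 passed with DESeq2, 340 with limma-voom, 318 with no filter, 386 with RLE size factors and 387 with unstranded counts. In the interaction test 80 of the genes named by tissue passed, 77 of them also with calf as a block, and of the 554 others 60 passed with calf as a block and 74 with duplicateCorrelation, so a difference that did not pass is not shown to be absent. The 16 genes named for the interaction passed with calf as a block. No called value changed sign under the settings tried. With 1 library left out, 2170 of 4446 called values passed. Genes with a mean of 5 CPM or less have no value under that filter. Where a setting has fewer libraries this lowers what can pass, and otherwise the cause was not tested.

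The calls in PAR lie near the threshold. With all libraries the lowest adjusted p was 0.0269 and 4019 genes had a value below 0.1. Without R replicates 17 and 20, 3397 of 15122 genes had an unadjusted p below 0.05, and their fit's log2 fold changes correlated at 0.95 with those from all libraries. The smallest change called was 0.23 log2 units in PAR and 0.28 in MFP. Smaller effects, and those of genes under 1 CPM, are beyond this depth and number of calves.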

Differences from the paper's values

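The fit on unstranded counts with limma-voom was chosen after seeing the values, and the other alternatives here were set before the data were examined. The paper's fold changes are on the scale of the square root of the linear fold. The slope of log2 fold change here on log2 of the paper's value was taken over the genes of Additional file 4. It is 1.996 in PAR and 2.005 in MFP with limma-voom and 1.782 and 1.852 with edgeR. Folds are compared on that scale, against 1 standard error, and FDR and counts at a ratio of 1.5. Of 48 folds 43 and of 48 FDR values 34 are within.

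The paper has 666 genes that fell in PAR at FDR below 0.05, against 1032 here, and the value is within with limma-voom, RLE size factors, no filter and a mean above 5 CPM, and not with unstranded counts, DESeq2, the robust fit and 1 fit of 4 groups or any library left out. With limma-voom alone of the 8 settings that keep all libraries, and not with the others, the value is within for ABCC11 in PAR (FDR 0.047 in the paper and 0.0285 here, 6), ADAM12 in PAR (fold 3.40 in the paper and 2.61 here, 5), ASPHD1 in PAR (fold 3.60 in the paper and 2.18 here, 1), ASPHD1 in PAR (FDR 0.046 in the paper and 0.125 here, 0), PLIN4 in MFP (FDR 0.012 in the paper and 0.0228 here, 1), IGFALS in MFP (FDR 0.04 in the paper and 0.0769 here, 2), FGF1 in MFP (FDR 0.09 in the paper and 0.0283 here, 3), CCL24 in MFP (FDR 0.05 in the paper and 0.125 here, 0), WNT2 in PAR (fold 3.115 in the paper and 2.13 here, 1), WNT2 in PAR (FDR 0.029 in the paper and 0.0849 here, 0) and NTF4 in PAR (FDR 0.0311 in the paper and 0.0573 here, 0). For SEZ6L in PAR (fold 4.26 in the paper and 3.15 here, 5) and IL1RN in PAR (FDR 0.0423 in the paper and 0.0814 here, 1) it is within with limma-voom, DESeq2 and 1 fit of 4 groups and not with the others. For IGF1 in MFP (FDR 0.11 in the paper and 0.17 here, 2) and CXCL10 in PAR (FDR 0.038 in the paper and 0.0876 here, 0) it is within with limma-voom and DESeq2 and not with the others. For TPSB2 in PAR (FDR 0.05 in the paper and 0.0827 here, 1) it is within with limma-voom and 1 fit of 4 groups and not with the others. For CD3G in PAR (FDR 0.04 in the paper and 0.0616 here, 2) it is within with 1 fit of 4 groups and not with the others. For CMTM4 in PAR (fold 1.264 in the paper and 1.21 here, 3) it is within with unstranded counts and 1 fit of 4 groups and not with the others. For BMP6 in MFP (FDR 0.0144 in the paper and 0.0571 here, 0) it is within with unstranded counts and DESeq2 and not with the others. The last number in each bracket is how many of the 11 fits with a library left out are within. ASPHD1 has no value above 5 CPM.

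The paper's Table 2, its text and the secreted genes of Additional file 4 give 40 values with an FDR below 0.05 that were tested here. Of these 27 pass. The 13 others are ASPHD1 in PAR (0.125 here), RPRML in MFP (0.0535 here), IGFALS in MFP (0.0769 here), CD3G in PAR (0.0616 here), IL1RN in PAR (0.0814 here), WNT2 in PAR (0.0849 here), CXCL10 in PAR (0.0876 here), CMTM3 in PAR (0.0583 here), NTF4 in PAR (0.0573 here), GDF11 in PAR (0.052 here), GMFB in PAR (0.0544 here), NGF in MFP (0.0564 here) and BMP6 in MFP (0.0571 here). Limma-voom calls ASPHD1, RPRML, IGFALS, IL1RN, WNT2, CXCL10, CMTM3, NTF4, GDF11, GMFB and NGF. DESeq2 calls RPRML, IGFALS, CD3G, IL1RN, CXCL10, CMTM3, NTF4, GDF11, GMFB, NGF and BMP6. The fit of 4 groups calls CD3G, IL1RN, WNT2, CMTM3, GDF11 and GMFB, unstranded counts call GDF11 and BMP6 and a mean above 5 CPM RPRML. Unstranded counts with limma-voom, chosen after seeing the values, call all but CD3G, dropping 1 of these 40. They keep 14 of 14 secreted and 97 of 105 receptor genes of Additional file 4 in PAR, and 8 of 8 and 59 of 63 in MFP. EdgeR calls 7 and 72 of these in PAR and 6 and 51 in MFP, and limma-voom 14, 96, 7 and 51. Among genes with an FDR of 0.05 in the paper, TPSB2 and CD3E in PAR and CX3CL1 and CCL24 in MFP do not pass here, with adjusted p of 0.0827, 0.0542, 0.0554 and 0.125.

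The lists here differ from the KEGG pathways of the paper in membership. CPM are also shares of the RNA of a library, and the paper reports a larger parenchyma mass in EH calves. A lower share of a marker thus does not show fewer vessels or nerves in the whole gland. For EH parenchyma the paper describes higher vascular smooth muscle contraction and a growing vessel network, where 0 rose and 12 fell of 24 smooth muscle markers (0 and 7 with limma-voom) and 0 rose and 6 fell of 24 endothelial markers (0 and 1 with limma-voom) here, and PGF, a VEGF family ligand, rose (1.00 ± 0.27, adjusted p = 0.0411). It describes a growing nervous system, where 0 rose and 10 fell of 25 Schwann cell markers (1 and 7 with limma-voom), while more axon guidance genes rose than fell (6 rose and 1 fell of 64, 10 and 1 with limma-voom), most of them not passing. It describes more translation, where 0 rose and 12 fell of 78 cytosolic ribosomal protein genes (0 and 12 with limma-voom) and 2 rose and 1 fell of 37 aminoacyl-tRNA synthetases (2 and 1 with limma-voom), and its Additional file 3 also has values below 0 for these pathways in PAR (-2.34 and -2.69). It describes higher ABC transporters (2 rose and 3 fell of 28, 2 and 3 with limma-voom), cell junctions (0 rose and 2 fell of 24, 1 and 2 with limma-voom), ketone body (1 rose and 1 fell of 8, 1 and 1 with limma-voom), mTOR (2 rose and 2 fell of 34, 2 and 2 with limma-voom), MAPK (2 rose and 8 fell of 62, 3 and 5 with limma-voom), Wnt (3 rose and 4 fell of 53, 5 and 2 with limma-voom), Hedgehog (0 rose and 2 fell of 15, 0 and 1 with limma-voom) and insulin genes (3 rose and 4 fell of 49, 2 and 4 with limma-voom), lists that camera did not call. For Wnt the limma-voom balance goes with the paper's direction and that of edgeR does not. More genes rose than fell among collagens (4 rose and 2 fell of 34, 6 and 0 with limma-voom) and glycosaminoglycan synthesis (4 rose and 1 fell of 35, 6 and 0 with limma-voom), which goes with its account, although most did not pass. It describes synthesis of histamine, where HDC did not pass (0.22 ± 0.44, adjusted p = 0.74). It names tretinoin as an active regulator, where the synthesis gene ALDH1A2 fell (-3.78 ± 0.63, adjusted p = 0.0269) and ALDH1A1 rose (0.69 ± 0.16, adjusted p = 0.0336). It puts forward as a hypothesis more mast cells in both tissues, where in PAR its markers FCER1A (1.42 ± 0.35, adjusted p = 0.0354) and FCER1G (0.51 ± 0.14, adjusted p = 0.0433) rose, while GATA2, a factor of mast cells and also of endothelium, fell (-1.66 ± 0.40, adjusted p = 0.0344). IGFBP2 in PAR, which it calls up-regulated, was at 1.55 ± 0.65, adjusted p = 0.119.

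The paper finds ITGAD (CD11d), FCER1A and CXCR3 expressed in PAR only. Here ITGAD was above 1 CPM in 6 of 11 PAR and 5 of 11 MFP libraries, and FCER1A and CXCR3 had reads in all 11 MFP libraries but above 1 CPM in 0, against 7 and 7 in PAR. BHMT, which it does not detect in MFP, had reads in 10 MFP libraries and was above 1 CPM in 3. In MFP it describes lower terpenoid metabolism, where of 24 cholesterol synthesis genes NSDHL rose (0.66 ± 0.12, adjusted p = 0.014) and MVK fell (-0.69 ± 0.15, adjusted p = 0.025). MVK acts in the terpenoid backbone and NSDHL in later sterol steps. It describes active insulin signaling there, where 2 rose and 0 fell of 50 genes of that list (3 and 0 with limma-voom). CCL2 in MFP was at 1.74 ± 0.70, adjusted p = 0.146. FGF1, at an FDR of 0.09 in the paper, rose here (2.05 ± 0.48).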

Other observations

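The weighing of the divisions of calves against single libraries, the grouping of genes by iron handling and the fits on unstranded counts with limma-voom were chosen only after the results had been seen.

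Among genes whose diet effect was more positive in PAR than in MFP were 3 that handle iron or haem. They were grouped after their values were seen, and no list of such genes was tested. Haem oxygenase HMOX1 had a diet effect of 2.40 in PAR and 0.10 in MFP, the iron exporter SLC40A1 0.80 in PAR and -0.51 in MFP and the ferritin light chain FTL 0.38 in PAR and -0.66 in MFP. Each differed between the tissues by edgeR's interaction test over 22 libraries, with the values given above. With calf as a block the differences were 2.34, 1.31 and 1.01 and passed, as they did with any 1 of the 22 libraries left out. Iron itself was not measured.

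Among genes that differed by the same test, several had diet effects of opposite sign in the tissues. The neural ubiquitin ligase RNF112 was at -1.31 in PAR and 1.64 in MFP, the interleukin 17 receptor chain IL17RE at -0.47 in PAR and 2.26 in MFP, the secreted CCDC3 of fat and endothelium at -1.49 in PAR and 1.98 in MFP, the microtubule protein TPPP at -1.50 in PAR and 0.91 in MFP and MYADM at -0.41 in PAR and 1.09 in MFP. Histone H4C4 was lower mainly in MFP (-0.14 in PAR and -1.98 in MFP). Each passed with any 1 of the 22 libraries left out.

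Over 13940 genes tested in both tissues, 51 rose in both and 91 fell in both, where independent lists of these sizes would share 20.06 and 32.71, and 4 and 18 went opposite ways (20.99 and 31.27 for independent lists). The diet effects correlated at 0.3147 (covariance 0.08524). As the tissues come from the same calves, part of this can be shared by calf.

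The calves were divided into 5 and 6 in 100 of 462 ways, the real one included. A count at least as large as the real one came only from the real division for genes in MFP (real 959, highest other 2) and for the interaction (real 569, highest other 13). This makes chance unlikely for these counts, although 100 divisions cannot exclude it. For genes in PAR 2 divisions gave as many (real 1750, highest other 3652). That share is small too, but diet is not the division with the most genes there. The PAR count thus does not show diet to be the main difference among these libraries. Chance cannot be excluded for the number of lists, with 29 divisions in PAR (real 21, highest other 31) and 23 in MFP (real 25, highest other 33), nor for the correlation between tissues, with 38 (real 0.3147, highest other 0.5786) and 6 for its covariance (highest other 0.1115).

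The division with 3652 genes in PAR set replicates 13, 15, 17, 20 and 21 against 12, 14, 16, 18, 19 and 22, which moves EH replicate 21 to the side of 4 R libraries and R replicates 16 and 19 to that of 4 EH libraries. Leaving out R replicate 19 gave 4024 genes, R replicate 16 1941 and EH replicate 21 2806, against 1750 with all. The parenchyma libraries thus hold a structure that crosses the diets in 3 of 11 calves. The cytosolic ribosomal score in PAR, looked at after this division was seen, followed it. It was 9.731 to 10.03 mean log2 CPM in replicates 13, 15, 17, 20 and 21 and 9.31 to 9.556 in the others. The smooth muscle score did not follow it, with EH replicate 21 at 4.937 and R replicate 16 at 5.611. No batch or day is known for these libraries, and what sets the 3 apart was not tested.

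LOC100335879, which the paper lists in Table 2, had 734 reads in the PAR libraries, of which 729 (99.32%) were on the strand opposite to that of other genes' reads and 5 on the reverse strand. With unstranded counts its log2 fold change was 2.24 (adjusted p = 0.124) by edgeR and 3.81 (adjusted p = 0.0466) by limma-voom, a fold of 3.75 on the paper's scale. Calls in PAR were shared by 1675 genes between the strand choices, with 76 only in unstranded counts, 34 of them with most reads on the other strand, and in MFP by 931, with 48 and 22.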
